# APEX1, a transcriptional hub for endochondral ossification and fracture repair

**DOI:** 10.1038/s41413-025-00486-1

**Published:** 2026-01-16

**Authors:** José Valdés-Fernández, Miguel Echanove-González de Anleo, Juan Antonio Romero-Torrecilla, Tania López-Martínez, Purificación Ripalda-Cemboráin, María Erendira Calleja-Cervantes, Asier Ullate-Agote, Elena Iglesias, Belén Prados-Pinto, José Luis de la Pompa, Felipe Prósper, Emma Muiños-López, Froilán Granero-Moltó

**Keywords:** Bone, Pathogenesis

## Abstract

After injury, bone tissue initiates a reparative response to restore its structure and function. The failure to initiate or delay this response could result in fracture nonunion. The molecular mechanisms underlying the occurrence of fracture nonunion are not yet established. We propose that hypoxia-triggered signaling pathways, mediated by reactive oxygen species (ROS) homeostasis, control *Bmp2* expression and fracture healing initiation. The excessive ROS leads to oxidative stress and, ultimately, fracture nonunion. In this study, we silenced *Apex1*, the final ROS signaling transducer that mediates the activation of key transcription factors by their cysteines oxidoreduction, evaluating its role during endochondral ossification and fracture repair. Silencing *Apex1* in limb bud mesenchyme results in transient metaphyseal dysplasia derived from impaired chondrocyte differentiation. During bone regeneration, *Apex1* silencing induces a fracture nonunion phenotype, characterized by delayed fracture repair initiation, impaired periosteal response, and reduced chondrocyte and osteoblast differentiation. This compromised chondrocyte differentiation hampers callus vascularization and healing progression. Our findings highlight a critical mechanism where hypoxia-driven ROS signaling in mesenchymal progenitors through APEX1 is essential for fracture healing initiation.

## Introduction

Bone tissue presents truly regenerative capacity, as it is capable of repairing itself without scarring. This efficient system of tissue regeneration recapitulates different aspects of bone development and the two modalities of bone formation, intramembranous and endochondral ossification, are present during the healing process.^1^

A major complication of bone regeneration is fracture nonunion, which represents a major clinical challenge for orthopedic surgeons. Between 1% and 3% of the 178 million annual fractures registered globally result in fracture nonunion. Local factors such as fracture type, location, blood supply, or presence of infection are major determinants of fracture nonunion. In addition, systemic factors present in the patient at the time of fracture may increase the risk of fracture healing complications, delayed union, and nonunion,^2–5^ such as smoking, alcohol consumption, diabetes, chronic inflammation, anti-inflammatory medications, corticosteroids, or aging.

There are two primary types of aseptic fracture nonunion, atrophic and hypertrophic, each believed to originate from different mechanisms and requiring specific treatment approaches. In hypertrophic nonunions, a biological response is present, identified as a fracture callus, but the fractured bones lack sufficient stability, leading to incomplete healing. In consequence, the treatment requires changes in the fixation strategy to increase mechanical stability. Atrophic nonunions are more challenging, as the biological response is either absent or suboptimal, requiring the addition of bone grafts, growth factors or osteogenic cells to restore the biological reaction.^6,7^

At the molecular level, the causes of fracture nonunion are not yet elucidated. Fracture healing is a complex process that involves the overlapping and coordinated participation of various cell types, cellular processes, and signaling pathways through three sequential phases: inflammatory, reparative and remodeling.^1,8^ Disruption of any of these factors during the healing process could result in different levels of delayed union or fracture nonunion.

Genetic murine models have provided important clues to the molecular pathways and the cellular types implicated in both types of nonunion. BMP signaling, and specifically *Bmp2* expression by mesenchymal progenitors during the inflammatory phase, is recognized as the critical event in the initiation of fracture healing through periosteal activation.^9,10^ Silencing *Bmp2* in limb mesenchyme impairs fracture healing initiation, a phenotype that resembles an atrophic nonunion.^11,12^ Experimentally, inducing hypertrophic nonunion in mice is challenging, as rodents can heal fractures in the absence of mechanical stability. Nevertheless, delayed repair and hypertrophic-like phenotypes have been observed when specific matrix metalloproteases are silenced, hindering callus vascularization and fracture healing progression by compromising cartilage intermediate resorption.^13–16^

We and others have proposed that, at the molecular level, oxidative stress is a key factor in the development of fracture nonunion, and specifically atrophic nonunion.^17–19^ Immediately after trauma, vascular damage results in hematoma formation, producing localized hypoxia in the fracture line and surrounding tissues. At the cellular level, hypoxia triggers the formation of reactive oxygen species (ROS) by the mitochondria.^20,21^ We proposed that in mesenchymal progenitors, ROS-driven hypoxia signaling determines fracture healing initiation through control of *Bmp2* expression.^17^ This physiological mechanism of fracture healing initiation could be inhibited when ROS scavenging systems fail or are overcome, resulting in supraphysiological levels of ROS and oxidative stress, damaging the cell in different compartments, including lipids, proteins, and DNA.^22,23^

We found that the scavenging function carried out by the thioredoxin system was critical for *Bmp2/BMP2* expression and fracture healing initiation.^17^ The thioredoxin system is also one of the primary disulfide-reducing systems and a major mechanism of intracellular signaling. Under physiological conditions, ROS regulate different cellular processes, such as cell differentiation, cell proliferation, and the response to oxidative stress itself. ROS also modulate the activity of transcription factors such as AP-1 (FOS/JUN heterodimer), NF-κB, or HIF-1α, which are known to play critical roles in endochondral ossification and the fracture healing process.^24–28^ The regulation for these transcription factors requires the translocation of thioredoxin (TXN) to the nucleus and its interaction with APEX1, mediating the reduction of specific disulfide bonds, enabling DNA binding and the final activation of transcription factors.^29^ APEX1 is a bifunctional protein, initially identified by its apurinic/apyrimidinic endonuclease activity (APE-1) participating in the base excision repair (BER) pathway, and later recognized independently as REF-1 for its oxidoreductase activity.^30,31^ Together, these findings point to the critical interplay of hypoxia-induced ROS signaling and the TXN-APEX1 system in determining *Bmp2* expression during fracture healing initiation and preventing nonunion.

Here, we silenced *Apex1* in mice to specifically impair the transcriptional control initiated by ROS without affecting the scavenging function of TXN, and evaluated the role of this signaling pathway in endochondral ossification, fracture healing initiation and progression.

## Results

### Apex1 silencing in limb bud mesenchyme impacts bone development

To determine *Apex1* expression pattern in mouse appendicular skeleton, we used Apex1^tm1a^ KO first allele that functions as a reporter tagged insertion allele, where Apex1 promoter drives the transcription of bacterial β-galactosidase (Fig. S1a).^32^ Genetic tracking of endogenous *Apex1* expression revealed that, in young adult mice, *Apex1* is expressed in chondrocytes along the growth plate, suggesting that its silencing may disrupt bone tissue development and growth (Fig. S1b).

To investigate the role of *Apex1* during bone development, we examined the effects of *Apex1* silencing through endochondral ossification by using Prrx1-Cre mice, in which Cre recombinase is expressed in limb mesenchyme starting at E9.5.^33^ We crossed Apex1^C/C^ mice with Prrx1-Cre mice (Prrx1-Cre;Apex1^C/+^), the resulting Prrx1-Cre;Apex^C/C^ (P-Apex1^KO^) mice were born at the expected mendelian ratio, and no major morphological differences were appreciated when compared to wild-type (WT) littermates. However, after weaning (at 4 weeks old), radiological and morphometric analysis showed that animals exhibited an expanded growth plate in the long-bones, wider metaphysis, increased radiodensity below the expanded radiolucent growth plate, and shortening of the limbs, all signs of metaphyseal chondrodysplasia (Fig. 1a, Fig. S1c).^34^ Radiological analysis of the tibia in adult animals (9-weeks-old) showed that while the reduced bone length persisted (Fig. 1b), morphometric differences and radiolucent growth plate resolved in 8 out of 12 mice (Fig. 1b, Fig. S1d).

**Fig. 1:**
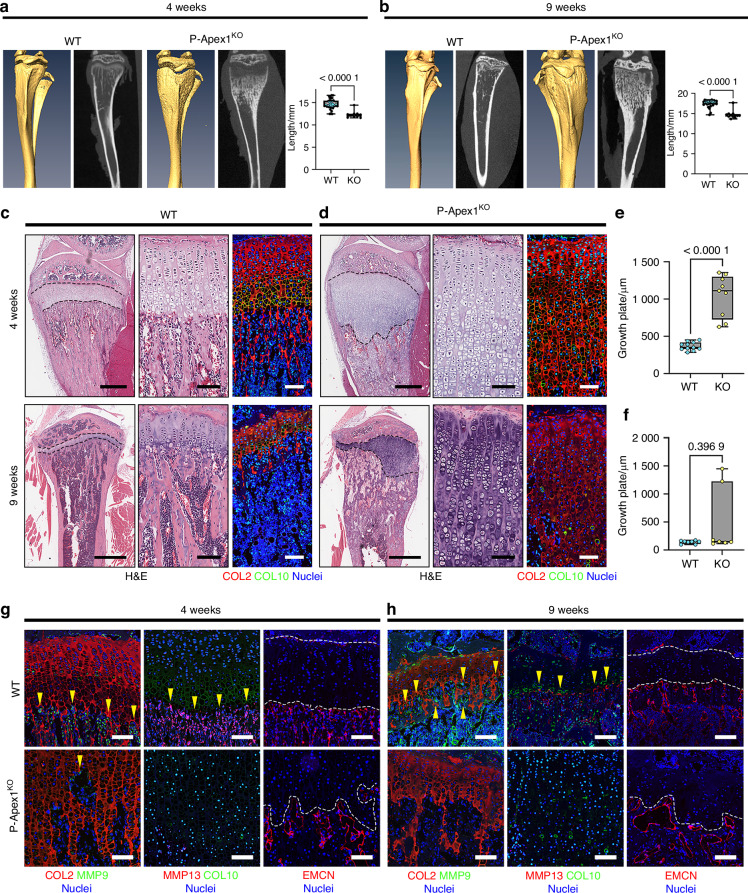
*Apex1* silencing in limb bud mesenchyme results in metaphyseal dysplasia. **a** Representative 3D reconstruction, radiographic plane and general morphometric parameters for 4-week-old mice tibiae (WT, *n* = 36; P-Apex1^KO^, *n* = 10). **b** Representative 3D reconstruction, radiographic plane and general morphometric parameters for 9-week-old mice tibiae (WT, *n* = 36; P-Apex1^KO^, *n* = 10). Data are represented as median and interquartile range; whiskers represent maximal and minimal values. *P* values were determined by two-tailed Student’s t test. **c** Representative H&E staining and collagen distribution of tibia samples for 4-week-old mice. Dotted black lines label the edges of the growth plate. Scale bar: left panels, 500 μm; central and right panels, 100 μm. **d** Histomorphometric determination of growth plate length in 4-week-old animals. (WT, *n* = 11; P-Apex1^KO^, *n* = 9). Data are represented as median and interquartile range; whiskers represent maximal and minimal values. *P* values were determined by two-tailed Student’s t test. **e** Representative H&E staining and collagen distribution for tibiae of 9-week-old mice. Scale bar, left panels,1 mm; central and right panels, 100 μm. **f** Histomorphometric determination of growth plate length in 9-week-old animals (WT, *n* = 8; P-Apex1^KO^, *n* = 7). Data are represented as median and interquartile range; whiskers represent maximal and minimal values. *P* values were determined by Mann-Whitney U test. **g**, **h** Immunological evaluation of chondrocyte differentiation, cartilage degradation, and vascularization markers in the growth plate of 4-week-old mice (**g**) and 9-week-old mice (**h**). Scale bar: 100 μm. COL2, type II collagen; COL10, type X collagen; EMCN, Endomucin. Dotted white lines mark the chondro-osseous junction

Histological and immunohistological analysis of the growth plate cartilage confirmed the radiological findings. At 4 weeks of age, WT animals displayed a well-defined growth plate with distinct resting, proliferative, prehypertrophic, and hypertrophic zones (Fig. S2a, b). Regarding cartilage components, WT animals presented abundant type II collagen deposition throughout the growth plate, while type X collagen was localized in the terminal region, clearly marking the hypertrophic zone (Fig. 1c). Conversely, while P-Apex1^KO^ mice presented similar resting and proliferative zones, the hypertrophic zone was significantly enlarged (Fig. S2a, b). Consequently, type II collagen was similarly present along the growth plate with no differences in the transcription level of *Col2a1* (Fig. S2c), whereas type X collagen deposition was inhibited, and a defined hypertrophic zone could not be delimited (Fig. 1d).

Histological analysis at 9 weeks revealed that all the animals presented a normal developmental shortening of the growth plate, although P-Apex1^KO^ mice still had columns of unresolved cartilage. In WT animals, the quantification of the areas stained for both type II and X collagen was reduced, with type X collagen marking the end of the shortened hypertrophic zone. In P-Apex1^KO^ mice, deposition of type X collagen remained reduced, even in areas where cartilage degradation was apparent (Fig. 1e, f).

Impaired cartilage resorption in P-Apex1^KO^ mice suggested a potential disruption in osteoclast/chondroclast activity or recruitment. However, quantification of the TRAP signal did not show significant differences between WT and P-Apex1^KO^ mice (Fig. S3), suggesting that impaired chondrocyte differentiation could be the driver of growth plate expansion and delayed resorption.

To determine if the metalloprotease-mediated cartilage degradation was affected by *Apex1* silencing, we performed double immunofluorescence for markers of cartilage maturation along with MMP-9 and MMP-13. Additionally, we visualized the vascularization of the tibia, directly dependent on cartilage resorption, by type H endothelium detection with Endomucin.^35^

At 4 weeks, double immunofluorescence for MMP-13 and type X collagen in WT mice revealed a strong accumulation of MMP-13 in the chondro-osseous junction, with delimitation of the hypertrophic zone. In P-Apex1^KO^ mice the signals for both markers of hypertrophy were reduced in the growth plate. Similarly, double immune fluorescence for type II collagen and MMP-9 in WT mice showed strong MMP-9 reactivity at the chondro-osseous junction of the growth plate. On the other hand, P-Apex1^KO^ mice exhibited a lack of MMP-9 signal along the elongated growth plate, with only a reduced presence of MMP-9 detected in its distal part, next to the trabecular region. Analysis of type H vessels disposition revealed that while WT animals presented a dense, organized network of type H vessels at the chondro-osseous junction, P-Apex1^KO^ mice displayed enlarged type H vessels outlining an irregular chondro-osseous junction (Fig. 1g).

At 9 weeks, in WT animals, there was an increase in MMP-13 and MMP-9 activity together with a dense network of type H vessels invading the bone marrow space and delineating the chondro-osseous junction. In P-Apex1^KO^ mice, the hypertrophic zone was not differentiated, MMP-13 and MMP-9 were barely detectable, and the type H vessels were enlarged and irregularly outlined the chondro-osseous junction (Fig. 1h).

In summary, silencing *Apex1* in the limb mesenchyme results in impaired chondrocyte differentiation impacting the normal endochondral ossification process and longitudinal bone growth.

### Apex1 silencing in limb mesenchyme delays fracture healing causing nonunion

Once we determined that *Apex1* silencing does not cause mayor morphological alterations in the diaphysis of adult mice limbs, we evaluated the role of *Apex1* in the fracture repair process. For this purpose, we performed a non-stabilized tibia fracture in P-Apex1^KO^ mice and WT littermates. The reparative process was allowed to proceed for a maximum of 21 days (21-dpf), and the fractures were analyzed at different time points of the reparative phase with specific analysis, as represented in Fig. 2a.^9,36–39^ Initial radiographical analysis was carried out by μCT at 14- and 21-dpf, three-dimensional reconstruction of the fracture callus showed that, at 14-dpf, WT mice presented a well-developed callus with a radiolucent fracture line, achieving bone union at 21-dpf. In P-Apex1^KO^ mice, at 14-dpf, we detected an underdeveloped fracture callus with a wide radiolucent area and reduced bone content, localized at the distal regions of the fracture line. By 21-dpf, P-Apex1^KO^ mice showed an increased bone content, but with a persistent radiolucent fracture line and sclerotic bone in 7 out of 14 animals (Fig. 2b). Quantitative analysis showed that at 14-dpf P-Apex1^KO^ mice presented a significant reduction in the total volume of the callus, showing a marked decrease of both soft and stiff tissues. Interestingly, these differences disappeared at 21-dpf. In WT mice, we noted a significant reduction in the volume of non-mineralized tissue, whereas this process was impaired in P-Apex1^KO^ mice (Fig. 2c).

**Fig. 2:**
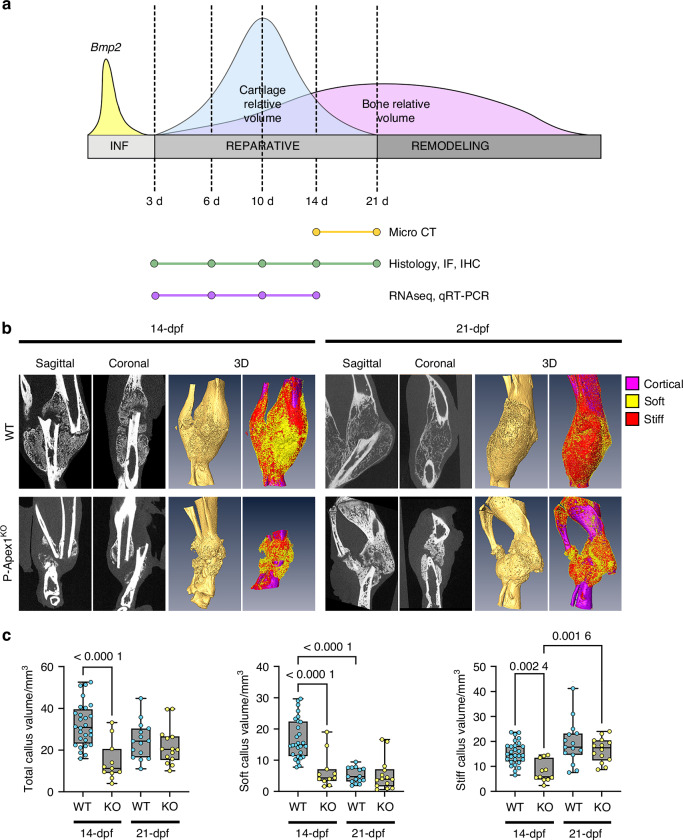
Silencing *Apex1* in limb bud mesenchyme delays fracture healing causing fracture nonunion. **a** Graphical representation of the fracture healing phases, the relative volumes for bone and cartilage and the experimental design for the analysis of the effects of *Apex1* silencing. **b** Representative radiographic planes, 3D reconstruction and callus segmentation for WT and P-Apex1^KO^ mice at 14- (WT, *n* = 28; P-Apex1^KO^, *n* = 11) and 21-dpf (WT, *n* = 15; P-Apex1^KO^, *n* = 14). **c** Quantification of the total callus volume, soft tissue (non-mineralized), and stiff tissue (mineralized) callus volume. Results are expressed as median with interquartile range; whiskers represent maximum and minimum values. *P* values were determined by one way ANOVA (Total callus volume, *P* < 0.000 1; Soft callus volume, *P* < 0.000 1; Stiff callus volume, *P* < 0.000 1) followed by Sidàk’s multiple comparisons test

The radiological and morphometric analysis of the fracture callus suggests that APEX1 participates in at least two key processes of the fracture healing. The reduced callus volume at 14-dpf suggest that the initial response to bone injury is impaired or delayed when *Apex1* is silenced, setting APEX1 functions in mesenchymal progenitor cells. Furthermore, the radiographic and volumetric data point to compromised cartilage resorption, which disrupts healing progression in P-Apex1^KO^ mice, positioning the role of APEX1 in chondrocyte differentiation, as noted during appendicular skeleton development.

### Apex1 silencing impairs fracture healing initiation

To better understand the impact of *Apex1* silencing during the initial healing response, we analyzed histologically the fracture callus at 3-dpf, a time point marking the end of the inflammatory phase and the beginning of the reparative phase. In WT mice, we observed histological signs of an initial fracture healing response, including an expanded periosteal layer in the vicinity of the fracture site.^11^ However, in P-Apex1^KO^ mice, this periosteal response was either absent or delayed (Fig. 3a). In addition, quantitative RT-PCR of the fracture zone showed that the expression of *Bmp2* was significantly impaired when compared with WT littermates, suggesting a direct effect of APEX1 in the fracture healing initiation through the transcriptional control of *Bmp2* (Fig. 3b).

**Fig. 3:**
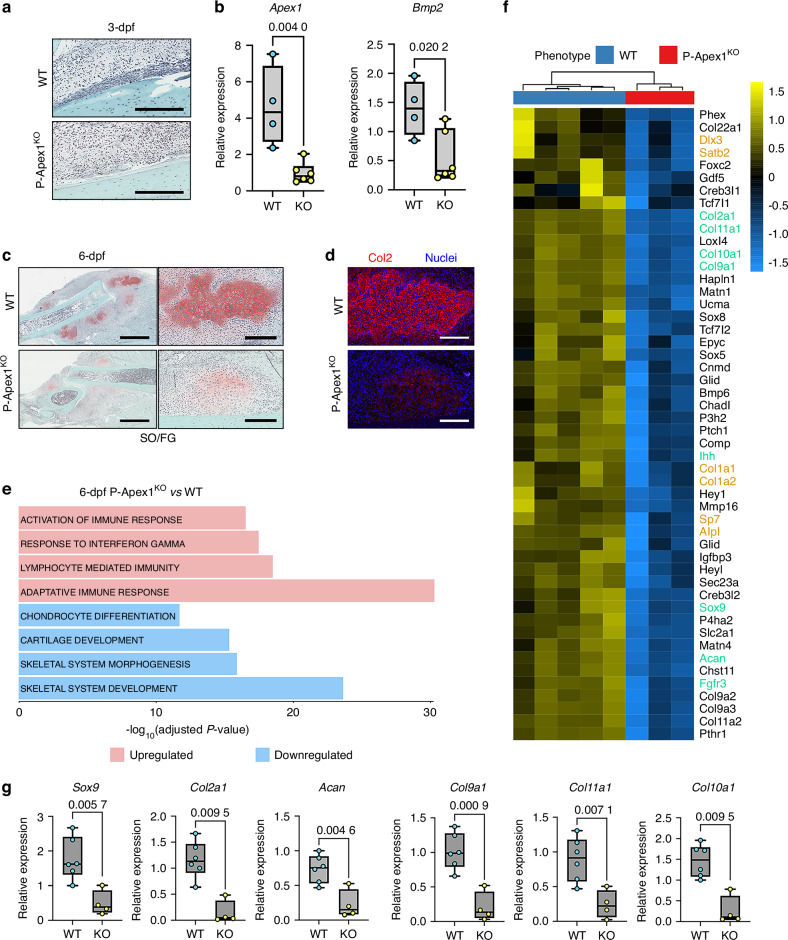
*Apex1* silencing impairs fracture healing initiation. **a** Histological analysis of the fracture callus stained with Safranin O/Fast Green at 3-days post-fracture (dpf). Scale bar 300 μm. **b** Expression levels for *Apex1* and *Bmp2* in 3-dpf fracture callus (WT, *n* = 4; P-Apex1^KO^, *n* = 6). *P* values were determined by unpaired Student’s t-test. **c** Histological analysis of the fracture callus stained with Safranin O/Fast Green at 6-dpf. Scale bar, left panels 1.5 mm; right panels, 300 μm. **d** Immunohistological detection of the content of type II collagen (COL2) in the 6-dpf fracture callus. **e** Representation of the top upregulated (red columns) and downregulated (blue columns) GO Biological processes from a gene set enrichment analysis. **f** Heatmap showing the scaled expression of genes related to endochondral ossification and chondrogenesis that are significantly downregulated in P-Apex1^KO^ fracture callus at 6-dpf (WT, *n* = 5; P-Apex1^KO^, *n* = 3). Highlight in orange, essential osteogenic markers; highlight in green, key chondrogenic markers. **g** qPCR analysis for chondrogenic markers validating the DEGs at 6-dpf. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. WT, *n* = 6; P-Apex1^KO^, *n* = 4. *P* values were determined by unpaired Student’s t-test (*Sox9*, *Acan*, *Col9a1*, *Col11a1*) or Mann-Whitney test (*Col2a1*, *Col10a*1)

The impact of *Apex1* silencing on periosteal cell proliferation was confirmed in WT and P-Apex1^KO^ mice using immunohistochemical staining against Ki67, a nuclear marker of active cell proliferation (Fig. S4a).^40,41^

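Total RNA was taken at 3-dpf from the fractured tibiae of 4 WT and 4 P-Apex1 KO mice, and each library is named here by the genotype on its label. The WT group held 2 females and 2 males, and the P-Apex1 KO group held 1 female and 3 males. In the P-Apex1 KO mice, *Prrx1*-Cre deletes *Apex1* in the limb bud mesenchyme, so other cells of the callus keep the gene. Ribosomal and beta globin RNA was depleted before sequencing. The authors aligned the reads with STAR to the mm39 mouse genome and counted the uniquely mapped, reverse-stranded reads on each Ensembl gene with featureCounts. They deposited these counts without normalization. Between 23476327 and 41508064 reads per WT library were counted on genes (median 30097453), and between 25961391 and 34150960 in the libraries labelled P-Apex1 KO (median 30761585). Normalized counts are edgeR's CPM after TMM scaling. Differences between genotypes were tested with edgeR's quasi-likelihood test with sex in the model and Benjamini-Hochberg adjustment, over the 19866 genes that passed edgeR's filter on low counts. *Apex1* (ENSMUSG00000035960, chromosome 14 of GRCm39 from 51162177 to 51164642) had 32.6 ± 3.22 CPM (SD, n = 4) in WT and 29.3 ± 7.13 CPM (SD, n = 4) in the libraries labelled P-Apex1 KO. The log2 fold change was -0.15 (standard error 0.19, adjusted p = 0.927). The 4 libraries labelled P-Apex1 KO had 19.8, 30.9, 29.6 and 37.1 CPM, in the order of their replicate numbers, and the WT libraries lay between 28.5 and 36.1 CPM. Replicate 4 of the libraries labelled P-Apex1 KO therefore held more *Apex1* than any WT library of this time point.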

To gain insight into the molecular effects of *Apex1* silencing at 3-dpf, fractured tibiae were dissected around the fracture site, and total RNA was isolated and subjected to bulk RNA sequencing (RNA-seq). 

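Lists of genes for hedgehog signaling, mitosis and DNA repair were tested as sets with camera at a preset correlation, adjusted over the lists of one time point. The 24 hedgehog genes tested had a median log2 fold change of -0.15 in the libraries labelled P-Apex1 KO against WT, with 20 of them below 0 (adjusted p = 0.0027). The 43 mitosis genes had a median of -0.09, with 37 below 0 (adjusted p = 0.0226). The 54 DNA repair genes had a median of -0.08, with 41 below 0 (adjusted p = 0.0255). In each list 0 genes passed an adjusted p of 0.05 over all genes tested, and 0 did so adjusted over the list alone, while 0, 0 and 2 genes of the 3 lists had an unadjusted p under 0.05. None of the 3 lists passed under fry, with an adjusted p of 0.816 for each, and none passed under camera with an estimated correlation, with an adjusted p of 0.849 for each. Of the 8 fits that each left out one library, 3 changed the call of the hedgehog list, 4 that of the mitosis list and 4 that of the DNA repair list. The mitosis median was 0.05 without replicate 1 of the libraries labelled P-Apex1 KO (adjusted p = 0.325). The DNA repair median was 0.01 without replicate 3 of those libraries, where the list did not pass. The hedgehog median was -0.11 without replicate 1 of WT, -0.13 without replicate 4 of WT and -0.13 without replicate 2 of the libraries labelled P-Apex1 KO, where it did not pass, and -0.33 without replicate 3 of the libraries labelled P-Apex1 KO (adjusted p = 1.17e-10).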

Gene set enrichment analysis (GSEA) revealed that *Apex1* silencing significantly downregulated the smoothened signaling pathway, along with processes related to cell division and DNA repair, sister chromatid segregation or regulation of chromosome segregation, confirming an impairment of proper initial callus formation.^42,43^ Conversely, *Apex1* silencing led to the enrichment of processes related to muscle activity and metabolism, including striated muscle cell development, sarcomere organization, and muscle contraction (Fig. S4b, Table S1). 

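The 46 skeletal muscle genes tested as a list, which hold contractile, metabolic and calcium-handling genes, had a median log2 fold change of 0.93 in the libraries labelled P-Apex1 KO, with 45 of them above 0. The adjusted p was 5.25e-50 under camera, 0.735 under fry and 0.389 under camera with an estimated correlation. Over all genes tested, 0 genes of the list passed an adjusted p of 0.05, and 31 did so adjusted over the list alone, while 34 had an unadjusted p under 0.05. The mean log2 CPM of the list, set against the WT mean, was 1.31, 0.61, 1.08 and -0.13 in replicates 1 to 4 of the libraries labelled P-Apex1 KO. The 4 WT libraries lay between -0.15 and 0.32, so replicate 4 of the libraries labelled P-Apex1 KO lay within the WT range. Without replicate 1 of those libraries the median log2 fold change of the list was 0.66. The 7 metabolic genes had a median of 0.98, the 6 calcium-handling genes 0.85 and the 33 contractile genes 0.93.

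**Figure D1:**
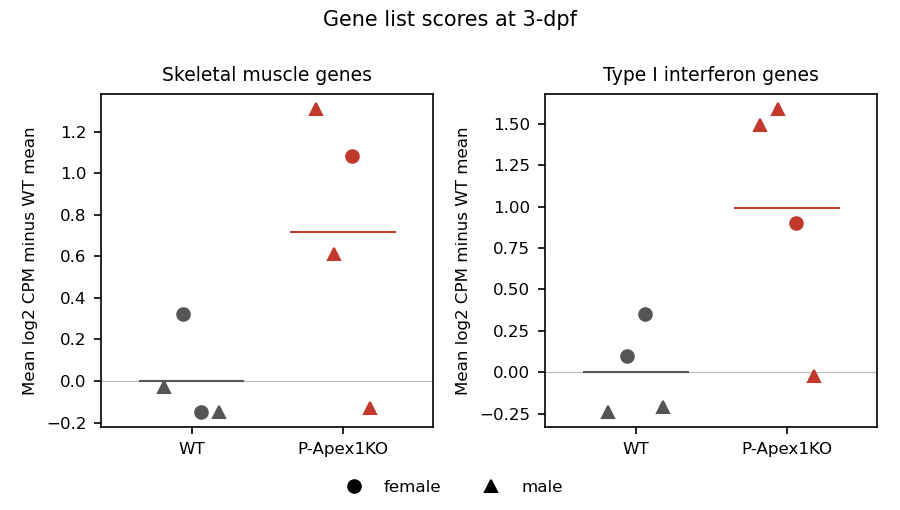
Mean log2 CPM of the skeletal muscle and type I interferon lists in each 3-dpf mouse, with the WT mean subtracted, by the genotype on the label. Points are mice (circles, females; triangles, males) and bars are means. For skeletal muscle, replicate 4 of the libraries labelled P-Apex1 KO sits at -0.13, within the WT range of -0.15 to 0.32.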

Overall, although statistically significant, these changes were subtle, and no major differentially expressed genes (DEGs) were identified (Fig. S4c, Table S2).

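At 3-dpf, 0 of the 19866 genes tested passed an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.533. At an unadjusted p under 0.05 there were 1216 genes. The CPM values of the genotypes did not overlap for 3.75% of the genes, where chance gives 2.86%. Counts simulated for this design, with 200 genes changed by a factor of 4, gave 154 calls among the 192 changed genes that passed the filter (80.2%). Each simulated library of the changed group carried the whole change. The power for smaller changes, or for changes in a part of these libraries, was not simulated. DESeq2's Wald test gave 85 genes, of which 3 were lower and 82 higher, and without the sex term, a setting chosen after the data were seen, 179 genes, of which 16 were lower. Leaving out replicate 4 of the libraries labelled P-Apex1 KO gave 10 genes, and leaving out replicate 1 gave 6. *Bmp2* had 8.45 ± 0.877 CPM (SD, n = 4) in WT and 10.9 ± 0.962 CPM (SD, n = 4) in the libraries labelled P-Apex1 KO, a log2 fold change of 0.37 (standard error 0.13, adjusted p = 0.768). From the transcriptome at this time point, the paper concludes that the changes were subtle.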

Next, we evaluated fracture healing progression at 6-dpf, a time point in the early reparative phase of fracture healing. Histological analysis showed that WT mice presented an incipient fracture callus containing abundant cartilage tissue (Safranin O positive areas) and reduced new bone areas at the distal edges of the fracture line. In P-Apex1^KO^ mice, fracture calluses were smaller, containing less cartilage and bone tissues compared to WT mice calluses (Fig. 3c, Fig. S5a). The differences in cartilage content were confirmed by immunofluorescence against type II collagen. As expected, WT mouse cartilage areas were labeled with an intense reaction to type II collagen. In P-Apex1^KO^ mice, there was an important reduction in the extension and intensity of the labeling for type II collagen, suggesting an impaired chondrogenic response after injury (Fig. 3d).

To further clarify the mechanisms implicated in the silencing of *Apex1* during fracture repair, we performed a transcriptomic analysis of 6-dpf calluses in WT and P-Apex1^KO^ mice. 

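Callus RNA from 5 WT mice (3 females and 2 males) and 3 P-Apex1 KO mice (1 female and 2 males) was sequenced at 6-dpf and counted in the same way as at 3-dpf. The counts on genes were between 31573975 and 43111491 per WT mouse (median 33906116) and between 27940650 and 34966723 per P-Apex1 KO mouse (median 29734601). The 20 most abundant genes took between 16.4% and 20% of the counts in WT and between 12.1% and 13.8% in P-Apex1 KO mice. The test covered 20260 genes, in the model with sex. *Apex1* had 23 ± 3.21 CPM (SD, n = 5) in WT and 14.9 ± 0.377 CPM (SD, n = 3) in P-Apex1 KO mice, and each P-Apex1 KO mouse lay below each WT mouse. The log2 fold change was -0.67 (standard error 0.11, adjusted p = 0.0071 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.70 and -0.48 under the alternatives with all mice and between -0.78 and -0.61 when one mouse was left out.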

Whole callus bulk RNA-seq analysis showed that P-Apex1^KO^ mice displayed an altered transcriptomic profile with 1 715 genes significantly downregulated and 1 614 genes significantly upregulated (Fig. S5b). 

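At 6-dpf, 2212 genes differed between genotypes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1137 lower and 1075 higher in P-Apex1 KO mice. The genotypes' CPM values did not overlap for 20.6% of the genes tested, where chance gives 3.57%. DESeq2's Wald test gave 3290 genes, 1641 lower and 1649 higher. With library size as the sole scaling there were 3594 genes, of which 22.6% were lower, against 51.4% under TMM, and the median log2 fold change of all genes was 0.20. Leaving out one mouse gave between 890 genes, without replicate 4 of WT, and 2359, without replicate 1 of WT. Among protein-coding genes with a mean of at least 1 CPM and no overlap, the largest decreases were those of *Matn1* (log2 fold change -5.03, standard error 0.38, adjusted p = 0.00041), *Adm2* (-4.85, standard error 0.33, adjusted p = 0.000271) and *Col2a1* (-4.68, standard error 0.32, adjusted p = 0.000271). The largest increases were those of *Ano3* (3.49, standard error 0.28, adjusted p = 0.00041), *Cxcl13* (3.04, standard error 0.36, adjusted p = 0.00167) and *Prg4* (3.03, standard error 0.39, adjusted p = 0.00324), whose adjusted p reached 0.192 under the alternatives with all mice. Of the 13 genes marked in Fig. S5b, 6 were lower and 7 higher, and each passed the threshold.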

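The 28 genes of a cartilage list drawn up after reading the paper, which names 19 of them, had a median log2 fold change of -2.44 at 6-dpf, with 25 lower and 1 higher over all genes tested and 25 lower and 2 higher adjusted over the list alone. The list's adjusted p was 2.75e-65 under camera, 0.00473 under fry and 0.062 under camera with an estimated correlation. The mean log2 CPM of the list against the WT mean was -1.78, -2.37 and -2.97 in the 3 P-Apex1 KO mice, and the WT mice lay between -0.37 and 0.34. For 16 genes of hypertrophic chondrocytes the median was -1.37, with 12 lower and 0 higher over all genes tested and 14 lower and 1 higher adjusted over the list alone. The adjusted p was 3.3e-20 under camera, 0.00434 under fry and 0.0668 with an estimated correlation. For 31 osteoblast genes the median was -0.88, with 20 lower and 2 higher over all genes tested and 22 lower and 2 higher adjusted over the list alone (adjusted p = 7.4e-21, 0.00689 and 0.0783 under the same tests). Across the fits that each left out one mouse, the medians stayed between -2.87 and -2.19 for cartilage, between -1.54 and -1.14 for hypertrophic chondrocytes and between -0.99 and -0.76 for osteoblasts. Of the 48 genes in the heatmap of Fig. 3f, which the study chose on these samples, 46 were lower over all genes tested and 48 adjusted over the list alone, which is not independent evidence.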

A gene set enrichment analysis (GSEA) showed downregulation of crucial processes related to endochondral ossification after *Apex1* silencing, including chondrocyte differentiation, cartilage development, skeletal system morphogenesis, and skeletal system development. Interestingly, the biological processes related to the activation of the immune response, response to interferon gamma, lymphocyte mediated immunity, and adaptive immune response were upregulated (Fig. 3e, Table S1).

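In the list of 39 interferon gamma response genes tested, 38 had a log2 fold change above 0 at 6-dpf, with a median of 0.69 and 0 lower and 10 higher over all genes tested and 1 lower and 31 higher adjusted over the list alone. The 51 lymphocyte genes had a median of 1.21, with 0 lower and 23 higher over all genes tested and 1 lower and 43 higher adjusted over the list alone. The 23 macrophage genes had a median of 0.79, with 0 lower and 18 higher over all genes tested and 0 lower and 20 higher adjusted over the list alone. Camera gave an adjusted p of 4.42e-19, 7.85e-19 and 4.78e-21 for the 3 lists. Under fry the adjusted p was 0.0204, 0.0282 and 0.0028, and with camera's estimated correlation it was 0.163, 0.187 and 0.0668. The lymphocyte score of the P-Apex1 KO mice was 1.11, 0.35 and 1.36 log2 CPM against the WT mean, and WT mice reached 0.60, so the P-Apex1 KO mouse of replicate 2 lay within the WT range. Without replicate 3 of P-Apex1 KO, the lymphocyte median was 0.73. *Cd80*, a gene outside these lists, had 3.61 ± 0.348 CPM (SD, n = 5) in WT and 11.4 ± 1.23 CPM (SD, n = 3) in P-Apex1 KO mice, a log2 fold change of 1.64 (standard error 0.15, adjusted p = 0.000531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).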

In addition, Hedgehog and TGF-β/BMP were the major downregulated signaling pathways at this time point (Fig. S5c, Table S1).

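Among 26 hedgehog pathway genes tested at 6-dpf, 23 lay below 0, and the median log2 fold change was -0.36, with 7 lower and 0 higher over all genes tested and 10 lower and 0 higher adjusted over the list alone. The list's adjusted p was 4.16e-09 under camera, 0.0379 under fry and 0.248 under camera with an estimated correlation. *Gli1*, a target of the pathway, had 30.8 ± 2.5 CPM (SD, n = 5) in WT and 10.8 ± 4.4 CPM (SD, n = 3) in P-Apex1 KO mice, a log2 fold change of -1.48 (standard error 0.25, adjusted p = 0.00732 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 54 TGF-β/BMP genes had a median of -0.14, with 9 lower and 3 higher over all genes tested and 13 lower and 4 higher adjusted over the list alone. This list's adjusted p was 0.0122 under camera, and it did not pass under fry (0.284) or with an estimated correlation (0.63). With library size as the sole scaling, the TGF-β/BMP median was 0.04 (adjusted p = 0.0773), where the median of all genes was 0.20. Without replicate 4 of WT it was -0.04 (adjusted p = 0.184). *Bmp2* had 15.5 ± 1.34 CPM (SD, n = 5) in WT and 10.6 ± 0.647 CPM (SD, n = 3) in P-Apex1 KO mice, a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.0209). When replicate 1 of P-Apex1 KO was left out, the adjusted p of *Bmp2* was 0.144, and without replicate 4 of WT 0.0777. Under the alternatives with all mice its log2 fold change lay between -0.56 and -0.34 (largest adjusted p = 0.136).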

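At 6-dpf, *Col2a1* (ENSMUSG00000022483, chromosome 15 of GRCm39 from 97873483 to 97902689) fell from 22900 ± 5580 CPM (SD, n = 5) in WT to 864 ± 282 CPM (SD, n = 3) in P-Apex1 KO mice. Its log2 fold change was -4.68 (standard error 0.32, adjusted p = 0.000271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sox9* fell from 416 ± 120 to 117 ± 32.3 CPM (SD, same numbers of mice), a log2 fold change of -1.83 (standard error 0.28, adjusted p = 0.00589). *Acan* fell from 5190 ± 1050 to 948 ± 252 CPM and *Col10a1* from 3380 ± 893 to 214 ± 96.7 CPM. The log2 fold change was -3.48 for *Col9a1*, -2.45 for *Col11a1*, -2.28 for *Fgfr3* and -2.82 for *Ihh*. Of the osteoblast genes, *Sp7* fell from 122 ± 18.2 to 45.6 ± 17.5 CPM, a log2 fold change of -1.36 (standard error 0.22, adjusted p = 0.00675). The log2 fold change was -1.78 for *Alpl*, -1.49 for *Dlx3*, -0.94 for *Col1a2* and -0.88 for *Col1a1*. Each of these 13 genes passed the threshold, and for each of them the P-Apex1 KO mice lay below the WT mice without overlap. The largest adjusted p was that of *Col1a1* (0.0498), which reached 0.209 under the alternatives with all mice, where *Ihh* reached 0.271 and *Col1a2* 0.138. Leaving out one mouse raised the adjusted p of *Col1a1* to at most 0.161 and of *Col1a2* to at most 0.122 (replicate 1 of P-Apex1 KO), of *Ihh* to 0.0779 (replicate 4 of WT) and of *Dlx3* to 0.0529 (replicate 3 of P-Apex1 KO). Of the 8 such fits, 7 changed the call of *Col1a1*, 6 that of *Col1a2*, 3 that of *Ihh* and 2 that of *Dlx3*. From genes of this kind, with histology, type II collagen staining and RT-PCR, the paper concludes that the bone regeneration response was impaired in P-Apex1 KO mice.

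**Figure D2:**
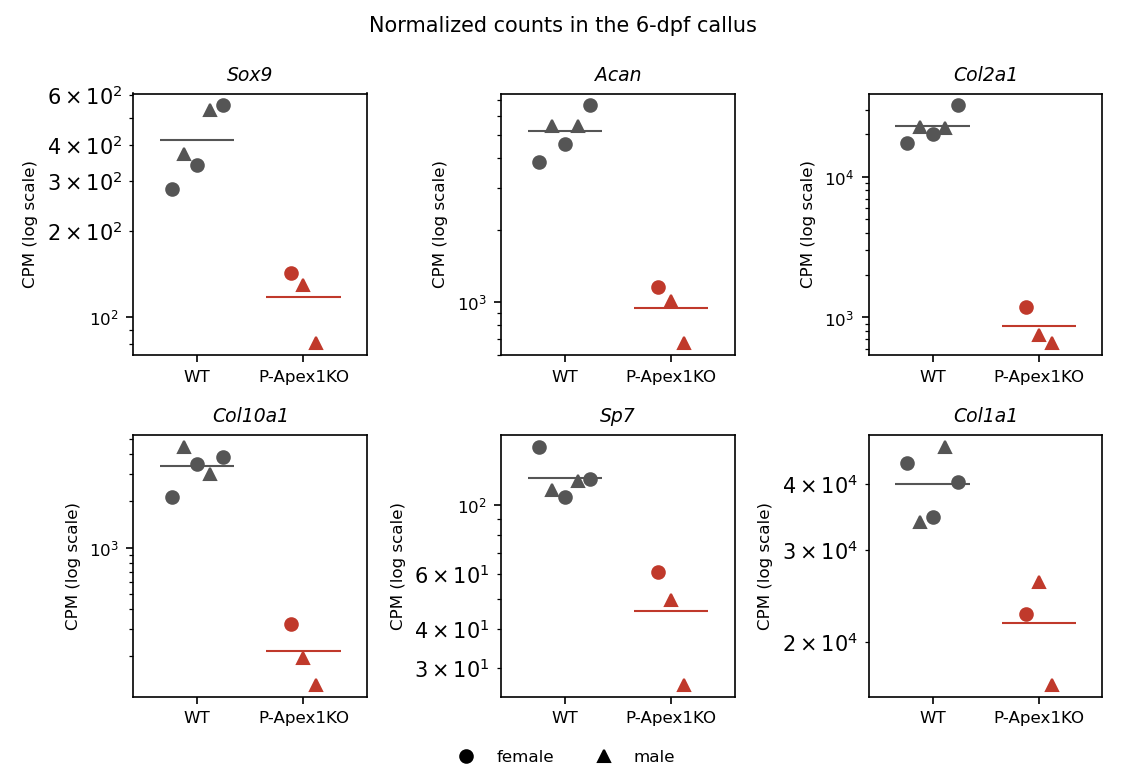
CPM of cartilage and osteoblast genes in each mouse at 6-dpf, on a log scale, for 5 WT and 3 P-Apex1 KO mice. Points are mice (circles, females; triangles, males) and bars are means. In each panel the P-Apex1 KO mice lie below the WT mice, from a mean of 22900 to 864 CPM for *Col2a1*.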

Among the list of downregulated genes, key players were identified implicated in different stages of endochondral ossification, chondrocyte differentiation and cartilage maturation (*Sox9*, *Acan*, *Col2a1*, *Col9a1*, *Col10a1*, *Col11a1*, Fgfr3, *Ihh*), as well as osteoblasts differentiation (*Sp7*, *Alpl*, Satb2, *Dlx3*, *Col1a1*, *Col1a2*), confirming the impaired bone regeneration response in P-Apex1^KO^ mice (Fig. 3f, Table S2). The impaired chondrogenesis response in P-Apex1^KO^ was further validated by qPCR in total RNA extracted from whole 6-dpf calluses (Fig. 3g).

Histological, immunohistological and transcriptional data collectively support the notion that *Apex1* plays a key role in the initiation of the fracture healing process.

### Apex1 silencing impairs fracture healing progression

To establish the mechanisms affected by *Apex1* silencing during the late reparative phase, we conducted a histomorphometric analysis of the cartilaginous tissue. Fracture callus from WT and P-Apex1^KO^ was collected at 10-, 14-, and 21-dpf, stained for Safranin O/Fast Green, and assessed for cartilage tissue content.

At 10-dpf, WT calluses consisted of cartilage in different stages of maturation, ranging from proliferative to hypertrophic, as well as distinctive bone areas progressing through the cartilaginous tissue, where degradation of cartilage was evident (Fig. 4a, central panels). These areas of cartilage degradation were positive for TRAP staining, indicating active remodeling (Fig. 4a, right panel). In P-Apex1^KO^ calluses, the total cartilage area was reduced, but since the overall callus area was also smaller, the cartilage remained the dominant component of the callus. Notably, chondrocyte morphology in P-Apex1^KO^ mice appeared in a prehypertrophic stage, with no evidence of cartilage degradation or TRAP positive cells at the edges of the cartilage areas (Fig. 4a).

**Fig. 4:**
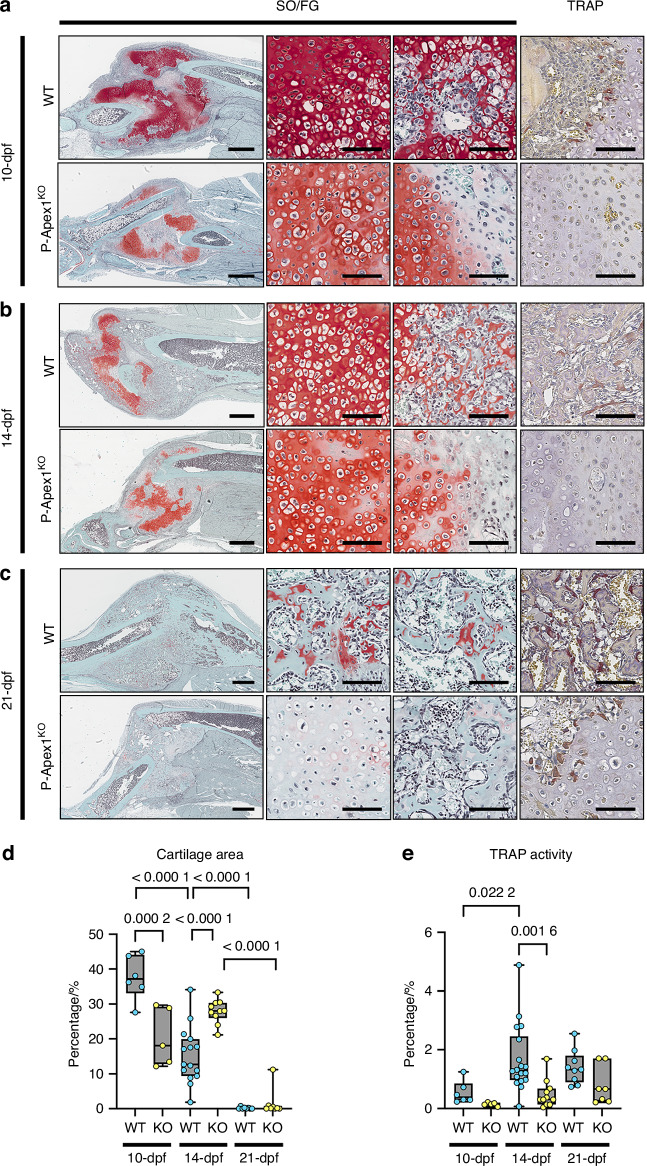
*Apex1* silencing impairs fracture healing progression. Histological analysis at 10-dpf (**a**), 14-dpf (**b**), and 21-dpf (**c**). SO/FG, Safranin O/Fast green. TRAP, tartrate resistant acid phosphatase staining. Left panels, whole callus view; middle left panels, cartilage view; middle right panels, cartilage-bone interphase; right panels, TRAP staining of the cartilage bone interphase. Scale bar, left panel, 1 mm; middle and right panels, 100 μm. Arrowheads show the presence of TRAP^+^ cells. **d** Histomorphometric quantification of the cartilage area at 10-dpf (WT, *n* = 6; P-Apex1^KO^, *n* = 5), 14-dpf (WT, *n* = 15; P-Apex1^KO^, *n* = 10), and 21-dpf (WT, *n* = 8; P-Apex1^KO^, *n* = 8). Percentage/%, cartilage area/total callus area x 100. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. *P* values were determined by one way ANOVA (*P* < 0.000 1) followed by a Sidàk’s multiple comparisons test. **e** Histomorphometric quantification of TRAP activity at 10-dpf (WT, *n* = 6; P-Apex1^KO^, *n* = 5), 14-dpf (WT, *n* = 18; P-Apex1^KO^, *n* = 11), and 21-dpf (WT, *n* = 9; P-Apex1^KO^, *n* = 7). Percentage/%, TRAP positive area/Total callus area x 100. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. *P* values were determined by one way ANOVA (*P* = 0.000 2) and Sidàk’s multiple comparisons test

At 14-dpf, WT calluses showed an increase in bone tissue and a notable reduction of the cartilaginous areas, with more pronounced regions of cartilage degradation/resorption compared to 10-dpf. P-Apex1^KO^ calluses displayed a cartilage content similar to that at 10-dpf, despite some increase in bone content. No signs of degradation/resorption were yet present at the cartilage islands of P-Apex1^KO^ calluses (Fig. 4b).

At 21-dpf, WT calluses exhibited only traces of cartilage resorption, integrated in the new trabecular bone of the callus. In P-Apex1^KO^ calluses, the safranin positive areas had faded, but cartilage regions could still be identified by the morphology of the cells and type II collagen immunohistochemistry (Fig. S6). In P-Apex1^KO^ calluses, TRAP-positive cells were observed at the border of the cartilage islands and on the surface of the new trabecular bone (Fig. 4c).

To better illustrate the differences in callus maturation between WT and P-Apex1^KO^ mice, we performed a histomorphometric quantification of cartilaginous tissue (Safranin O positive, SO) and TRAP activity (TRAP staining) at 10-, 14- and 21-dpf. Quantification of the cartilaginous tissue demonstrated that WT calluses contained significantly more cartilage than P-Apex1^KO^ calluses. However, while WT calluses showed a lineal and significant reduction in cartilage content between 10-, 14-, and 21-dpf, the reduction in P-Apex1^KO^ calluses was only detected between 14-dpf to 21-dpf, likely due to reduced SO staining rather than true cartilage resorption. Notably, at 14-dpf, P-Apex1^KO^ calluses had a significantly higher percentage of cartilage, further supporting the lack of cartilage resorptive areas at 10- and 14-dpf (Fig. 4d). TRAP activity quantification concurred with these observations, showing that while TRAP activity peaked at 14-dpf in WT calluses, it remained low in P-Apex1^KO^ until increasing at 21-dpf (Fig. 4e).

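Callus RNA of 4 WT and 3 P-Apex1 KO mice was sequenced at each of 10- and 14-dpf. At 10-dpf the WT mice were 2 females and 2 males, and the P-Apex1 KO mice 1 female and 2 males. At 14-dpf the WT mice were 1 female and 3 males, and the 3 P-Apex1 KO mice were females. With sex in the model, the genotype difference at 14-dpf is therefore that between the P-Apex1 KO females and the single WT female, and the males inform the spread. Counts on genes were between 19293577 and 24584153 in WT and between 18833773 and 24367886 in P-Apex1 KO mice at 10-dpf, with medians of 22570558 and 20871117. At 14-dpf they were between 21468511 and 25185562 in WT and between 18334389 and 25091058 in P-Apex1 KO mice, with medians of 23371810 and 20105132. The tests covered 18910 genes at 10-dpf and 20228 at 14-dpf. *Apex1* had 23.3 ± 4.95 CPM (SD, n = 4) in WT and 15.3 ± 1.41 CPM (SD, n = 3) in P-Apex1 KO mice at 10-dpf, a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest P-Apex1 KO mouse, at 16.7 CPM, lay above the lowest WT mouse, at 16.5 CPM, and without replicate 1 of P-Apex1 KO the adjusted p was 0.104. Of the 7 fits that each left out one mouse, 4 changed the call. Under the alternatives with all mice the 10-dpf log2 fold change lay between -0.65 and -0.50, with adjusted p up to 0.14. At 14-dpf *Apex1* had 23.5 ± 3.3 CPM (SD, n = 4) in WT and 15.9 ± 2.46 CPM (SD, n = 3) in P-Apex1 KO mice, without overlap. The log2 fold change with sex in the model was -0.29 (standard error 0.19, adjusted p = 0.367), and it lay between -0.55 and -0.01 under the alternatives with all mice, with adjusted p between 0.0187 and 0.969.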

To further characterize the processes and molecular pathways affected by *Apex1* silencing, we performed bulk RNA-seq analysis of the fracture calluses from WT and P-Apex1^KO^ mice at 10-dpf (end of the soft callus formation), and 14-dpf (peak of cartilage resorption).

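At 10-dpf, 1221 genes differed between genotypes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 651 lower and 570 higher in P-Apex1 KO mice. The CPM values did not overlap for 19.3% of the genes, where chance gives 5.71%. Leaving out one mouse moved this number between 42, without replicate 1 of P-Apex1 KO, and 1827, without replicate 4 of WT. DESeq2's Wald test gave 2187 genes, 990 lower and 1197 higher, and library size as the sole scaling gave 1313, 464 lower and 849 higher. At 14-dpf, 2289 genes differed, 1424 lower and 865 higher, and 41.9% of the genes did not overlap. Without the sex term, which lets the 4 WT mice carry the comparison, 6849 genes differed, 3382 lower and 3467 higher, and 2184 of the 2289 genes were among them. With library size as the sole scaling there were 766 lower and 1878 higher genes, and the median log2 fold change of all genes was 0.31. Leaving out one mouse with sex in the model gave between 1206 genes, without replicate 2 of WT, and 3773, without replicate 2 of P-Apex1 KO. At 10-dpf the largest decreases under the rule for named genes were those of *Mmp10* (-3.17, standard error 0.42, adjusted p = 0.0105), *Ocstamp* (-2.35, standard error 0.30, adjusted p = 0.0144) and *Sstr2* (-2.22, standard error 0.38, adjusted p = 0.0211), and the largest increases those of *H4c17* (8.69, standard error 0.53, adjusted p = 0.00347), *Atp12a* (4.08, standard error 0.35, adjusted p = 0.00347) and *Ano3* (3.61, standard error 0.18, adjusted p = 0.00032). At 14-dpf the largest decreases were those of *Caln1* (-4.20, standard error 0.48, adjusted p = 0.00233), *Hey1* (-3.26, standard error 0.17, adjusted p = 0.000354) and *Acot12* (-3.23, standard error 0.32, adjusted p = 0.00143), and the largest increases those of *Ucma* (5.62, standard error 1.19, adjusted p = 0.0284), *Ano3* (5.50, standard error 0.83, adjusted p = 0.0074) and *Cnmd* (5.12, standard error 0.65, adjusted p = 0.00514). The 10-dpf adjusted p without replicate 1 of P-Apex1 KO was 0.069 for *Mmp10*, 0.0957 for *Ocstamp* and 0.069 for *Sstr2*, and without replicate 2 of P-Apex1 KO the 14-dpf adjusted p of *Ucma* was 0.0593. Under the alternatives with all mice the 14-dpf log2 fold change ranged from 2.29 to 5.89 for *Ucma* (largest adjusted p = 0.283) and from 2.39 to 5.39 for *Cnmd* (largest adjusted p = 0.212), with the lower values in fits without the sex term or with one sex effect for all time points.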

Differential expression analysis revealed significant transcriptomic differences in P-Apex1^KO^ mice at both time points, with 2 930 differentially expressed genes at 10-dpf (1 288 downregulated, 1 092 upregulated) and 6 467 differentially expressed genes at 14-dpf (3 184 downregulated, 3 283 upregulated) (Fig. S7a, b).

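The 31 osteoblast genes tested had a median log2 fold change of -0.82 at 10-dpf, with 16 lower and 0 higher over all genes tested and 20 lower and 1 higher adjusted over the list alone. At 14-dpf the median was -1.42, with 20 lower and 0 higher over all genes tested and 24 lower and 0 higher adjusted over the list alone. Under camera the adjusted p was 1.53e-23 at 10-dpf and 2.84e-38 at 14-dpf, under fry 0.00739 and 0.00108, and with camera's estimated correlation 0.0626 and 0.0168. The 16 genes of hypertrophic chondrocytes had a median of -0.65 at 10-dpf, with 9 lower and 0 higher over all genes tested and 13 lower and 0 higher adjusted over the list alone. At 14-dpf their median was -0.42, with 5 lower and 2 higher over all genes tested and 6 lower and 2 higher adjusted over the list alone, and it did not pass under fry (adjusted p = 0.0802) and was -0.25 without replicate 2 of P-Apex1 KO and -0.66 without replicate 1. The 28 cartilage genes had a median of -0.02 at 10-dpf (adjusted p = 0.508 under camera), which lay between -0.03 and 0.07 under the alternatives with all mice, and between -0.25, without replicate 4 of WT, and 0.26, without replicate 3 of WT. At 14-dpf the cartilage median was 2.7, with 2 lower and 21 higher over all genes tested and 2 lower and 22 higher adjusted over the list alone. This value set the P-Apex1 KO females against the single WT female, whose cartilage score was -1.18 log2 CPM against the WT mean, while the WT males had 0.43, 0.60 and 0.15 and the P-Apex1 KO mice 1.27, 0.99 and 1.04. Without the sex term the cartilage median was 1.00.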

GSEA indicated downregulation of crucial processes involved in endochondral ossification progression at 10- and 14-dpf in P-Apex1^KO^ calluses, including skeletal system morphogenesis, and replacement ossification (Fig. 5a, Fig. S7c). Upregulated processes in P-Apex1^KO^ mice were predominantly related to the adaptative immune system, such as the adaptative immune response and lymphocyte mediated immunity (Fig. S7d).

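The 51 lymphocyte genes had a median log2 fold change of 0.76 at 10-dpf, with 1 lower and 8 higher over all genes tested and 1 lower and 20 higher adjusted over the list alone. At 14-dpf the median was 1.56, with 1 lower and 3 higher over all genes tested and 1 lower and 1 higher adjusted over the list alone. Under camera the adjusted p was 2.26e-12 at 10-dpf and 4.44e-08 at 14-dpf. The list did not pass under fry, with an adjusted p of 0.0909 and 0.137, or with an estimated correlation, with 0.273 and 0.325. The lymphocyte score was 1.14, 0.19 and 0.68 log2 CPM against the WT mean in the 3 P-Apex1 KO mice at 10-dpf, where WT mice reached 0.24. It was 0.77, 1.88 and 0.84 at 14-dpf, where WT mice reached 0.16. The 10-dpf median without replicate 1 of P-Apex1 KO was 0.31, and without replicate 2 of P-Apex1 KO the 14-dpf median was 1.01. The 39 interferon gamma response genes had a median of 0.86 at 10-dpf, with 0 lower and 13 higher over all genes tested and 0 lower and 34 higher adjusted over the list alone, and of 0.64 at 14-dpf, with 0 lower and 9 higher over all genes tested and 1 lower and 20 higher adjusted over the list alone. Their adjusted p under fry was 0.0733 and 0.0277, and without replicate 1 of P-Apex1 KO the 10-dpf median was 0.51.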

**Fig. 5:**
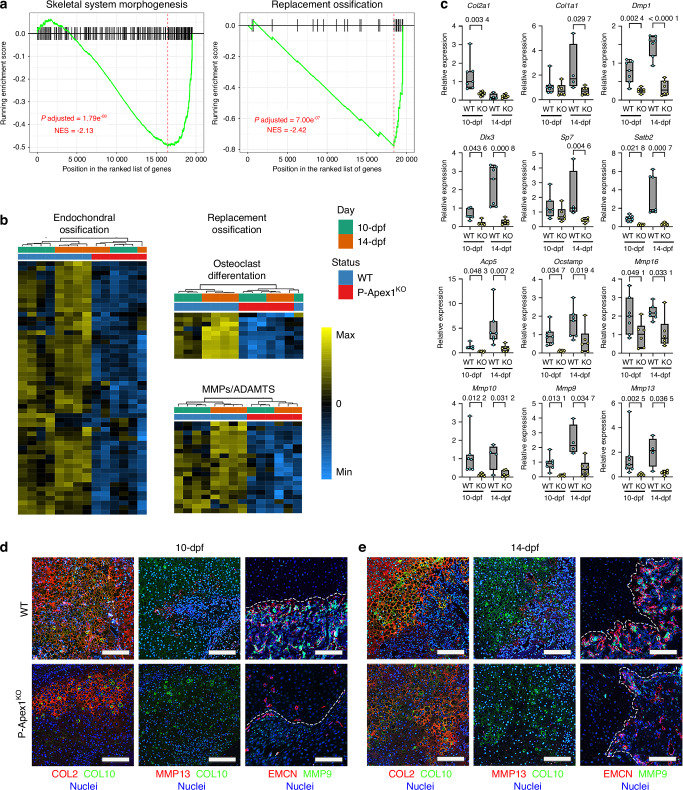
*Apex1* silencing in limb bud mesenchyme impairs terminal chondrocyte differentiation. **a** Gene set enrichment analysis (GSEA) plots showing the impact of *Apex1* silencing on key processes for endochondral ossification progression at 14-dpf. **b** Heatmaps representing the scaled expression of genes implicated in different aspects of endochondral ossification downregulated at 10- and 14-dpf due to *Apex1* silencing. **c** Quantitative RT-PCR analysis validating the bulk RNA-seq data, all results are expressed as median and interquartile range; whiskers represent maximum and minimum values. 10-dpf (WT, *n* = 7; P-Apex1^KO^, *n* = 6), 14-dpf (WT, *n* = 4-7; P-Apex1^KO^, *n* = 6). *P* values were determined by one way ANOVA (*Col2a1*, *P* = 0.001 1; *Dmp1*, *P* < 0.000 1; *Ocstamp*, *P* = 0.001 8; *Mmp16*, *P* = 0.016 6) or Kruskal Wallis test (*Col1a1*, *P* = 0.069 4; *Dlx3*, *P* = 0.000 1; *Sp7*, *P* = 0.006 2; *Satb2*, *P* < 0.000 1; *Acp5*, *P* = 0.000 3; *Mmp9*, *P* = 0.000 9; *Mmp10*, *P* = 0.003 4; *Mmp1*3, *P* = 0.00 1) followed by Sidàk’s or Dunn’s multiple comparisons tests. **d** Immunohistological detection of markers of cartilage maturation and endochondral ossification progression for WT and P-Apex1^KO^ at 10-dpf (**f**) and 14-dpf (**e**). Dotted white lines label the chondro-osseous junction of the fracture callus. Scale bar, 100 μm

Differential gene expression showed a global impairment in endochondral ossification progression in P-Apex1^KO^ calluses, particularly affecting genes involved in endochondral ossification, osteoclast differentiation, and genes codifying for MMPs and ADAMTS (Fig. 5b, Fig. S8, Table S1). 

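Of the 54 genes in the endochondral panel of Fig. S8 that were tested at 10-dpf, 31 were lower and 0 higher in P-Apex1 KO mice, with a median log2 fold change of -0.69. At 14-dpf 35 of 55 were lower and 0 higher, with a median of -1.21. In the panel of MMPs and ADAMTS, 13 of 20 genes were lower at 10-dpf and 13 at 14-dpf, with medians of -0.60 and -1.11. Of the 10 osteoclast genes shown there, 6 were lower at 10-dpf and 9 at 14-dpf, with medians of -1.20 and -1.86. Adjusted over the panel alone, the numbers lower were 42, 16 and 10 at 10-dpf and 45, 15 and 9 at 14-dpf, which is not independent evidence because the study chose these genes on the same samples. In a list of 24 osteoclast genes drawn up after reading the paper, which names 9 of them, the median was -0.92 at 10-dpf, with 13 lower and 0 higher over all genes tested and 20 lower and 0 higher adjusted over the list alone, and -1.67 at 14-dpf, with 22 lower and 1 higher over all genes tested and 23 lower and 1 higher adjusted over the list alone. Under fry this list's adjusted p was 0.0349 and 0.00252, and with an estimated correlation 0.136 and 0.0479.
*Acp5* fell from 1130 ± 386 CPM (SD, n = 4) to 343 ± 83.5 CPM (SD, n = 3) at 10-dpf, a log2 fold change of -1.63 (standard error 0.30, adjusted p = 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14-dpf it fell from 3410 ± 281 to 593 ± 186 CPM (SD, same numbers of mice), a log2 fold change of -2.68 (standard error 0.29, adjusted p = 0.0022). The log2 fold change of *Ocstamp* was -2.35 at 10-dpf and -2.52 at 14-dpf (adjusted p = 0.0144 and 0.0202), that of *Mmp9* was -2.05 and -2.60 (adjusted p = 0.0173 and 0.00308), and that of *Col1a1* was -1.01 and -2.55 (adjusted p = 0.042 and 0.000883). *Mmp13* had a log2 fold change of -1.24 at 10-dpf (adjusted p = 0.0223) and did not pass at 14-dpf (-0.58, adjusted p = 0.476), where it passed without replicate 1 of P-Apex1 KO (adjusted p = 0.0262). *Mmp10* had a log2 fold change of -3.17 at 10-dpf (adjusted p = 0.0105). At 14-dpf *Mmp10* did not pass (0.80, adjusted p = 0.714), and its value lay between -1.41 and 1.08 under the alternatives with all mice. When one mouse was left out it ran from -2.53, without the sex term, to 1.22, and with the term it was -0.51 without replicate 1 of P-Apex1 KO. Without replicate 1 of P-Apex1 KO the 10-dpf adjusted p was 0.194 for *Acp5*, 0.0957 for *Ocstamp*, 0.123 for *Mmp9*, 0.206 for *Col1a1*, 0.111 for *Mmp13* and 0.069 for *Mmp10*, and without replicate 2 of P-Apex1 KO the 14-dpf value of *Ocstamp* was 0.0934. Of the 7 such fits at 10-dpf, 5 changed the call of *Acp5*, 5 of *Col1a1*, 4 of *Mmp13*, 3 of *Mmp9*, 1 of *Ocstamp* and 1 of *Mmp10*. Under the alternatives with all mice the 10-dpf adjusted p reached 0.112 for *Acp5*, 0.0799 for *Col1a1*, 0.0758 for *Mmp9* and 0.0589 for *Mmp13*. It stayed under 0.05 for *Ocstamp* and *Mmp10*, while that of *Ocstamp* at 14-dpf reached 0.121. From the genes of these panels, with histology, TRAP staining, immunostaining and RT-PCR, the paper concludes that endochondral ossification progression was impaired in P-Apex1 KO calluses.

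**Figure D3:**
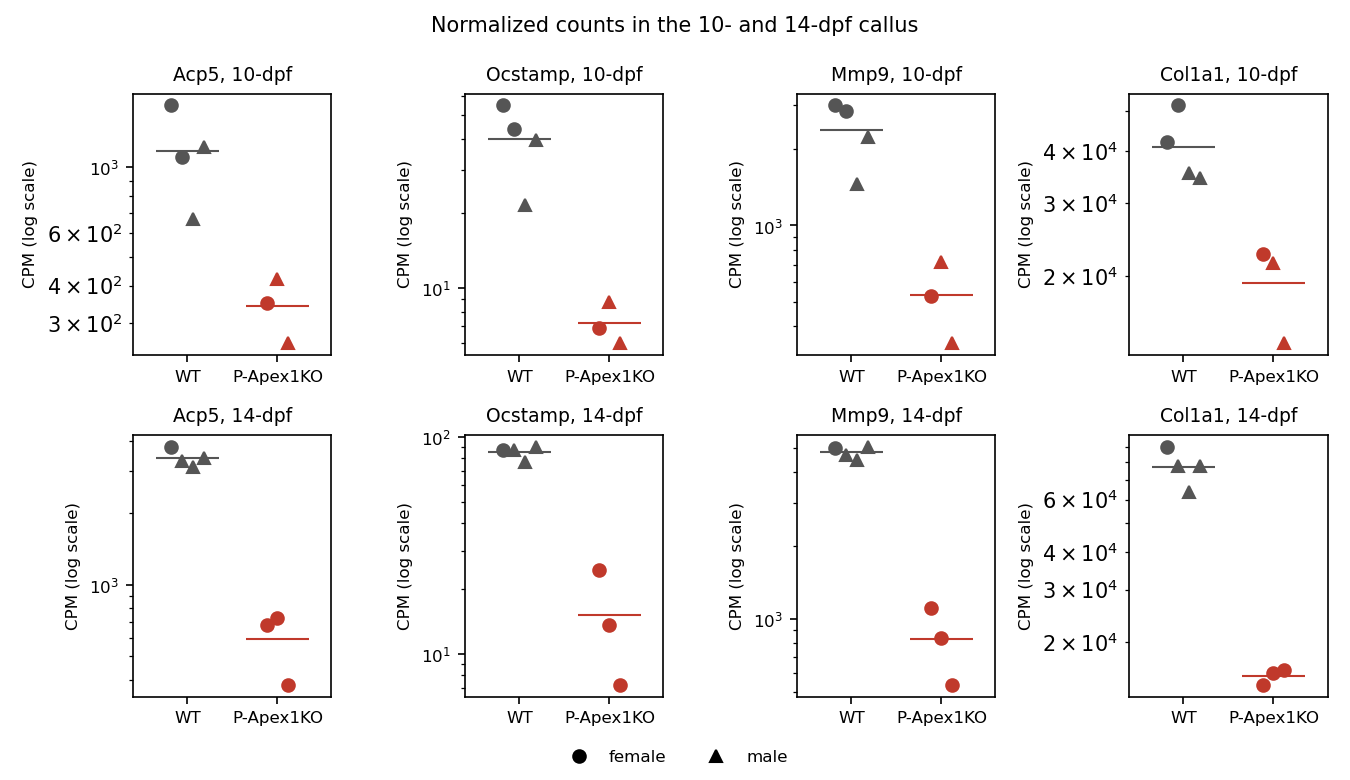
CPM of osteoclast genes, *Mmp9* and *Col1a1* in each mouse at 10- and 14-dpf, on a log scale, for 4 WT and 3 P-Apex1 KO mice per time point. Points are mice (circles, females; triangles, males) and bars are means. In each panel the P-Apex1 KO mice lie below the WT mice, from a mean of 3410 to 593 CPM for *Acp5* at 14-dpf.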

The RNA-seq results were validated using quantitative RT-PCR for key endochondral ossification markers. In WT mice, there was a clear progression from cartilage to bone in the fracture callus, shown by a decrease in the expression of *Col2a1* and an increase in *Col1a1* and *Dmp1*, both essential components of the extracellular matrix (ECM), as well as transcription and nuclear factors mediating osteoblast differentiation and ECM calcification (*Dlx3*, *Sp7*, *Satb2*). In contrast, the ossification process was disrupted in P-Apex1^KO^ mice. Quantitative RT-PCR showed that genes needed for osteoclasts differentiation (*Acp5*, *Ocstamp*), and MMPs responsible for breaking down cartilaginous ECM (*Mmp16*, *Mmp10*, *Mmp13*, *Mmp9*), were significantly downregulated (Fig. 5c, Table S2).

Additionally, we performed GSEA for the broader Hallmark gene sets looking for relevant signaling pathways and their associated DEG. The TGFβ/BMP, NOTCH, and WNT signaling pathways were significantly downregulated at 10-dpf and 14-dpf in P-Apex1^KO^ mice (Fig. S9, Table S1). 

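Lists of TGF-β/BMP, NOTCH and WNT genes drawn up after reading the paper, which names 25, 15 and 15 of them, had median differences between -0.39 and -0.07 for TGF-β/BMP and WNT, and of -0.21 and -0.47 for NOTCH. The 54 TGF-β/BMP genes had a median log2 fold change of -0.12 at 10-dpf, with 8 lower and 3 higher over all genes tested and 21 lower and 5 higher adjusted over the list alone, and of -0.39 at 14-dpf, with 18 lower and 4 higher over all genes tested and 20 lower and 5 higher adjusted over the list alone. The 36 NOTCH genes had 9 lower and 0 higher over all genes tested and 15 lower and 0 higher adjusted over the list alone at 10-dpf, and 10 lower and 0 higher over all genes tested and 17 lower and 0 higher adjusted over the list alone at 14-dpf. For 52 WNT genes at 10-dpf the median was -0.07, with 7 lower and 1 higher over all genes tested and 12 lower and 4 higher adjusted over the list alone, and for 54 at 14-dpf it was -0.17, with 12 lower and 0 higher over all genes tested and 12 lower and 0 higher adjusted over the list alone. Camera gave an adjusted p of 0.00538, 9.32e-09 and 0.00112 at 10-dpf and 5.63e-06, 1.48e-09 and 6.67e-05 at 14-dpf for TGF-β/BMP, NOTCH and WNT. Under fry the adjusted p at 10-dpf was 0.117, 0.00739 and 0.098, and at 14-dpf 0.0291, 0.00163 and 0.0371. With an estimated correlation, NOTCH at 14-dpf passed (adjusted p = 0.0479) and the other 5 results did not. The WNT median with library size as the sole scaling was 0.01 at 10-dpf and 0.10 at 14-dpf, where the median of all genes was 0.31. Without replicate 3 of WT the 10-dpf TGF-β/BMP median was -0.09 (adjusted p = 0.13).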

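In the TGF-β/BMP panel of Fig. S10a, 24 of 25 genes had a log2 fold change below 0 at 10-dpf and 25 of 25 at 14-dpf, and 8 and 16 of them passed the threshold. The figure's NOTCH and WNT genes were assigned to these pathways by general knowledge and not by its headings. For the 17 NOTCH genes, 17 lay below 0 at 10-dpf and 17 at 14-dpf, and 7 and 8 passed. For the 18 WNT genes, 18 and 18 lay below 0, and 5 and 11 passed. Adjusted over the list alone, 19, 11 and 12 genes of these panels were lower at 10-dpf and 19, 14 and 17 at 14-dpf, which is not independent evidence because the study chose these genes on the same samples. *Hey1* fell from 29.6 ± 6.06 CPM (SD, n = 4) to 7.09 ± 1.9 CPM (SD, n = 3) at 10-dpf, a log2 fold change of -2.00 (standard error 0.23, adjusted p = 0.00854 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 14-dpf it fell from 61.2 ± 8.65 to 7.2 ± 0.665 CPM (SD, same numbers of mice), a log2 fold change of -3.26 (standard error 0.17, adjusted p = 0.000354). The log2 fold changes at 10- and 14-dpf were -1.24 and -1.84 for *Heyl*, -0.95 and -2.06 for *Smad6*, -1.39 and -2.36 for *Smad9*, and -1.05 and -1.86 for *Tcf7*, and these 4 genes passed the threshold at each of the time points. Without replicate 1 of P-Apex1 KO the 10-dpf adjusted p was 0.069 for *Hey1*, 0.131 for *Smad6*, 0.182 for *Smad9* and 0.0731 for *Tcf7*. *Bmp2* had a log2 fold change of -0.95 (standard error 0.12, adjusted p = 0.00854) at 10-dpf, with an adjusted p of 0.0655 without replicate 1 of P-Apex1 KO. At 14-dpf *Bmp2* had a log2 fold change of -0.38 (standard error 0.16, adjusted p = 0.176), and its value ranged from -0.67 to -0.11 under the alternatives with all mice.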

DEG belonging to the TGF-β/BMP and NOTCH and WNT signaling pathway were identified as consistently downregulated in P-Apex1^KO^ animals (Fig. S10a, Table S2). The downregulation of key transcription factors within these pathways was further confirmed by quantitative RT-PCR (Fig. S10b).

Immunohistochemical analysis corroborated these transcriptomic findings. ECM maturation was analyzed by the presence of type II and type X collagen. In WT mice at 10-dpf, abundant ECM deposition was observed, positive for type II and type X collagen, with areas of cartilage degradation defining chondro-osseus-like edges that were positive for MMP-13 and MMP-9, and associated with important vascular invasion represented by type H vessels (Endomucin positive cells). In contrast, P-Apex1^KO^ mice displayed sparse ECM deposition, diminished type X collagen, undetectable levels of MMP-13 and MMP-9, and reduced Endomucin positive cells, indicating impaired vascular invasion (Fig. 5d). At 14-dpf, WT calluses showed an increased cartilage resorption and trabecular bone formation, with enhanced MMP-9 and MMP-13 and Endomucin presence, outlining the progression of the endochondral ossification process and fracture repair. P-Apex1^KO^ mice, however, exhibited no significant changes in cartilage maturation, ECM resorption, presence of MMP-13, MMP-9, and vascular invasion, confirming the impaired endochondral and replacement ossification processes (Fig. 5e).

Altogether, the transcriptomic and immunohistological analysis indicate that the impaired maturation of the chondrocytes at the end of the reparative phase determines the phenotype observed in P-Apex1^KO^ fracture calluses.

### APEX1 functions are needed in mesenchymal progenitors during fracture healing initiation

To better define the cellular mechanisms affected by APEX1 during fracture healing, we asked whether the observed fracture phenotype was derived from the chondrocyte-impaired hypertrophic process. We hypothesized that if the nonunion phenotype observed in Prrx1-driven silencing was due exclusively to APEX1 functions in chondrocytes, silencing *Apex1* only in chondrocytes would reproduce the observed phenotypes (Fig. 6a). We sought to silence *Apex1* during the reparative phase in chondrocytes, starting after 2-dpf, using aggrecan promoter (Acan-CreER^T2^). After verifying the chondrocytes as the target population for Acan-CreER^T2^ mediated silencing (Fig. S11), we crossed Acan-CreER^T2^;Apex^C/+^ mice with Apex1^C/C^ mice. The resulting Acan-CreER^T2^;Apex1^C/C^ (A^ER^-Apex1^KO^) and WT littermates (Acan-CreER^T2^;Apex1^C/+^, Apex1^C/C^, Apex1^C/+^) were subjected to a closed tibia fracture. All animals received tamoxifen injection at 2-, 4- and 6-dpf and were sacrificed at 14-dpf, the time at which the P-Apex1^KO^ fracture phenotype presented 100% penetrance. At 14-dpf, radiographic and three-dimensional reconstruction of the callus showed that both A^ER^-Apex1^KO^ and WT littermates showed a well-developed callus without major radiological differences (Fig. 6b). Morphometric analysis revealed that there were no significant differences in the total callus volume or the mineralized tissue content between the two groups, although A^ER^-Apex1^KO^ mice presented a significant reduction in the volume of nonmineralized tissue (WT, 7.449 ± 3.088; A^ER^-Apex1^KO^, 4.282 ± 2.234, *P* = 0.010 5) (Fig. 6c).

**Fig. 6:**
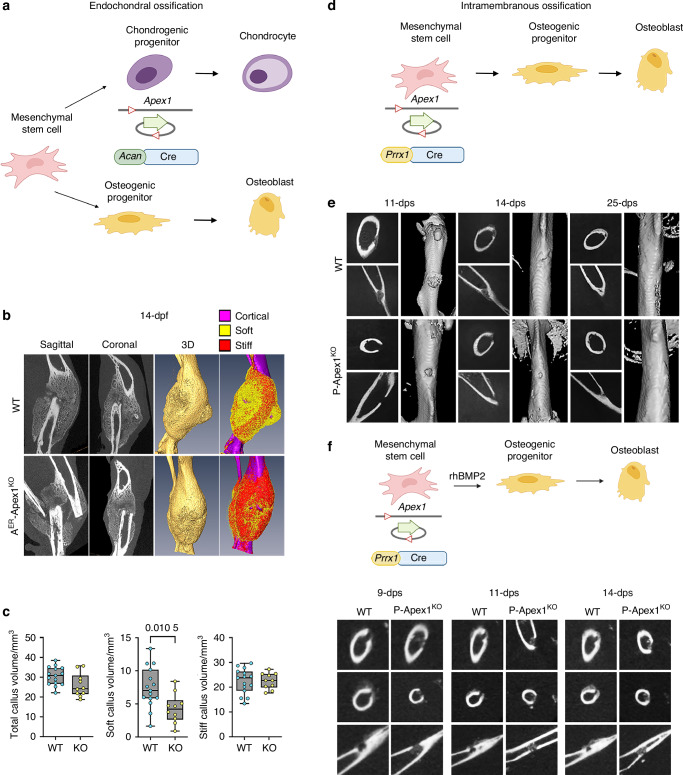
APEX1 function is needed in mesenchymal progenitor cells during the inflammatory phase of fracture healing. **a** Genetic strategy for Apex1 silencing in chondrocytes during endochondral ossification using Acan Cre deleter. **b** Representative radiographic planes, 3D reconstruction, and segmentation at 14-dpf for WT (*n* = 15) and A^ER^-Apex1^KO^ (*n* = 10). **c** Quantification of the total, soft (nonmineralized) and stiff (mineralized) callus volume at 14-dpf. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. *P* values determined by two-tailed Student’s t test. **d** Genetic strategy for Apex1 silencing during intramembranous ossification. **e** Representative radiographic planes and 3D reconstruction of femoral diaphysis at 11-, 14- and 25-days post-surgery (-dps) of WT (11-dps, *n* = 5; 14-dps, *n* = 5; 25-dps, *n* = 2), and P-Apex1^KO^ (11-dps, *n* = 5; 14-dps, *n* = 7; 25-dps, *n* = 4) mice that received a subcritical (0.8 mm) monocortical bone defect. Yellow arrow indicates the position of the monocortical defect. **f** Upper panel, rescue strategy for the phenotype of *Apex1* silencing during intramembranous ossification. Lower panels, representative radiographical planes of the femoral diaphysis at 9-, 11-, and 14-dps of WT (*n* = 3 each time point) and P-Apex1^KO^ (*n* = 3 each time point) that received a subcritical unicortical bone defect and an implant of absorbable collagen sponge containing 100 ng of rhBMP-2. Yellow arrowheads indicate the position of the monocortical defects

Histological assessment of SO/FG-stained calluses at 10-dpf and 14-dpf in both WT and A^ER^-Apex1^KO^ calluses revealed a reduced cartilage content in A^ER^-Apex1^KO^ mice at 10-dpf. At 14-dpf, cartilage area reduction was evident in both groups (Fig. S12a). Interestingly, resorption areas with positive TRAP staining could be identified in both groups at 10- and 14-dpf with no major differences (Fig. S12b, c).

Immunodetection of chondrocyte maturity markers (type II and type X collagen), matrix metalloproteinases (MMP-13 and MMP-9), and vascular invasion showed that the expression of hypertrophic markers (type X collagen and MMP-13) in A^ER^-Apex1^KO^ mice was reduced or absent in cartilage resorption areas at both 10- and 14-dpf. In addition, the expression of MMP-9 was also impaired in the invading vasculature, though the signal for Endomucin was similar between WT and A^ER^-Apex1^KO^ mice (Fig. S11d, e).

Interestingly, silencing *Apex1* at the end of the inflammatory phase impacted the formation of the non-mineralized callus but did not affect the final properties of the mineralized callus. We conclude that APEX1 is required in progenitor mesenchymal cells, and silencing *Apex1* only in committed chondroprogenitors has a minor effect on the global fracture healing process.

Additionally, to determine if APEX1 has a role in intramembranous ossification, we created a 0.8 mm monocortical defect in the femur of P-Apex1^KO^ and WT littermates that directed bone repair through intramembranous ossification (Fig. 6d). We monitored bone repair progression at 11-, 14-, and 25- days post-surgery (-dps) and found that the healing response in P-Apex1^KO^ mice was delayed at 11- and 14-dps. Remarkably, although the defect was also almost totally covered at 25-dps in P-Apex1^KO^ mice, a periosteal reaction was not observed at any of the time points analyzed (Fig. 6e).

All together, these results suggest *Apex1* silencing in mesenchymal progenitors impacts the formation of the fracture callus during the inflammatory phase, affecting both endochondral and intramembranous ossification-mediated healing.

### Silencing Apex1 impairs Bmp2 expression during the inflammatory phase

At the molecular level, fracture healing is initiated by the expression of *Bmp2/*BMP2 during the inflammatory phase, peaking 24 h post fracture.^9,17^ Silencing *Bmp2* in limb mesenchyme or disturbing *Bmp2* expression during the inflammatory phase results in a nonunion-like phenotype.^11,17^ We hypothesized that *Apex1* silencing in mesenchymal progenitors impairs *Bmp2* expression peak during the inflammatory phase, delaying fracture healing initiation and producing a small callus through hindered chondrogenesis and osteogenesis. To validate this hypothesis, we reasoned that overexpressing or adding exogenous BMP-2 would rescue the observed phenotypes.

To determine the impact of *Bmp2* overexpression during fracture healing that progresses through endochondral ossification, we designed an experiment to overexpress *Bmp2* in mice (Prrx1CreER^T2^;ROSA26^Tg-Bmp2-IRES-EGFP^, P^ER^-TgBmp2). *Bmp2* overexpression was induced immediately after bone fracture by tamoxifen injection on days 0, 1 and 2 post-fracture. The effect of this overexpression on fracture repair was analyzed morphometrically at 14- and 21-dpf by μCT. Interestingly, *Bmp2* overexpression during the inflammatory phase significantly increased the total callus and soft callus volumes at 14-dpf. By 21-dpf, there were no differences in callus morphometric properties between the groups, indicating that fracture healing progression mechanisms were not affected by the overexpression of *Bmp2* (Fig. S13).

To determine the impact of BMP2 overexpression during fracture healing that progresses through intramembranous ossification, we performed a mono cortical defect in WT and P-Apex1^KO^ animals implanting an absorbable collagen sponge containing 100 ng of rhBMP-2. Adding exogenous rhBMP-2 rescued the phenotype observed during intramembranous ossification mediated repair and no differences between WT and P-Apex1^KO^ mice were detected as early as 9-dps (Fig. 6f).

All together, we concluded that APEX1 activities during the inflammatory phase control the initial reparative response and the fracture callus volume through the control of the *Bmp2* expression level in mesenchymal progenitor cells. In addition, APEX1 activity is needed in the progression of endochondral ossification by the control of chondrocyte differentiation (Fig. 7).

**Fig. 7:**
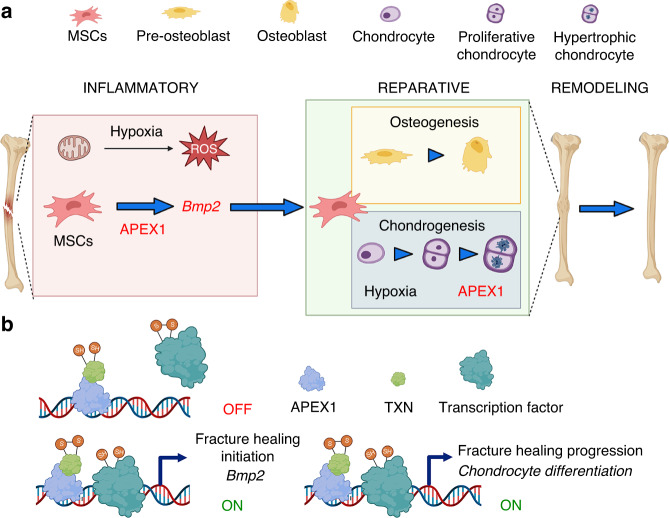
Cellular and molecular mechanism of APEX1 function during fracture healing. **a** APEX1 function is needed in mesenchymal progenitors during the inflammatory phase to an efficient expression of *Bmp2* and in chondrocytes during the reparative phase driving chondrocyte differentiation for a proper fracture healing progression. **b** Suggested molecular mechanism of APEX1 function during fracture healing. APEX1 together with Thioredoxin (TXN) allows the reduction of specific cysteines during transcription factors DNA binding and final activation. During the inflammatory phase APEX1 and TXN activate transcription factors controlling *Bmp2* expression in mesenchymal progenitor cells. During the reparative phase APEX1 and TXN activate transcription factors controlling genes driving the chondrocyte differentiation and fracture healing progression

## Discussion

In this study, we provide genetic evidence of the pivotal role that ROS signaling plays in chondrocyte differentiation, endochondral ossification progression and fracture healing initiation. Our findings demonstrate that APEX1 function is crucial to these processes and uncovers a molecular pathway whose disruption could induce the appearance of fracture nonunion. In addition, we demonstrate that fracture nonunion is defined by impaired APEX1 mediated signaling during the inflammatory phase.

APEX1 is a multifunctional protein with two well-established functions, DNA repair and redox regulation of transcription factors, positioning it at the core of the cellular response to ROS and oxidative stress.^44,45^ Although both APEX1 activities are suppressed in our model, we propose that the redox function underlies the observed phenotypes. Post-translational modifications involving cysteine oxidation are known to regulate the DNA binding and transcriptional activity of key transcription factors, such as AP-1 (FOS/JUN heterodimer), HIF-1α, or the CREB family, all of which have been identified as promoters of chondrocyte hypertrophy.^46–49^ Notably, AP-1 plays a crucial role controlling the expression of MMPs during physiological and pathological conditions, while HIF-1 controls VEGF expression in chondrocytes.^50–52^

Our current findings, combined with previous experimental evidence, underscore the crucial interplay between oxidative stress and *Bmp2* expression during fracture healing, identifying ROS imbalance as a key determinant of fracture nonunion. By abolishing the TXN redox-scavenging function using PX-12, we showed that the resulting oxidative stress impaired *BMP2* expression in human periosteum explants and induced a nonunion-like phenotype in fractured mice. Strikingly, inhibition of *Bmp2* expression and subsequent fracture nonunion appearance occurred only when PX-12 was administered during the inflammatory phase, not after *Bmp2* expression peak or during the reparative phase.^17^ It is well-established that the expression of *Bmp2* immediately after injury is needed for fracture healing initiation.^10,53^ Our current findings support the hypothesis that APEX1 regulates *Bmp2* expression during the early stages of fracture healing. Silencing *Apex1* mirrors the effect of *Bmp2* silencing in mesenchymal progenitors, leading to an absence of periosteal response, impaired chondrocyte and osteoblast differentiation, and a failure to revascularize the fracture callus. Conversely, overexpressing *Bmp2* during fracture healing significantly increases cartilage synthesis during the reparative phase. Taken together, both results suggest that the extent of the reparative response is proportional to *Bmp2* expression levels during the inflammatory phase (Fig. S13).

Interestingly, silencing *Bmp2* in chondrocytes produced a milder effect on fracture healing, and no significant impact was observed when *Bmp2* was specifically silenced in osteoblasts or endothelial cells.^54,55^ Similarly, *Apex1* silencing in limb bud mesenchyme has the greatest impact on fracture healing, whereas its silencing in chondrocytes has a more limited effect, despite the presence of impaired chondrocyte differentiation. Thus, our results suggest that APEX1 has an important role in the expression of *Bmp2*, though other factors are sure to contribute to its transcriptional control, as *Bmp2* expression is not completely abolished and a blunted callus still develops in P-Apex1^KO^ animals.

During development, silencing *Apex1* in limb mesenchyme impairs chondrocyte differentiation, resulting in a phenocopy of *Mmp9*, *Mmp13* single knockout and more evidently *Mmp9*/*Mmp13* double knockout models.^56–58^ In humans, mutations of *MMP13* or *MMP9* result in metaphyseal anadysplasia, a metaphyseal dysplasia that resolves with age. Likewise, in mice, growth plate abnormalities from *Mmp9* or *Mmp13* silencing also resolve with age.^59^ Our data reveals *Apex1* silencing reproduces these mutations, with impaired terminal chondrocyte differentiation leading to reduced expression of type X collagen and *Mmp13*. Unlike the phenotype observed in *Mmp13* knockout mice, where chondrocyte differentiation is unaffected and the morphology, number, and vasculature location seem normal, P-Apex1^KO^ mice exhibit disrupted vasculature.^56^ This phenotype suggests *Apex1* silencing blocks chondrocyte differentiation, halting chondrocytes in a prehypertrophic state. Hypertrophic chondrocytes are known to secrete type X collagen, MMPs (MMP-13), angiogenic factors (VEGF), and chemokines and cytokines (RANKL) to attract monocyte/macrophages and induce their differentiation into chondroclasts/osteoclasts, facilitating the removal of the avascular cartilage and the invasion of blood vessels and osteoblasts.^47,60–62^ In *Mmp13* or *Mmp9*-silenced mice, all these angiogenic and differentiation factors remain present in the ECM, aiding eventual cartilage removal.

During fracture healing, *Apex1* silencing also impacts the chondrocyte differentiation, delaying cartilage scaffold resorption and fracture healing progression. We detected a significant reduction in the number of TRAP positive cells, reduced expression of MMP-13 and MMP-9, and limited vascular invasion. Silencing of *Mmp13*, *Mmp9* or *Mmp1*0 results in hypertrophic cartilage accumulation maintaining an elevated callus volume at the end of the reparative phase (10-, 14-, 21- and even at 28-dpf), though healing is ultimately accomplished.^13,15,16^ However, since *Apex1* silencing also impairs fracture healing initiation, we did not observe the callus enlargement characteristic of the early reparative phase, nor the subsequent reduction in callus volume typically observed in WT littermates during the latter reparative phase. Interestingly, *Apex1* specific silencing in chondrocytes (A^ER^-Apex1^KO^) cannot reproduce the phenotype observed when *Apex1* is silenced in limb bud mesenchyme (P-Apex1^KO^). However, our experimental data indicate that the chondrocyte phenotype is present, with no MMP-13 or type X collagen presence in the cartilage intermediate, suggesting a more complex interplay of factors. A possible explanation is that *Apex1* plays no role when *Mmp13* is expressed exclusively by the osteoblasts. In fact, while cartilage is avascular and chondrocytes exist in a hypoxic environment, bone tissue and osteoblast differentiation are highly dependent on oxygen tension. Therefore, the expression of *Apex1* and/or the functions of APEX1 may differ between chondrocytes and osteoblasts.^63,64^

Transcriptomic analysis revealed that *Apex1* silencing impacts key signaling pathways during fracture repair throughout the healing process. At the end of the inflammatory phases (3-dpf), GSEA identified smoothened/hedgehog (Hh) signaling as one of the major downregulated pathways. The Hh signaling pathway has been shown to be critical for the commitment of mesenchymal progenitor cells to chondrocytes, and loss of the *Smo* gene in *Sox9*^+^ periosteal cells resulted in near-complete failure of cartilage callus formation, a phenotype closely resembling P-Apex1^KO^ mice.^65^ Additional experimental data would be necessary to determine the interdependence between the expression of Hh signaling effectors, i.e., *Shh*, and *Bmp2*. In any case, this downregulation persisted into the early reparative phase (6-dpf), confirming that the impaired chondrogenesis observed in P-Apex1^KO^ mice is defined during the inflammatory phase. 

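In the 6-dpf callus, 53 WNT pathway genes had a median log2 fold change of -0.22, with 5 lower and 0 higher over all genes tested and 4 lower and 0 higher adjusted over the list alone. The 37 NOTCH pathway genes had a median of -0.05, with 5 lower and 0 higher over all genes tested and 5 lower and 0 higher adjusted over the list alone. Under camera the adjusted p was 0.00269 for WNT and 0.0155 for NOTCH. Under fry it was 0.204 and 0.192, and with an estimated correlation 0.58 and 0.58. The NOTCH median with library size as the sole scaling was 0.13, where the median of all genes was 0.20. Without replicate 4 of WT the NOTCH median was -0.01 (adjusted p = 0.152), and without replicate 3 of P-Apex1 KO the WNT median was -0.12 (adjusted p = 0.0813). *Wnt5b* and *Hey1* passed the threshold, with log2 fold changes of -1.78 and -1.22 (adjusted p = 0.000747 and 0.00687 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of *Hey1* without replicate 1 of P-Apex1 KO was 0.0521.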

At this stage, GSEA revealed impaired response to BMP and downregulation of major signaling pathways that have been demonstrated to be fundamental for endochondral ossification such as WNT and NOTCH, implicated in tissue injury response and chondrocyte proliferation^66^; osteoblastogenesis^67^; and chondrocyte maturation to hypertrophy, as well as vascular and osteogenic invasion of the hypertrophic cartilage.^68^ Finally, at the end of the reparative phase (10- and 14-dpf), BMP, NOTCH, and WNT, key signaling pathways that participate in chondrocyte maturation are the major pathways affected by *Apex1* silencing. On one hand, BMP signaling is involved in most processes related with endochondral ossification during skeletal development. It regulates the expression of *Sox9*, which controls the commitment of mesenchymal progenitor cells into chondrocytes, and *Runx2*, which plays a central role in the differentiation of mesenchymal progenitor cells into osteoblasts, but also in the maturation of proliferative chondrocytes into hypertrophic chondrocytes.^69^ Additionally, BMP has been reported to upregulate NOTCH and WNT signaling, further promoting chondrocyte differentiation.^70^

In conclusion, we propose a model for fracture healing initiation that is dependent on *Bmp2* expression in mesenchymal progenitor cells. Immediately after bone injury, hypoxia initiates a signaling pathway mediated by reactive oxygen species (ROS) that modifies the oxidative status of cysteine containing proteins. In this signaling pathway TXN and APEX1 act as the final transducers of key transcription factors controlling significant genes, including *Bmp2* and/or *Shh*, that determine the starting of the reparative response. In addition, our results demonstrated that APEX1 also controls essential transcription factors implicated in the terminal differentiation of chondrocytes and drive fracture healing progression.

## MATERIALS AND METHODS

### Mice

All animal procedures were approved by the University of Navarra Institutional Committee on Care and Use of Laboratory Animals (CEEA) and the Navarra Regional Government (CEEA #106-23, #E28-18(105-17E1), #E40-18(105-17E2), #E40-19(105-17E5), #E21-20 (105-17E6).

Mouse strains, B6.Cg-Tg(Prrx1-cre)1Cjt/J (Prrx1-Cre, JAX stock #005584, The Jackson Laboratory, Bar Harbor, ME, USA),^33^ B6.Cg-Tg(Prrx1-cre/ERT2,-EGFP)1Smkm/J (Prrx1CreER^T2^, JAX stock #029211),^71^ B6.Cg-*Acan*^*tm1(Cre/ERT2)Crm*^/J (Acan-CreER^T2^, JAX stock #019148),^72^ B6.Cg-Gt(ROSA)26Sor^tm6(CAG-ZsGreen1)Hze^/J (Ai6, JAX stock #007906),^73^ and B6.TgROSA26^Bmp2-IRES-eGFP^ (Tg-Bmp2)^74^ have been previously described.

Apex1^tm1a/+^ and Apex1^tm2c/+^ were obtained at Transgénesis (Centro Nacional de Biotecnología, CNB) using a EUCOMM/KOMP-CSD knockout first allele strategy.^32^ E2.5 embryos were collected form superovulated CD1 female mice. Each embryo was microinjected with 4-6 targeted ES cells. Groups of 14-17 microinjected embryos were transferred into pseudopregnant CD-1 females. Twenty high-contribution (>95%) chimeras from two clones were identified based on coat pigmentation and two of them were confirmed positives after genotyping and backcrosses with C57Bl/6 J females to obtain the tm1a knockout - first allele.^75^ Apex1^tm1a/+^ mice were crossed with B6.Cg-Tg(ACTFLPe)9205Dym/J mice (JAX stock #005703)^76^ to obtain the Apex1^tm2c/+^ conditional allele.

*Apex1* reporter (Apex1^tm1a^) and conditional knockout mice (Apex1^tm2c^, denoted as Apex1^C/+^) were received as heterozygous. To obtain homozygous conditional mice, Apex1^C/+^ males and females were mated.

To silence Apex1 in limb mesenchyme, Apex1^C/C^ females were mated with heterozygous Prrx1-Cre males. Prrx1-Cre^+/-^;Apex1^C/+^ males were then crossed with Apex1^C/C^ females, to obtain Prrx1-Cre^+^;Apex1^C/C^ mice (denoted as P-Apex1^KO^). Wild type (WT) littermates were used as control group for subsequent experiments (Prrx1-Cre^+/-^;Apex1^C/+^, Apex1^C/C^, and Apex1^C/+^).

With the objective of generating a reporter mouse for Cre recombinase activity over chondrogenic lineage, homozygous, inducible Acan-CreER^T2^ mice were mated with Rosa26^Zsgreen^. All the F1 were Acan-CreER^T2+/-^;Rosa26^Zsgreen^ mice (denotated as A-ROSA^Zsgreen^).

To silence *Apex1* in the chondrogenic lineage during fracture healing, Apex1^C/C^ females were crossed with homozygous Acan-CreER^T2^ males. Acan-CreER^T2+^;Apex1^C/+^ males were mated with Apex1^C/C^ females, obtaining a 25% of Acan-CreER^T2+/-^;Apex1^C/C^ mice (denotated as A^ER^-Apex1^KO^). WT littermates were used as control group for subsequent experiments (Acan-CreER^T2+/-^;Apex1^C/+^, Apex1^C/C^, Apex1^C/+^).

Animals were housed in a barrier facility with a 24-h light/dark cycle and fed with standard mice chow. Mice were given *ad libitum* access to food and water.

### Non-stabilized closed tibial fracture model

All procedures were performed under general anesthesia, isoflurane (2%) (B. Braun Vet Care, Tuttlingen, Germany). Non-stabilized closed tibial fractures were performed in 7-12-week-old mice using a three-point bending device with a standardized force.^17^ Fractures were performed in the diaphyseal segment of left tibiae, and confirmed radiologically. Post-operative pain was controlled using subcutaneous injections of buprenorphine (0.05 mg/kg body weight). For studying appendicular skeletal development, 4-week-old and 9-week-old animals were sacrificed. For studying fracture healing process, adult mice were sacrificed at 1-, 3-, 6-, 10-, 14, or 21-days post fracture (-dpf) by carbon dioxide (CO_2_).

### Unicortical bone defect

For unicortical bone defects, after anesthesia, the skin of the lateral side of the femur was shaven and disinfected, a longitudinal incision 2 cm long was made through the skin. Muscle fascia was opened, inserting muscles were gently mobilized along the lateral femoral shaft, taking care to leave the periosteum intact except for the drilling area. A unicortical subcritical defect was created using a 0.8 mm drill. Drilling was performed at low rates of rotation with the minimum pressure required, and the area was constantly irrigated with cool saline to prevent thermal injury. Inserting muscles were reapproximated, the skin closed, and mice were allowed to recover. Animals were sacrificed at 9-, 11- 14- and 25-days post-surgery (-dps) by carbon dioxide.

For rescue experiments, after drilling an absorbable collagen sponge containing 100 ng of rhBMP2 (InductOs, Medtronic, Dublin, Ireland) was implanted in the defect.

### Micro computed tomography (μCT) analysis

To perform the μCT analysis, 3D tomographic images of mouse tibiae were acquired using X-ray micro-CT (Quantum-GX, Perkin Elmer) with the following parameters: 90 kVp X-ray source voltage, 88 μA current and high-resolution scan protocol for a total acquisition time of 14 min and a gantry rotation of 360 degrees. The plugins integrated in BoneJ were applied to the trabecular segmentation mask obtained (Supplemental methods). Bone density was calculated using a methacrylate phantom which includes four cylinders with different concentrations of hydroxyapatite (0, 50, 250 and 750 mg HA/cc).

To perform the callus analysis, a ROI containing the whole callus (10 × 10 x 10 mm) was reconstructed from the original scan at a resolution of 20 microns per voxel using the Quantum 3.0 software. Histomorphometric analysis in each ROI was carried out using a plugin developed for Fiji/ImageJ. The mentioned plugin was developed by the Imaging Platform at the Center for Applied Medical Research (CIMA). For fracture callus morphometric analysis, CT images were automatically reconstructed using the Cobra software (Exxim Computing Corporation, Pleasanton, CA). 3D bone images were rendered using the Amira 3D Software for preclinical analysis (Thermo Fisher Scientific, Waltham, MA, USA).

### Tamoxifen treatment

Tamoxifen (Sigma T5648) was mixed with absolute ethanol until completely dissolved. The Tamoxifen ethanol solution was added into a proper volume of corn oil (Sigma C8267) to a final concentration of 20 mg/mL. The ethanol was evaporated completely from the tamoxifen-ethanol-corn oil mixture using a speedVac centrifuge.

For tamoxifen treatment, animals received a close fracture of the tibia and tamoxifen was administered intraperitoneally. For AcanCreER^T2^, Tamoxifen (0.1 mL) was injected at 2-, 4- and 6-dpf (days post fracture); for Prrx1CreER^T2^, Tamoxifen (0.1 mL) was injected for three consecutive days after weaning or at 0-, 1- or 2-dpf.

### Histological processing of the samples

For appendicular skeleton development and fracture repair process analysis, mice were sacrificed, right tibiae and fractured left tibiae were dissected at the indicated times, washed with PBS, and fixed for 24 h at RT in a 4% PFA solution. After fixation, tibiae were decalcified, dehydrated through graded alcohol series and embedded in paraffin. Embedded tibia as well as fracture calluses were serially sectioned at 4 μm thickness employing a microtome (HM 340 E, Micron). Histological evaluation of non-fractured hind limbs and fracture calluses was performed with Hematoxylin & Eosin (H&E) and Safranin O/Fast green (SO) staining on selected sections (1 of every 10 slides), respectively.^15^

### Immunohistochemistry and immunofluorescence

For Ki-67 immunohistochemical assay (1:100, Leica Biosystems, # NCL-L-Ki67, Nussloch, Germany), sections were treated for antigen unmasking 30 min at 95 °C with EDTA antigen retrieval buffer (10 mmol/L Tris base, 1 mmol/L EDTA, pH 9) in a pressure cooker. Staining was developed using peroxidase with DAB substrate (EnVision, Dako, Glostrup, Denmark).

Double immunofluorescence for type II collagen (1: 2 000, MP Biomedicals, #631711)/ type X collagen (1:100, Millipore, #234196), type II collagen/ MMP-9 (1:100, Millipore, # ABT544) or MMP-13 (1:100, Invitrogen, # MA-14238)/type X collagen was performed via sequential antigen unmasking with 4 mg/mL of hyaluronidase (Sigma-Aldrich, St. Louis, MO, USA) in PBS, pH 5.5 for 15 min at 37 °C, and 4 mg/mL of pepsin (Sigma-Aldrich) in HCl 0.01 mol/L for 30 min at 37 °C. Immunofluorescence for Endomucin (1:50, Santa Cruz, #SC-65495) and double immunofluorescence for Endomucin/MMP-9 were performed via antigen unmasking with 1 mg/mL of trypsin and 1 mg/mL of CaCl_2_ in PBS for 1 h at 37 °C. In all cases, sections were incubated overnight with primary antibodies at 4 °C in a humidified chamber. Primary antibody was washed with PBS and slides were incubated with Alexa Fluor®488 (Invitrogen, #A11029/A11034), Alexa Fluor®568 (Invitrogen, #A11004/A11011), or AlexaFluor®594 (Invitrogen, #A11007) secondary antibody for 1 h at RT. All preparations were counterstained employing a solution 1:1 of DAPI-Glycerol (Thermo Fisher Scientific). Preparations were mounted with VECTASHIELD^®^ Antifade Mounting Medium (Vector Laboratories, Newark, CA).

### TRAP staining

For the TRAP analysis, the Leukocyte Acid Phosphatase (TRAP) Kit (387A-1KT, Sigma-Aldrich) was employed. TRAP staining was performed following manufacturer instructions.

### Histomorphometric analysis

Bright-field digital images of histological preparations were acquired employing an Aperio CS2 scan (Leica Biosystems, Nussloch, Germany). Immunofluorescent images were acquired with a Vectra Polaris multispectral image acquisition system (Perkin Elmer, Waltham, MA, USA). Histological preparations, TRAP staining, and immunofluorescence preparations were quantified using ImageJ/Fiji software, employing custom macros. The signal was quantified as total area (arbitrary units) or distance (μm). Illustrations were created using BioRender© (https://app.biorender.com). Illustrations and digital images were imported into Adobe Photoshop and formatted. Figures were created employing Adobe Photoshop.

### RNA extraction

For RNA extraction, calluses were ground using liquid nitrogen and a pestle. Total RNA from ground calluses was extracted employing TRIzol (Life Technologies, Carlsbad, CA, USA) following manufacturer instructions. After chloroform extraction, total RNA was purified from the aqueous solution using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) following manufacturer instructions.

### Bulk RNA-seq

RNA quality was measured employing the kit “High Sensitivity RNA ScreenTape” and following manufacturer instruction. All RNA samples presented a high RNA quality (RNA integrity numbers between 7 and 9) and were adequate for further transcriptomic analysis. Roughly 150 ng of high-quality total RNA were used for transcriptomic interrogation of WT and P-Apex1^KO^ fracture calluses using Illumina’s Stranded Total RNA Prep Ligation with Ribo-Zero Plus (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Sequencing was carried out in an Illumina NextSeq 2000 (Illumina) at a depth of 50 million reads per sample. Samples were demultiplexed using and aligned to the mouse genome (mm39) with STAR (V2.7.0 d). Gene expression quantification was performed using the featureCounts function implemented in the R package. The filterByExpr function implemented in the edgeR package was used to filter out genes with low number of counts for downstream analyses. Differential expression analyses were performed with DESeq2 (v1.32.0). Gene Set Enrichment analysis (GSEA) was performed with fgsea (v.1.18.0). For pathway enrichment, we considered the Hallmark, KEGG and Gene Ontology biological processes databases. The gene sets were obtained using msigdbr (v.7.4.1). The resulting p-values were corrected with Benjamini-Hochberg, setting a 0.05 cutoff. Detailed procedures are listed in the Supplemental Methods.

### Quantitative RT-PCR (qPCR)

For qPCR, 0.5 to 1 μg of total RNA was retrotranscribed using qScriptTM Supermix (Quantabio, Gaithersburg, MD). The qPCR was performed in a QuantStudio 5 PCR system (Applied Biosystems, Foster City, CA, USA) using Taqman actin beta probe (Mm02619580_g1, Life Technologies) as reference gene. Relative expression of genes of interest was calculated using the ΔΔCt method.

The Taqman probes used (Life Technologies) are listed in Supplemental Methods, Table S3.

### Statistical analysis

Graphical results are expressed as median and interquartile range in box and whiskers representing maximum and minimum values. Statistical analysis was performed using GraphPad Prism 10.0 software (GraphPad Software Inc., La Jolla, CA, USA). Data distributions were analyzed employing Kolmogorov-Smirnov test. Single comparisons were analyzed by Student t-test or Mann Whitney U test. For multiple comparisons, we employed one-way ANOVA or Kruskal Wallis test followed by Sidàk’s or Dunn’s post hoc analysis, respectively. Significance was set at *P* < 0.05.

## Supplementary information

Supplementary Figures

Supplemental methods

Supplemental Table 1

Supplemental Table 2

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE278433 (token for anonymous access by the reviewers: uvwlqmykzlgfneh). The authors declare that the rest of the data supporting the findings of this study are available after reasonable request to the corresponding author.

# Supplementary material for: APEX1, a transcriptional hub for endochondral ossification and fracture repair
**Source:** Bone Res. 2026 Jan 16;14:7. doi: 10.1038/s41413-025-00486-1
**Supplement:** Supplementary file 1 — Supplementary Figures

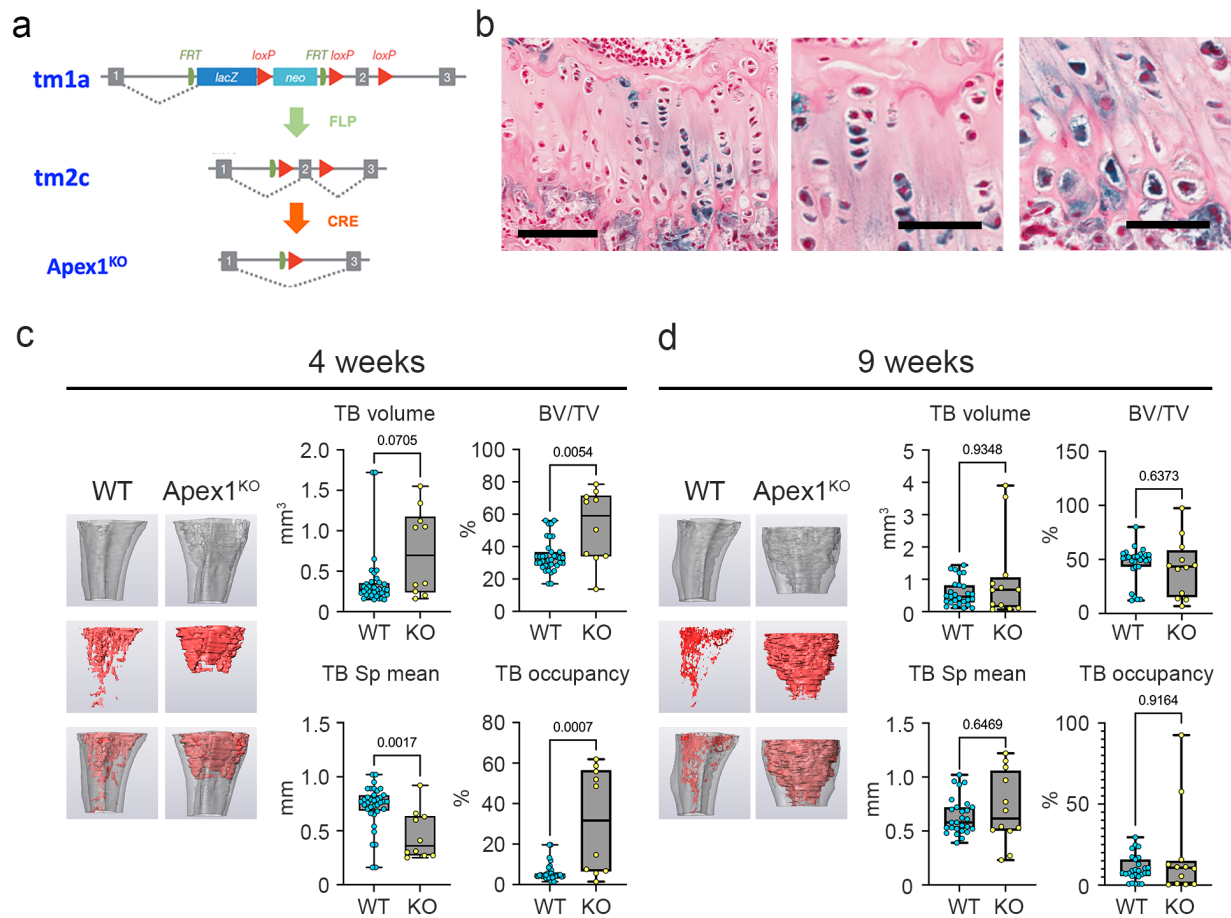

**Supplemental figure 1. (a)**, *Apex1* first allele knockout strategy **(b)**, Expression dynamics of *Apex1* in the appendicular skeleton. Representative  $\beta$ -gal staining of 9 weeks-old *Apex1*<sup>tm1c</sup> mice tibia showing positive staining in the growth plate. Left panel, general view of the growth plate shows positive staining of chondrocytes at different differentiation stages. Scale bar, 1 mm. Center panel, magnification of resting and columnar chondrocytes positive for  $\beta$ -gal staining; right panel, hypertrophic chondrocytes. Scale bar, 100  $\mu$ m. **(c)**, Morphometric analysis of the metaphysis for 4 weeks-old mice tibias (WT, n = 36; P-*Apex1*<sup>KO</sup>, n = 10). **(d)**, Morphometric analysis of the metaphysis for 9 weeks-old mice tibias (WT, n = 27; P-*Apex1*<sup>KO</sup>, n = 12). Length, tibia length; volume, total bone volume; density, average bone density. TB, trabecular bone; BV/TV, bone volume/total volume. Data are represented as median and interquartile range; whiskers represent maximal and minimal values. P values were determined by two-tailed Student's t test.

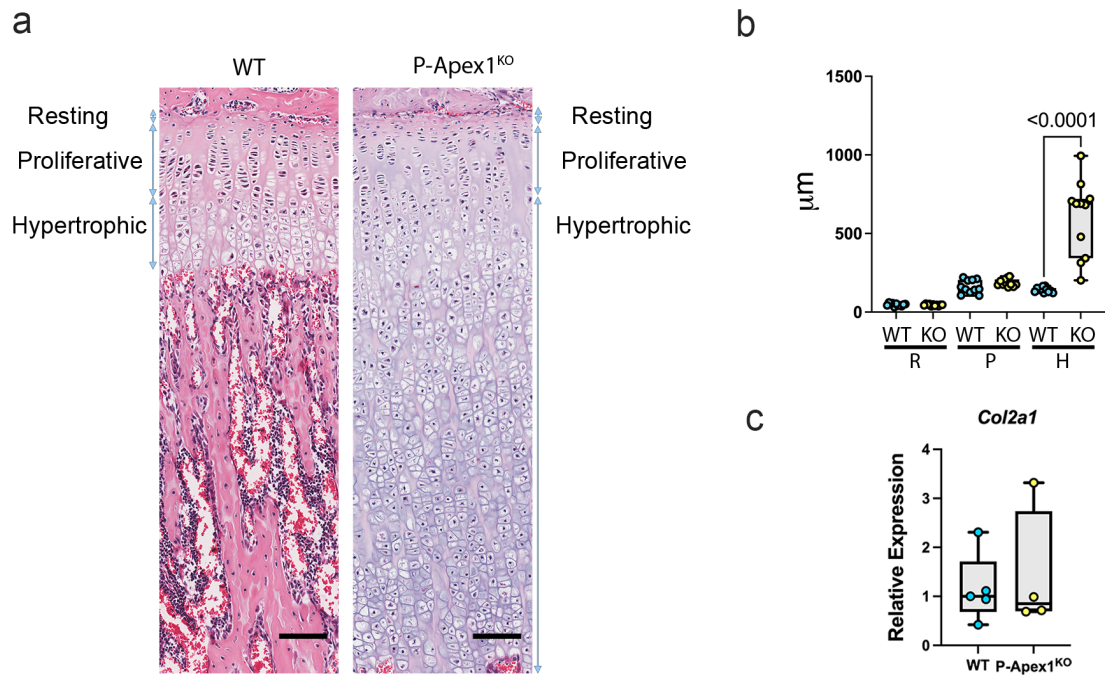

**Supplemental figure 2.** (a), H&E staining showing differences in the length of the growth plate of 4 week old P-Apex1<sup>KO</sup> and WT littermate mice. Size bar, 100 µm. (b), Zone length quantification confirmed that significant differences were localized in the hypertrophic zone. P value were determined by one way ANOVA (WT, n = 11; P-Apex1<sup>KO</sup>, n = 11; p < 0.0001) followed by Sidak's multiple comparisons test. (c), The expression levels of *Col2a1* in 4-week-old metaphysis was determined by qRT-PCR showing no significant differences between P-Apex1<sup>KO</sup> and WT littermates. P value was determined by Mann Whitney test (WT, n = 5; P-Apex1<sup>KO</sup>, n = 4; p = 0.9048).

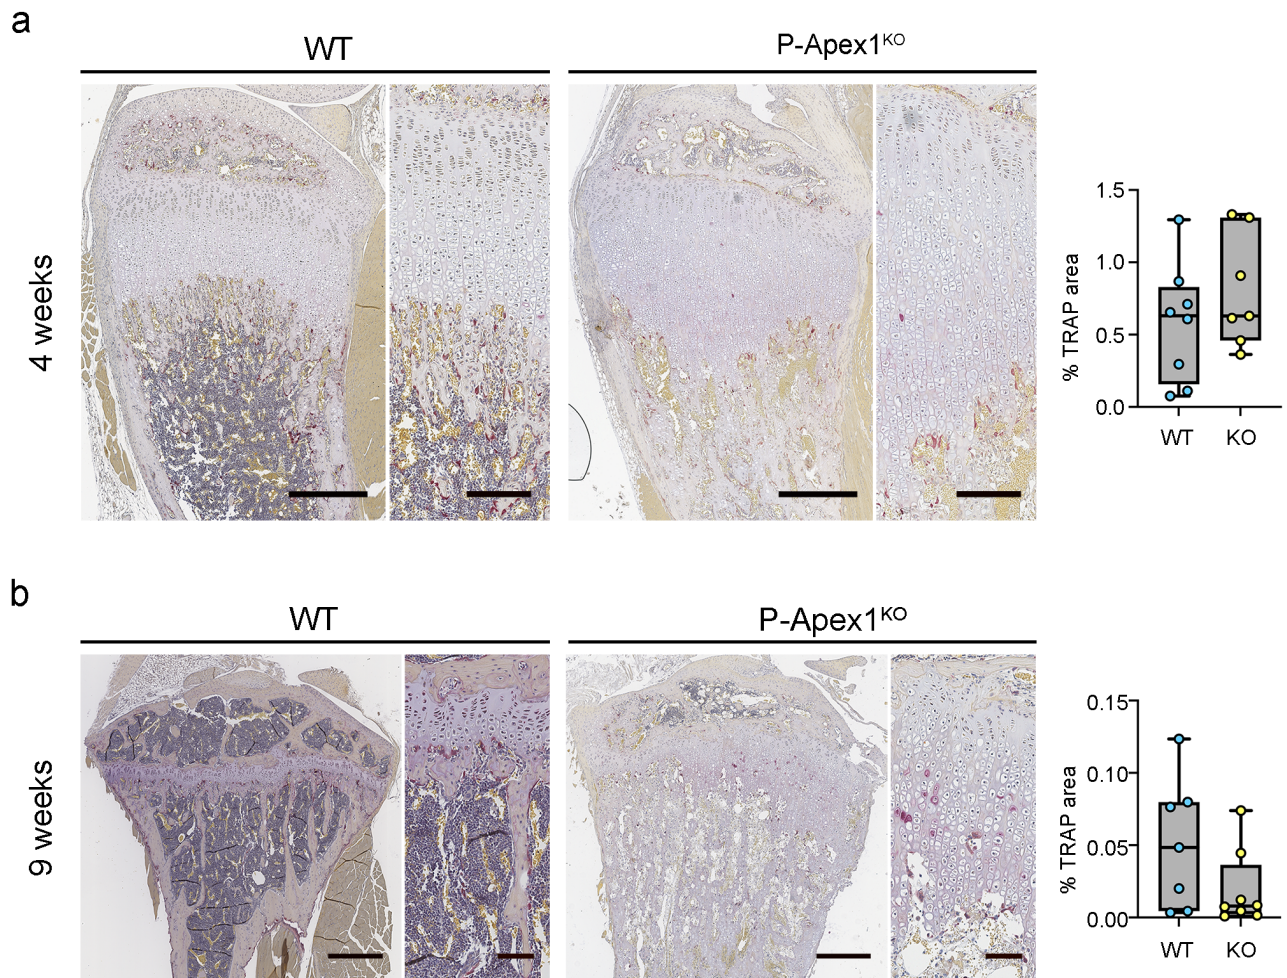

**Supplemental figure 3. *Apex1* silencing does not impair osteoclasts/chondroclasts recruitment to the growth plate.** Representative images of sagittal sections of the proximal tibia and quantification of TRAP-stained areas at 4-weeks old (**a**) or 9-weeks old (**b**) WT and P-Apex1<sup>KO</sup> animals. Left panels, whole view of the proximal tibia; scale bar, 1 mm. Right panels, magnification view of the growth plate and subjacent trabecular bone; scale bar, 100  $\mu$ m. Quantification of the TRAP positive areas showed no significant differences between groups in 4 weeks-old animals (WT, n = 8; P-Apex1<sup>KO</sup>, n = 7); p = 0.2993 by Student's t-test, or 9-weeks-old animals (WT, n = 7; P-Apex1<sup>KO</sup>, n = 8); p = 0.1520 by Mann-Whitney test. Results are presented as median with interquartile range; whiskers represent maximum and minimum values.

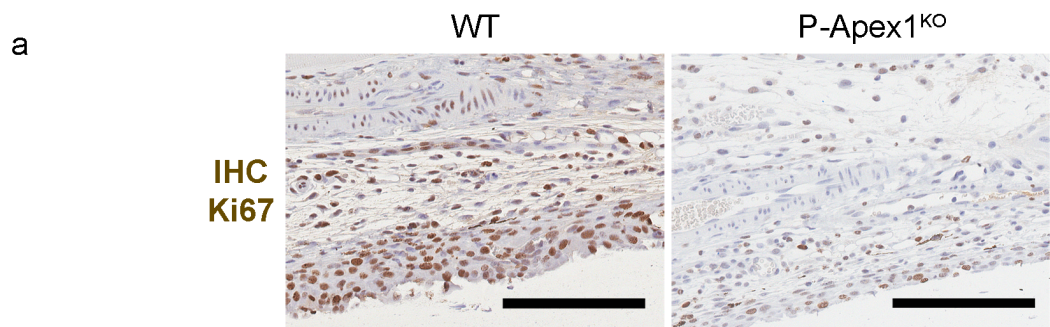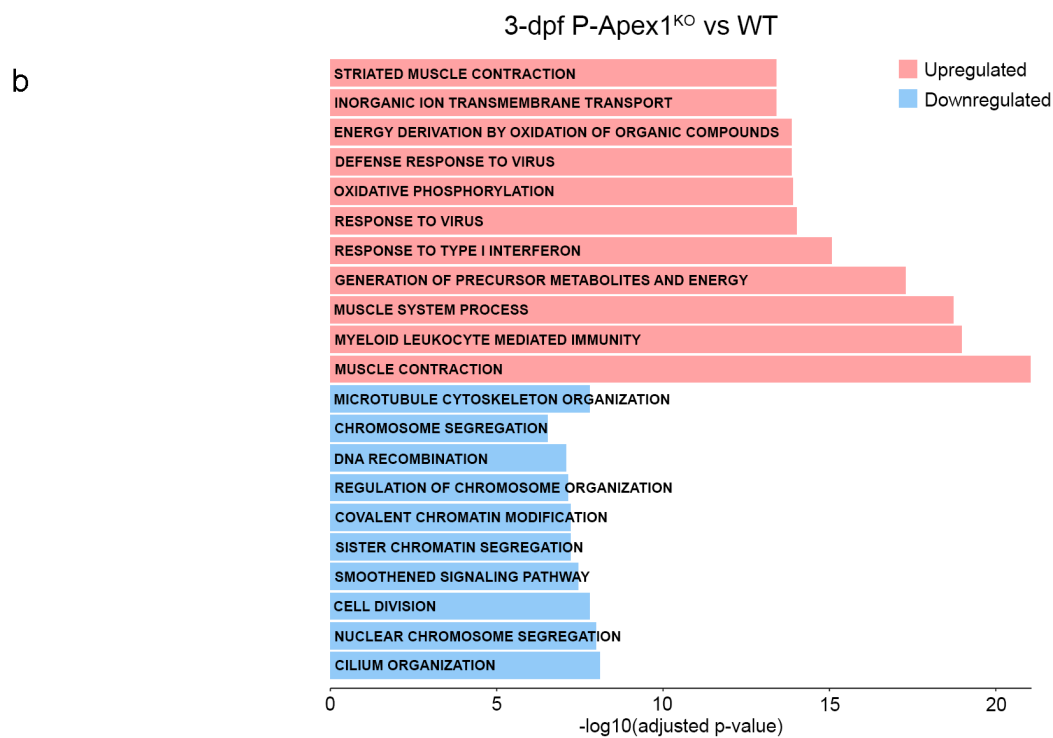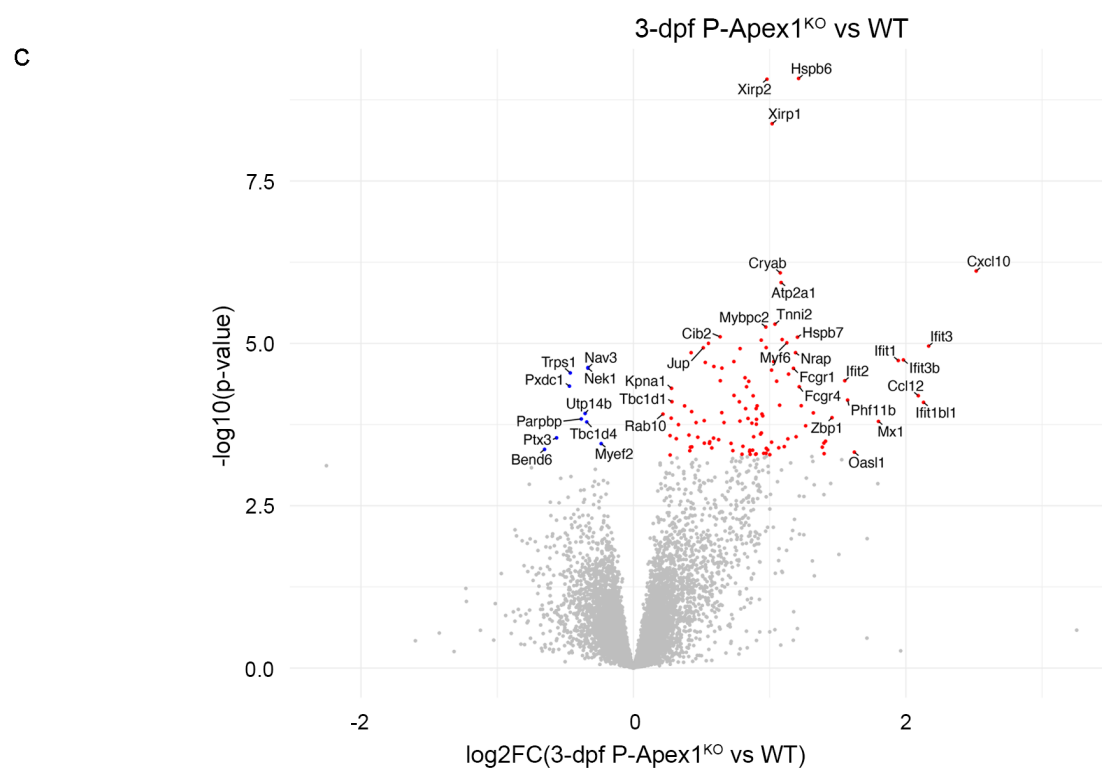

Supplemental figure 4

**Supplemental figure 4. *Transcriptomic analysis of 3-dpf fracture calluses.*** (a), Representative images of the immunohistochemistry against Ki67 in P-Apex1<sup>KO</sup> and WT littermate mice. Scale bar, 150  $\mu$ m. (b), Gene ontology analysis (Biological Process database) showing top 10 significantly altered key biological processes between P-Apex1<sup>KO</sup> (n = 4) and WT littermates (n = 4) . (c), Volcano plot of the transcriptome wide analysis from P-Apex1<sup>KO</sup> (n = 4) and WT littermates (n = 4).

a

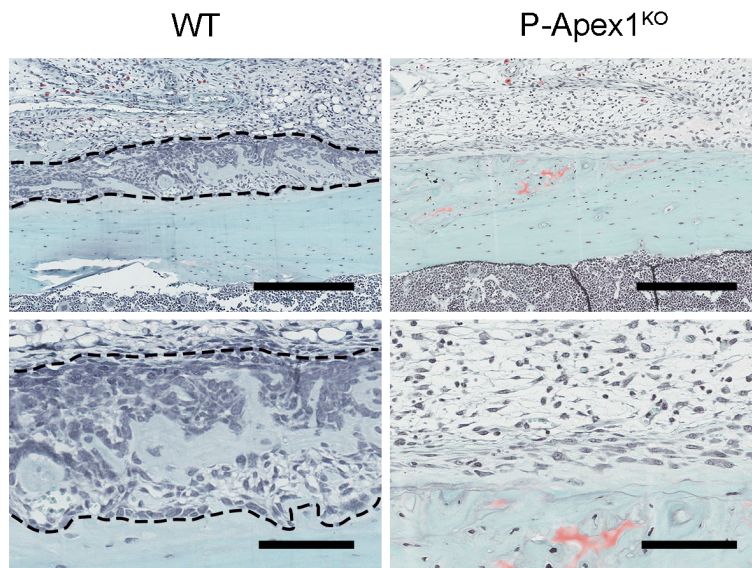

b

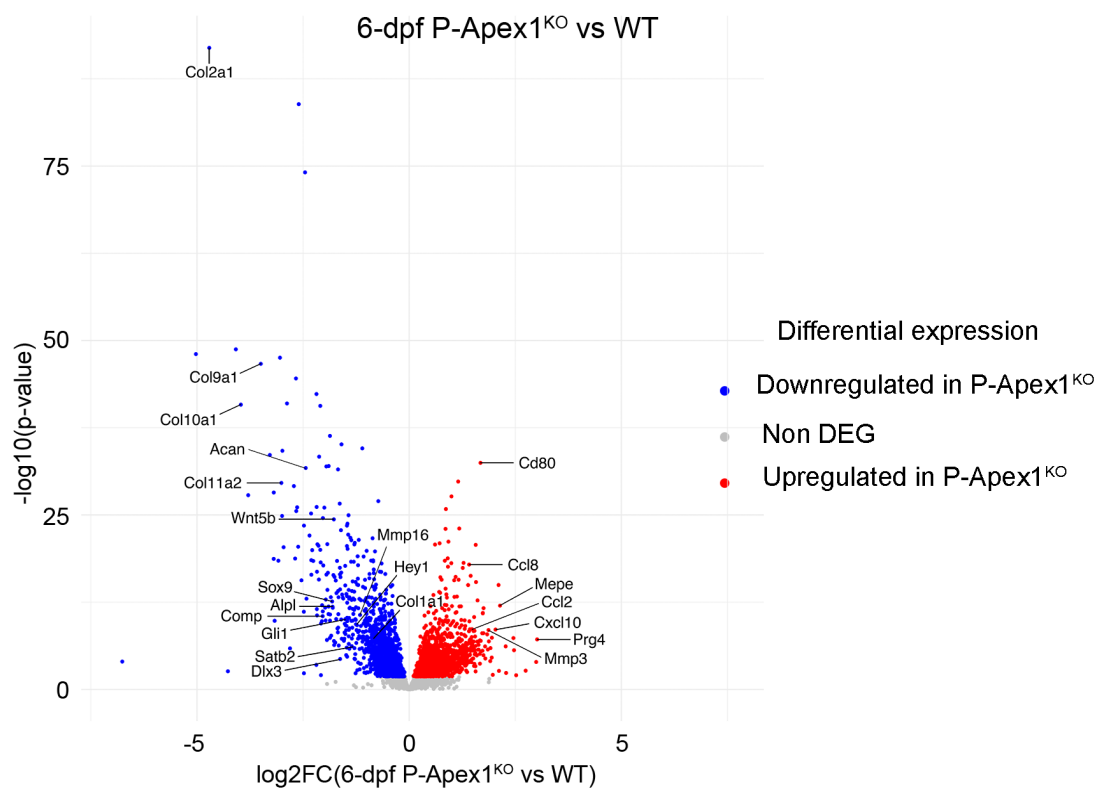

c

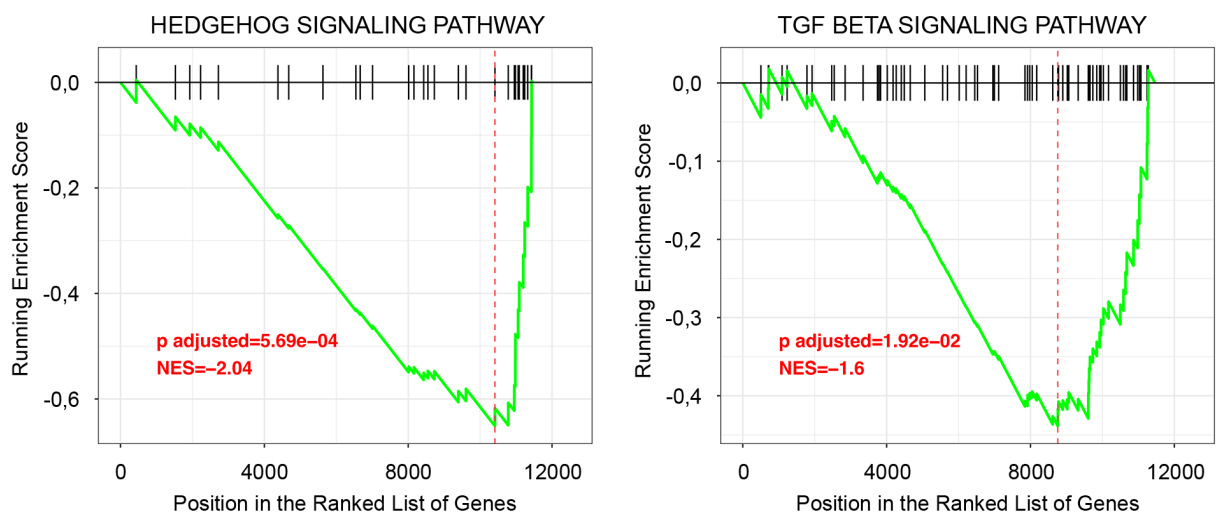

Supplemental figure 5

**Supplemental figure 5. *Impact of Apex1 silencing in the early reparative phase.***

(a), Reduced intramembranous bone formation in P-Apex1<sup>KO</sup> mice during the early reparative phase, 6-dpf, as visualized by histological analysis. Dotted black line limits the cancellous bone. Scale bar, upper panels 300  $\mu$ m; lower panels, 100  $\mu$ m. (b), Volcano plot for the transcriptome wide analysis from P-Apex1<sup>KO</sup> (n = 3) and WT littermates (n = 5) derived calluses at 6-dpf. Crucial chondrogenic markers are labeled. (c), Gene set enrichment analysis showing the impact of Apex1 silencing during the early reparative phase over Hedgehog- and TGF- $\beta$ /BMP-signaling pathways.

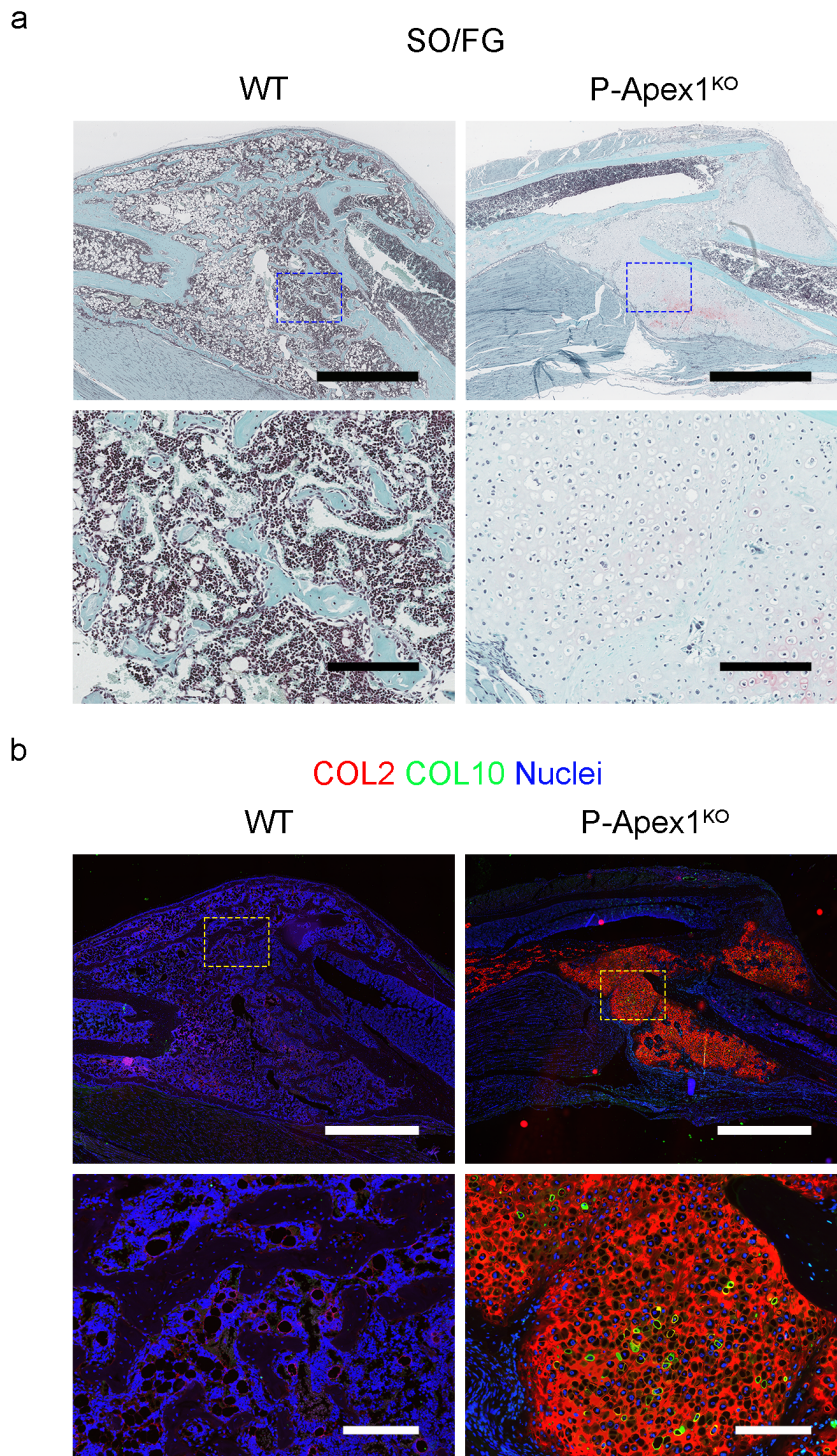

**Supplemental figure 6. *Impaired cartilage resorption at 21-dpf in P-Apex1<sup>KO</sup> mice.*** (a), Safranin O/Fast Green (SO/FG) staining in P-Apex1<sup>KO</sup> mice 21-dpf fracture calluses showed the presence of cartilaginous tissue with reduced content of Safranin O. Scale bar, upper panels, 1.5 mm; lower panels, 200  $\mu$ m. (b), The chondrogenic nature of the calluses in P-Apex1<sup>KO</sup> mice was confirmed by immunohistological analysis against the presence of type II and type X collagen. Scale bar, upper panels, 1.5 mm; lower panels, 200  $\mu$ m.

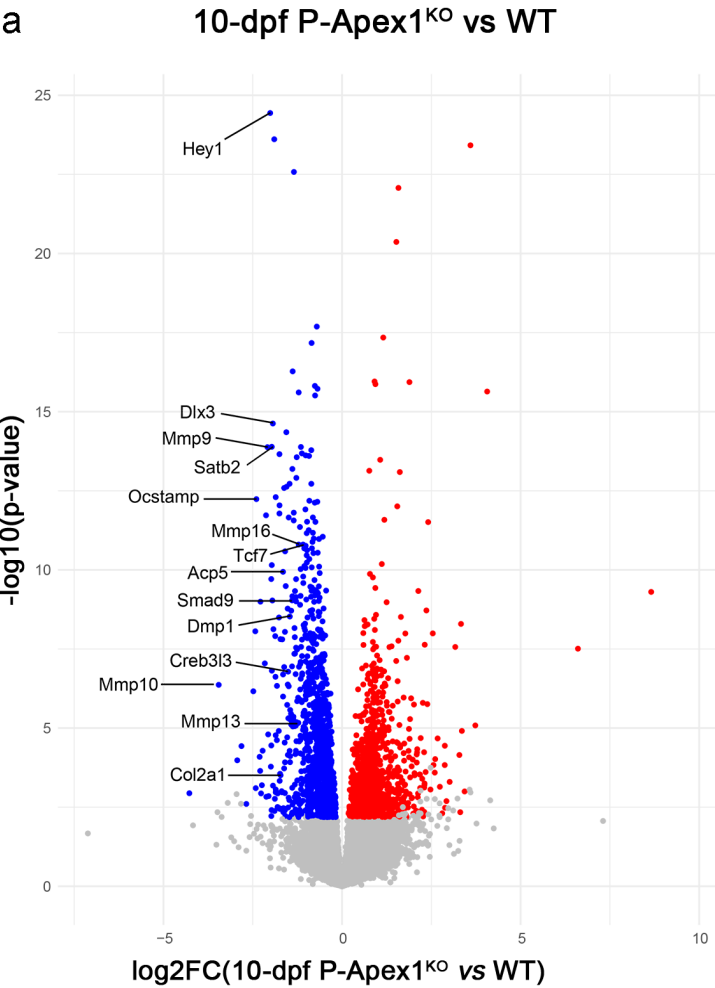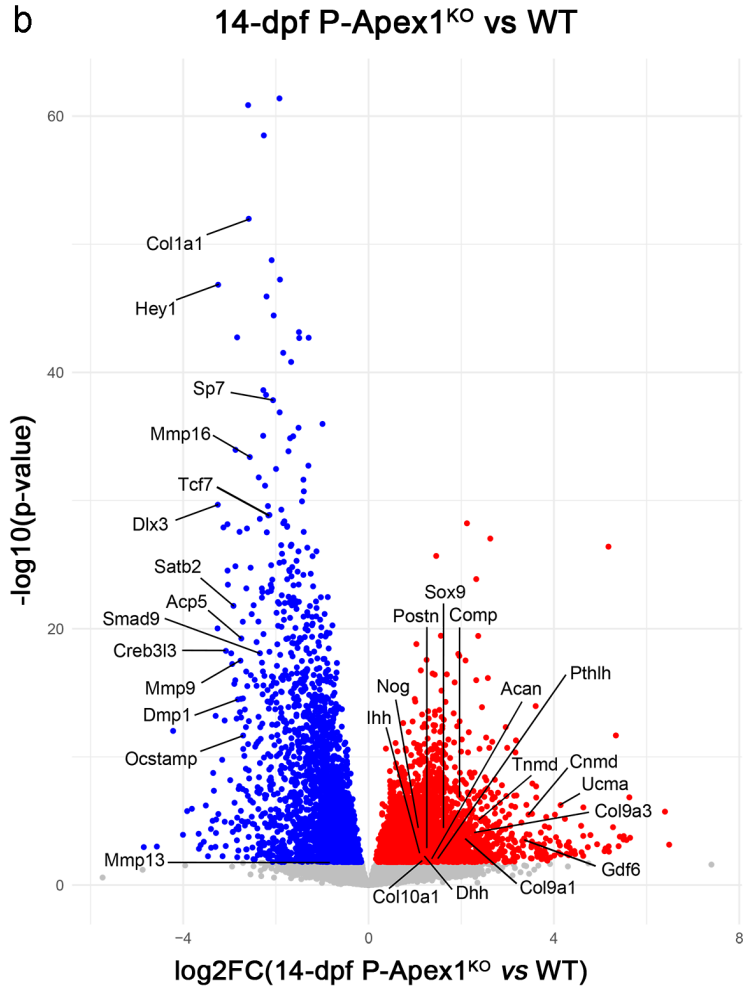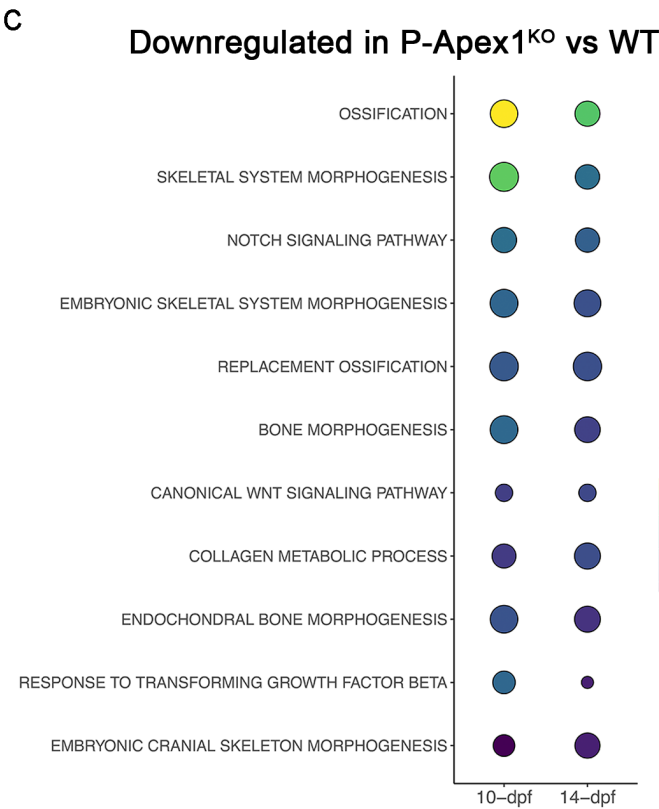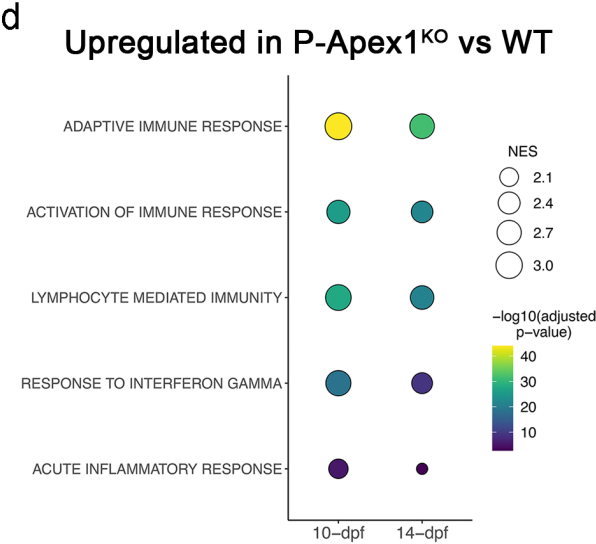

Supplemental figure 7

**Supplemental figure 7. *Transcriptomic analysis of the late reparative phase.*** Volcano plots and gene set enrichment analysis (GSEA) considering the Gene Ontology Biological Processes database showing an altered endochondral ossification progression at 10- (**a**) and 14-dpf (**b**). (**c**), Downregulated processes in P-Apex1<sup>KO</sup> vs WT animals at 10- and 14-dpf. (d), Upregulated processes in P-Apex1<sup>KO</sup> vs WT animals at 10- and 14-dpf.

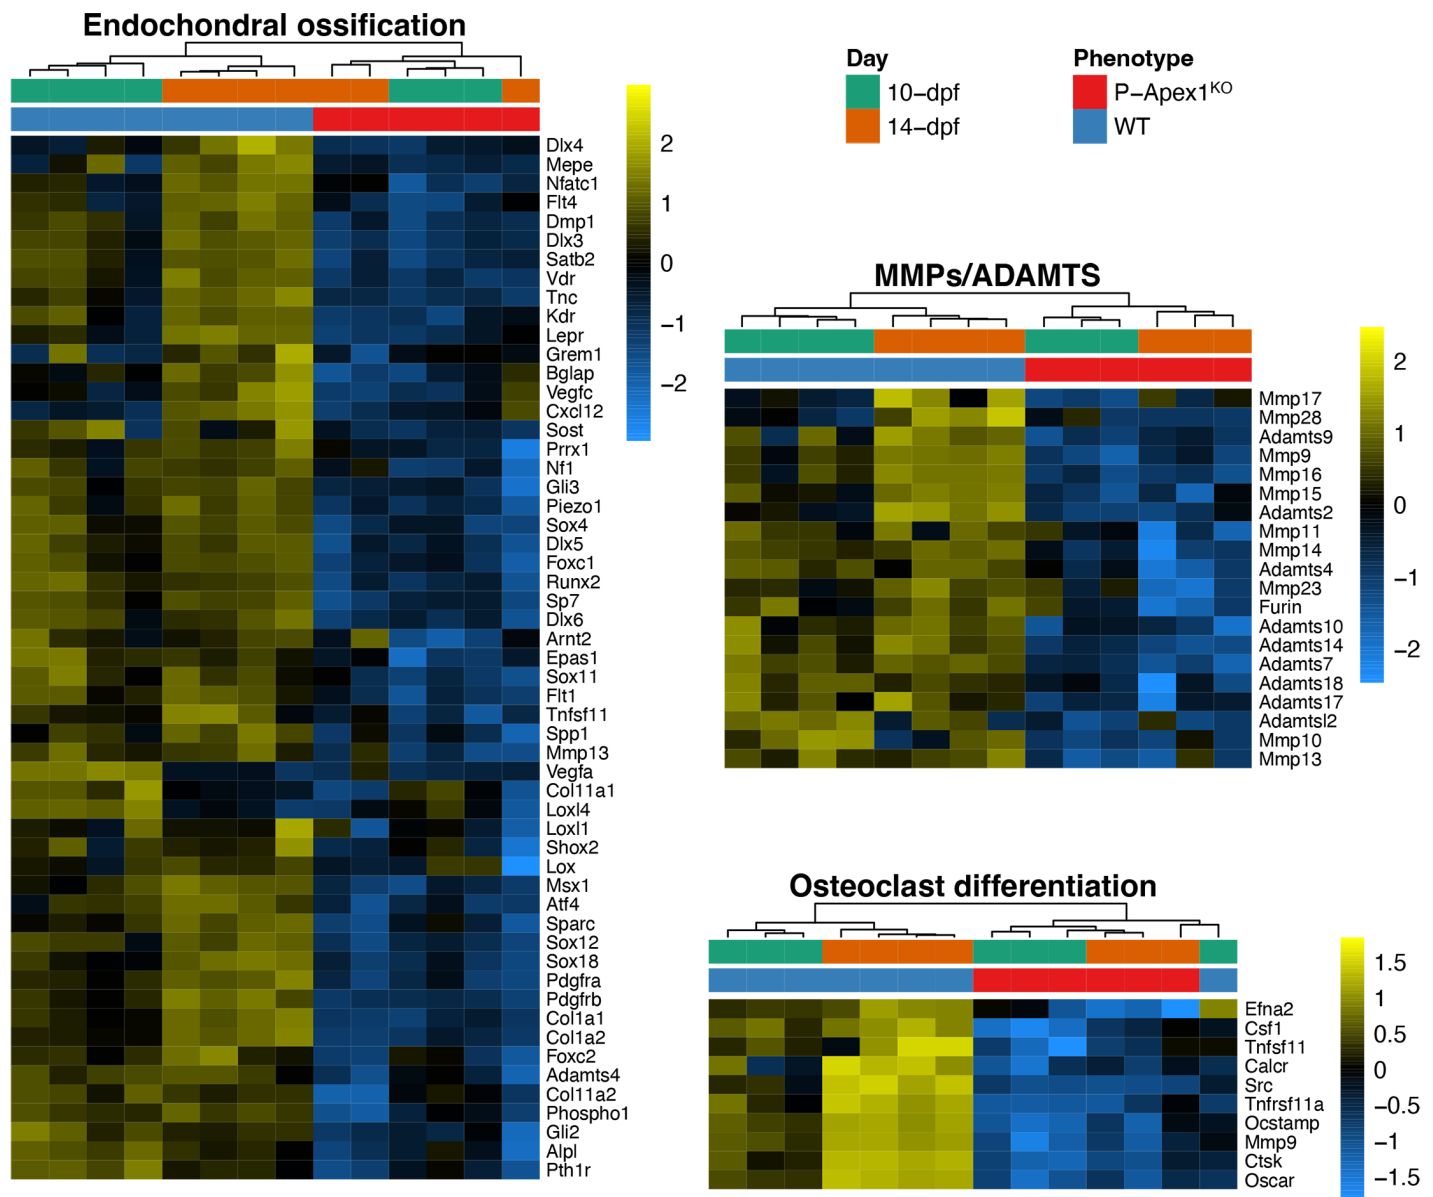

**Supplemental figure 8. Impaired progression of endochondral ossification in *P-Apex1*<sup>KO</sup> mice.** Heatmap including gene names for the DEG (Figure 5b) related with endochondral ossification and replacement ossification (genes related with MMPs/ADMATSS and osteoclasts differentiation).

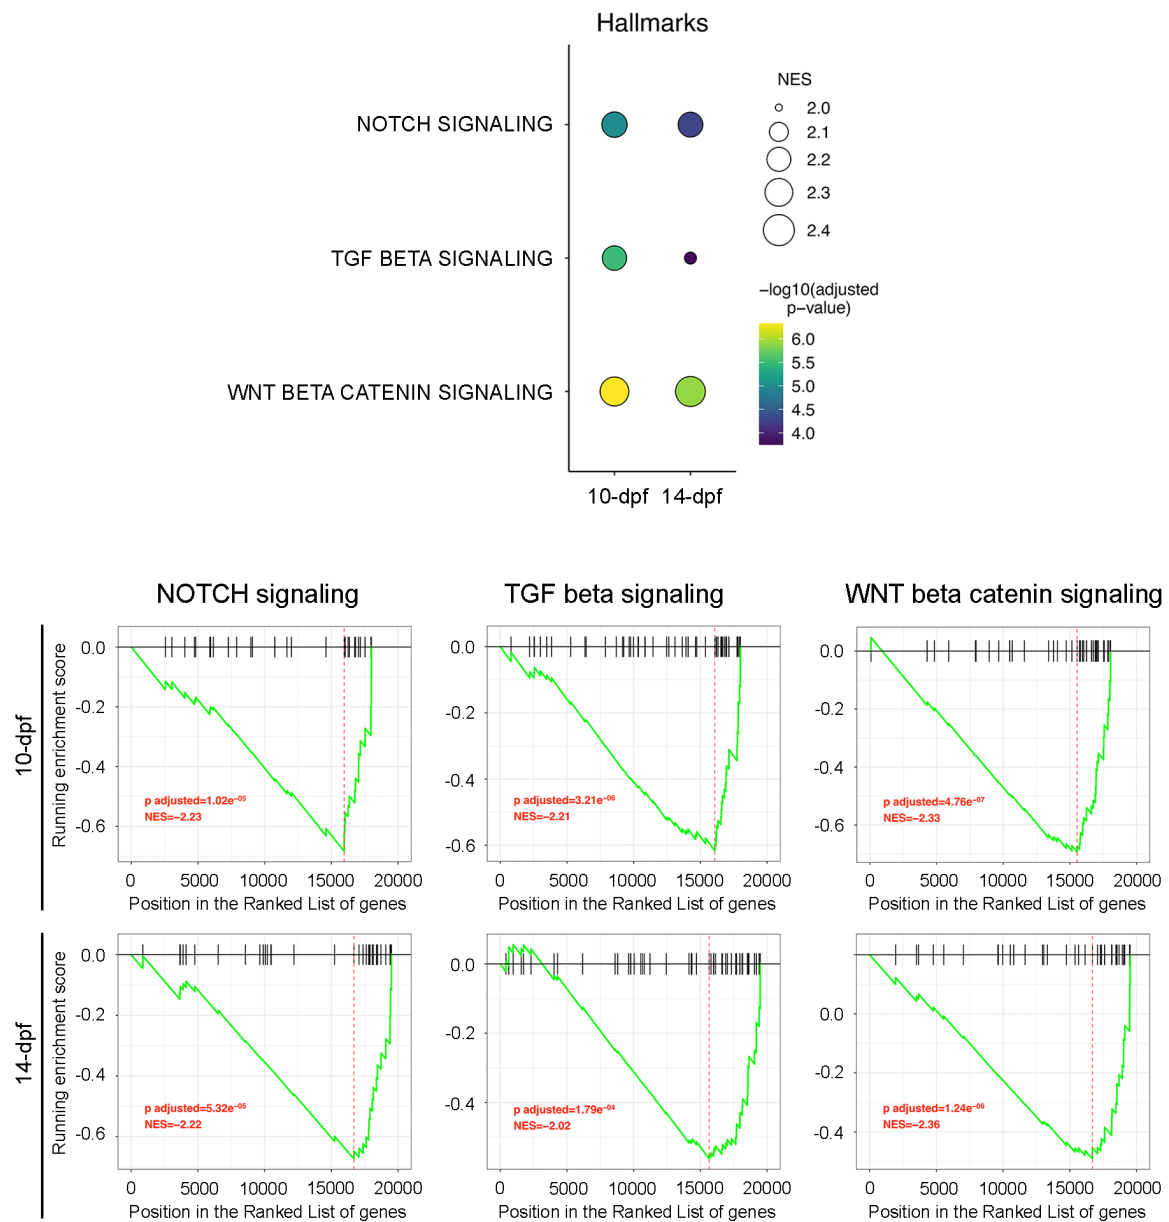

**Supplemental figure 9. Transcriptomic analysis for key signaling pathways during endochondral ossification.** GSEA showed that major signaling pathways NOTCH, BMP and WNT were downregulated in P-Apex1<sup>KO</sup> mice at the end of the reparative phase.

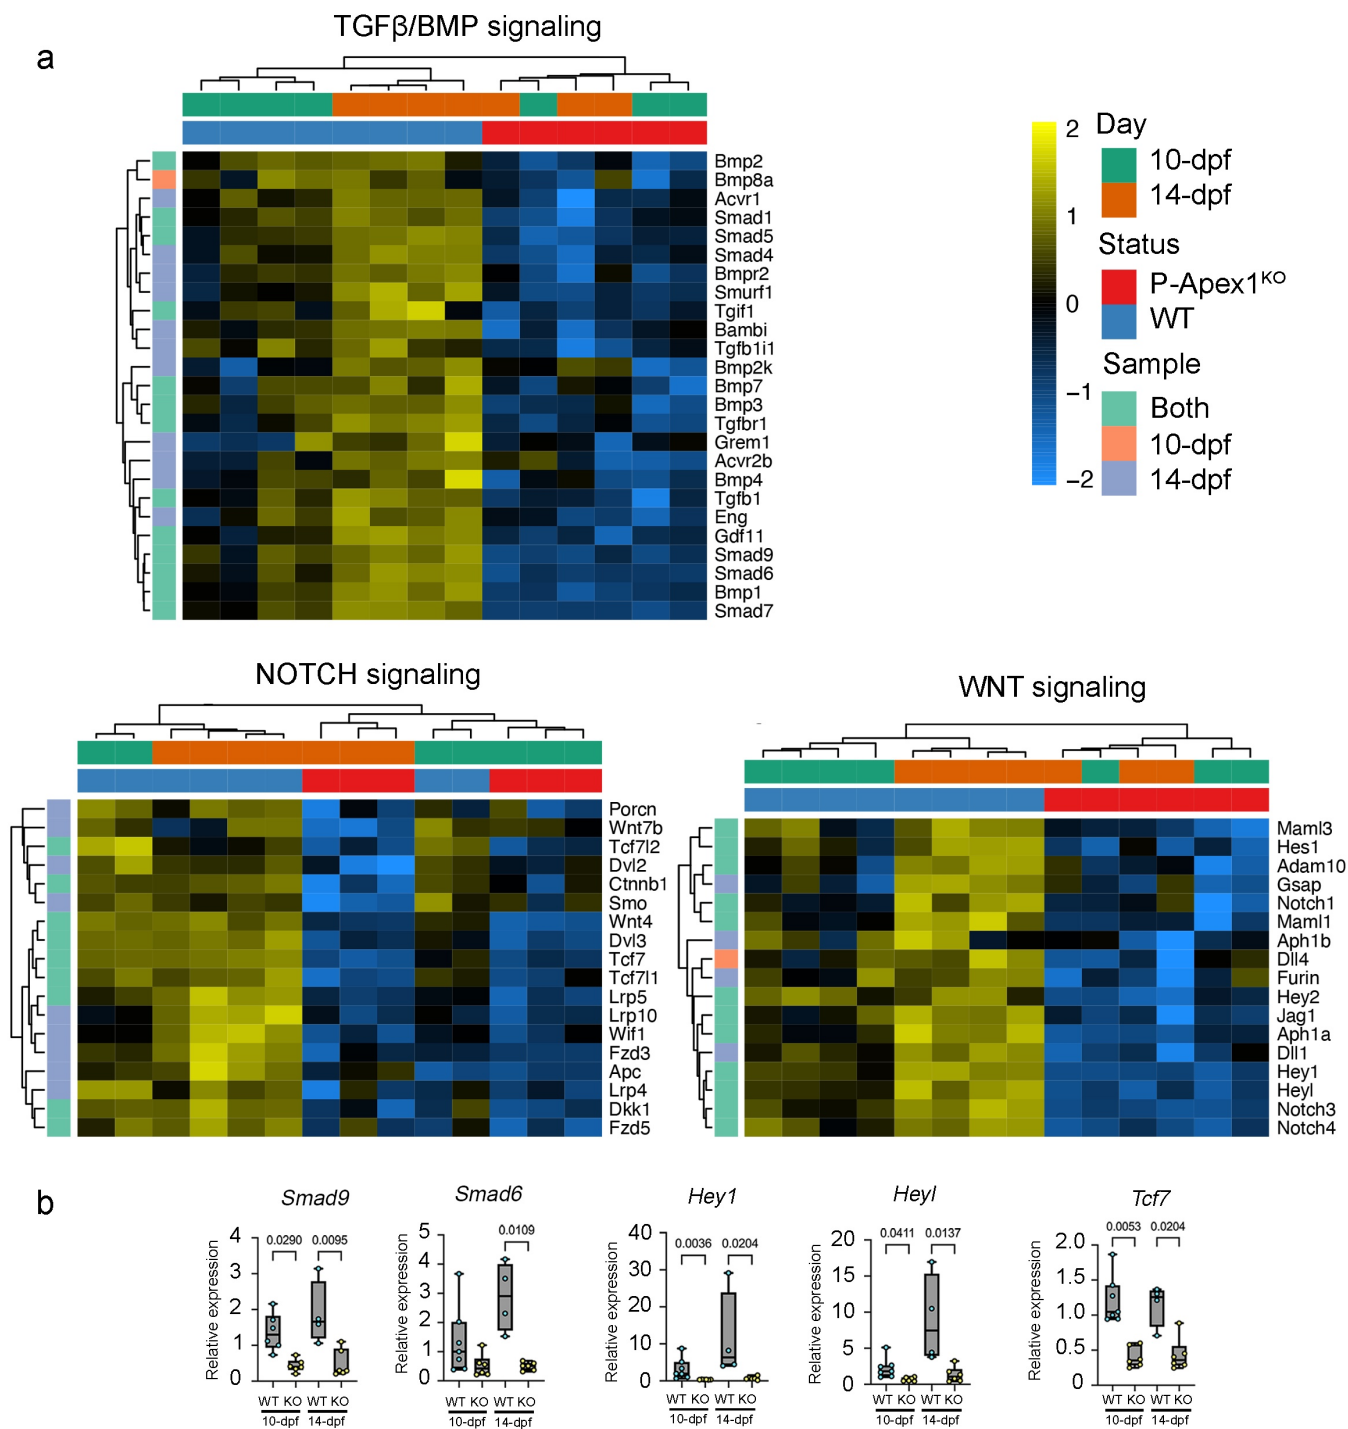

**Supplemental figure 10. (a), Full histogram containing DEG for key signaling pathways during endochondral ossification (Figure 5d). (b), Quantitative RT-PCR analysis validating the bulk RNA-seq data, all results are expressed as median and interquartile range; whiskers represent maximum and minimum values. 10-dpf (WT, n = 7; P-Apex1<sup>KO</sup>, n = 6), 14-dpf (WT, n = 4-7; P-Apex1<sup>KO</sup>, n = 6). P values were determined by Kruskal Wallis test (*Smad9*, p = 0.0030; *Smad6*, p = 0.0086; *Hey1*, p = 0.0006; *Heyl*, p = 0.0028; *Tcf7*, p = 0.0011) followed by Dunn's multiple comparisons test.**

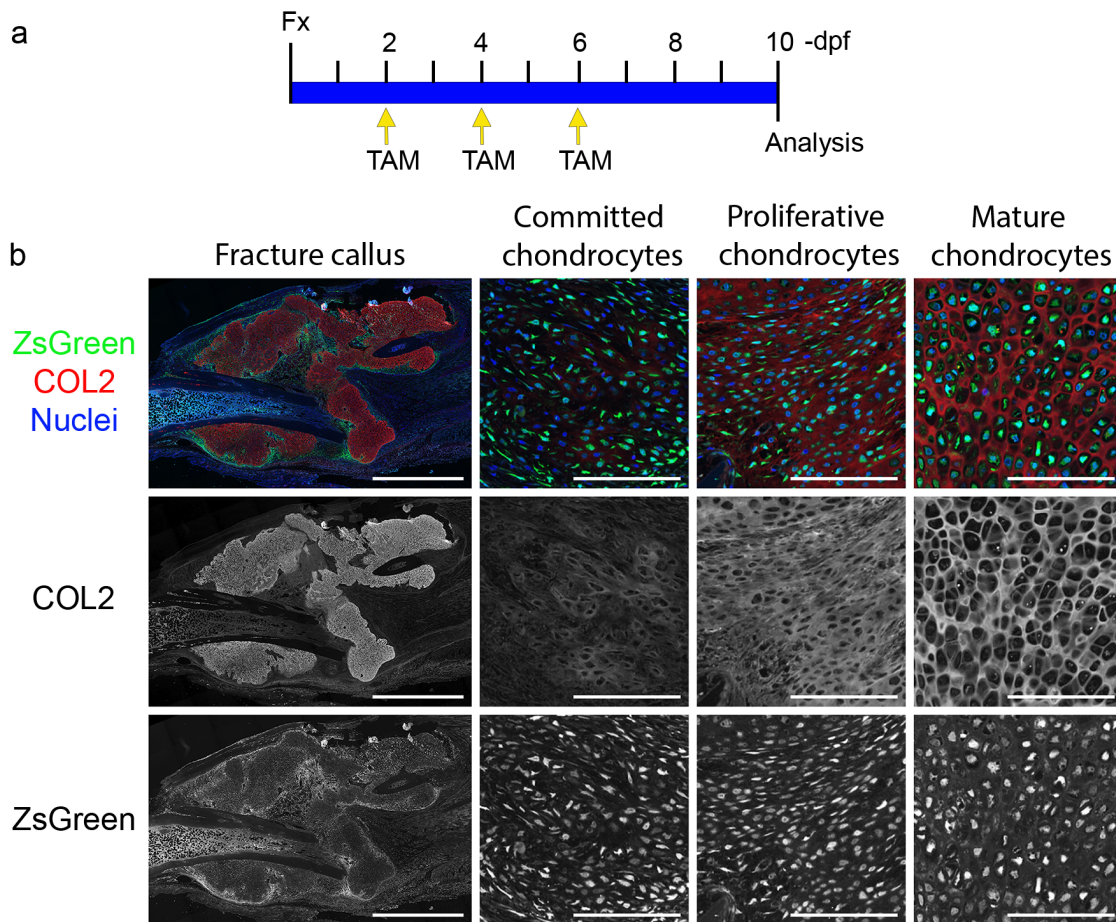

**Supplemental figure 11. Strategy for *Apex1* specific silencing in chondrocytes.**

(a), Experimental design for CreER<sup>T2</sup> induction. (b), Representative images of 10-dpf callus showing the recombination driven by Cre in chondrocytes at different stages of differentiation. Left panel, scale bar 1 mm. Right panels, scale bar 100 μm. COL2, type II collagen.

The aggrecan promoter drives Cre mediated recombination in committed chondrocytes and derived chondrocyte populations after tamoxifen induction. Because chondrocyte differentiation starts at the end of the inflammatory phase, we sought to define the mesenchymal populations affected by AcanCreER<sup>T2</sup> recombination. We crossed AcanCreER<sup>T2</sup> mice with ZsGreen reporter mice (ROSA<sup>ZsGreen</sup>), double hemizygous transgenic mice (AcanCreER<sup>T2</sup>;ROSA<sup>ZsGreen</sup>, A-ROSA<sup>ZsGreen</sup>) received a close fracture of the tibia and tamoxifen at days 2-, 4- and 6-dpf. At 10-dpf animals were sacrificed and the presence of ZsGreen positive cells in the fracture callus were analyzed together to the immunohistological location of type II collagen. ZsGreen positive cells were detected across different cartilaginous locations as committed chondrocytes, delimiting type II collagen-stained areas, and as proliferative and mature chondrocytes embedded in type II collagen-stained areas. Scale bar, 1 mm (fracture callus, left column); right columns, 100 μm.

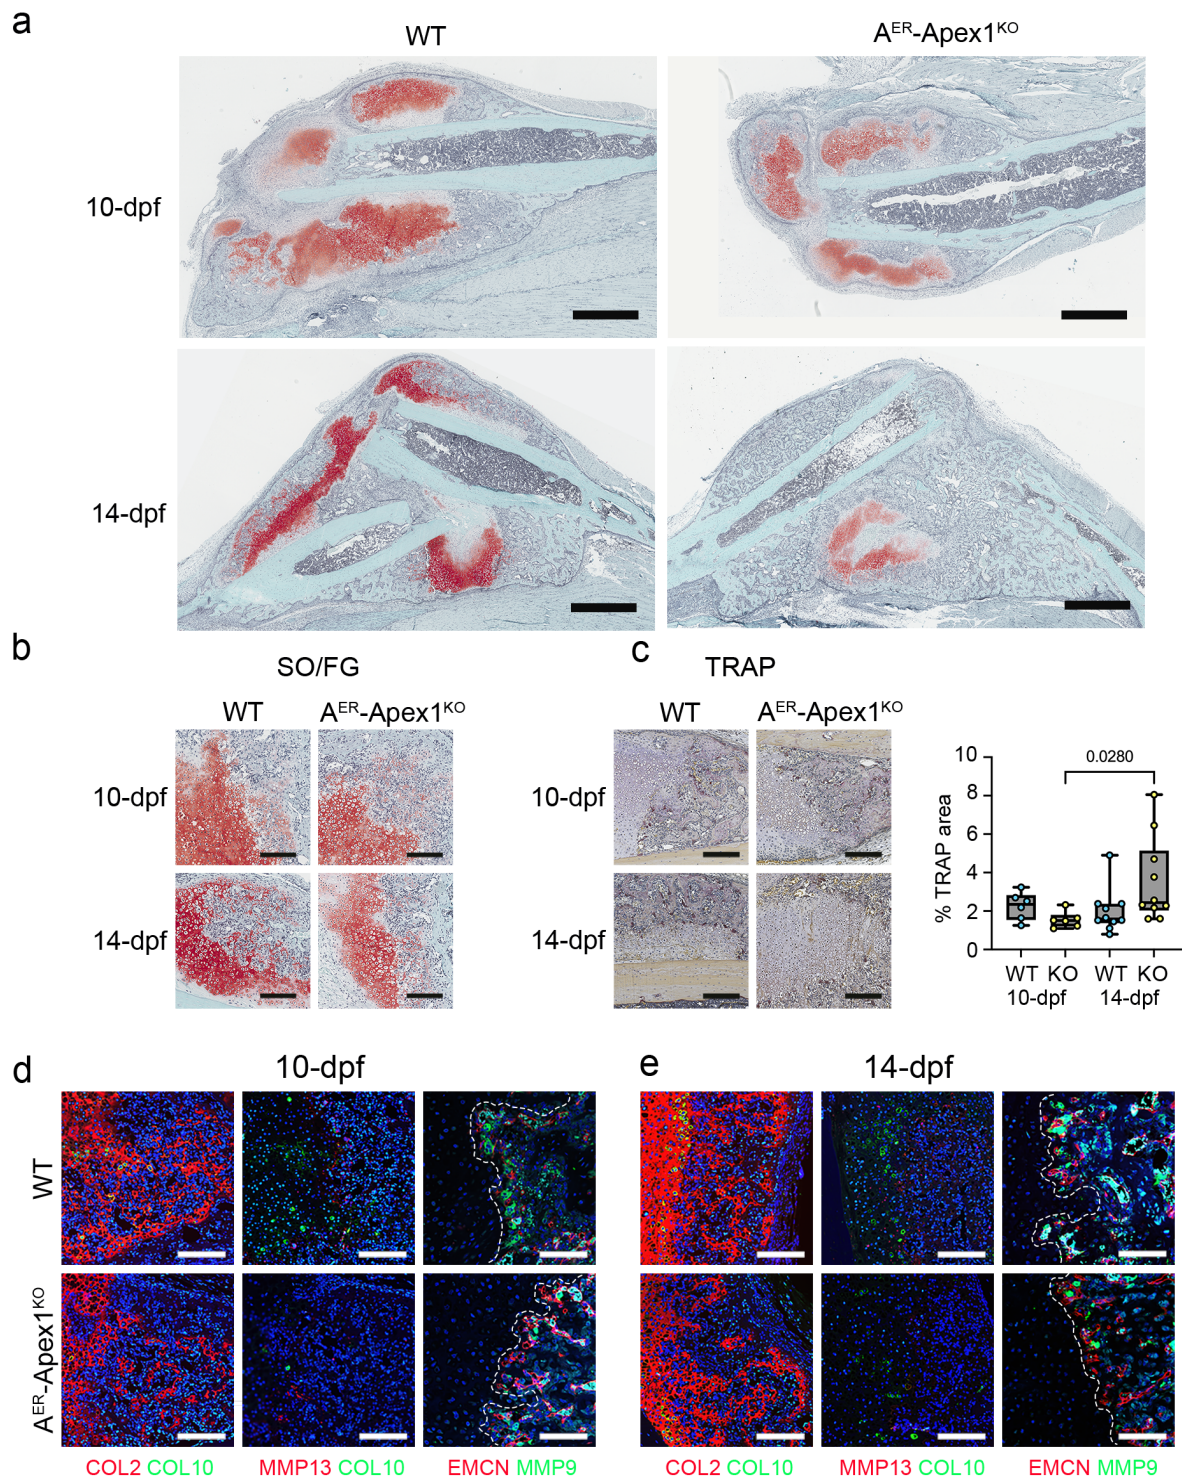

**Supplemental figure 12. Histological and immunohistological analysis of  $A^{ER}\text{-Apex1}^{KO}$  fracture callus.** SO/FG staining showed reduced cartilage areas in  $A^{ER}\text{-Apex1}^{KO}$  calluses at 10- and 14-dpf (a) and signs of cartilage resorption in both  $A^{ER}\text{-Apex1}^{KO}$  and WT littermates at 10-and 14-dpf (b). (c), Silencing *Apex1* in chondrocytes has little impact in the recruitment and activity of osteoclasts. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. P values were determined by Kruskal-Wallis test ( $p = 0.0296$ ) followed by Dunns multiple comparisons test. Immunohistological detection of markers of cartilage maturation and endochondral ossification progression for WT and  $A^{ER}\text{-Apex1}^{KO}$  at 10-dpf (d) and 14-dpf (e). Scale bar, 100  $\mu\text{m}$ . COL2, type II collagen; COL10, type 10 collagen; EMCN, Endomucin. Dotted white lines label the chondro-osseous junction of the fracture callus.

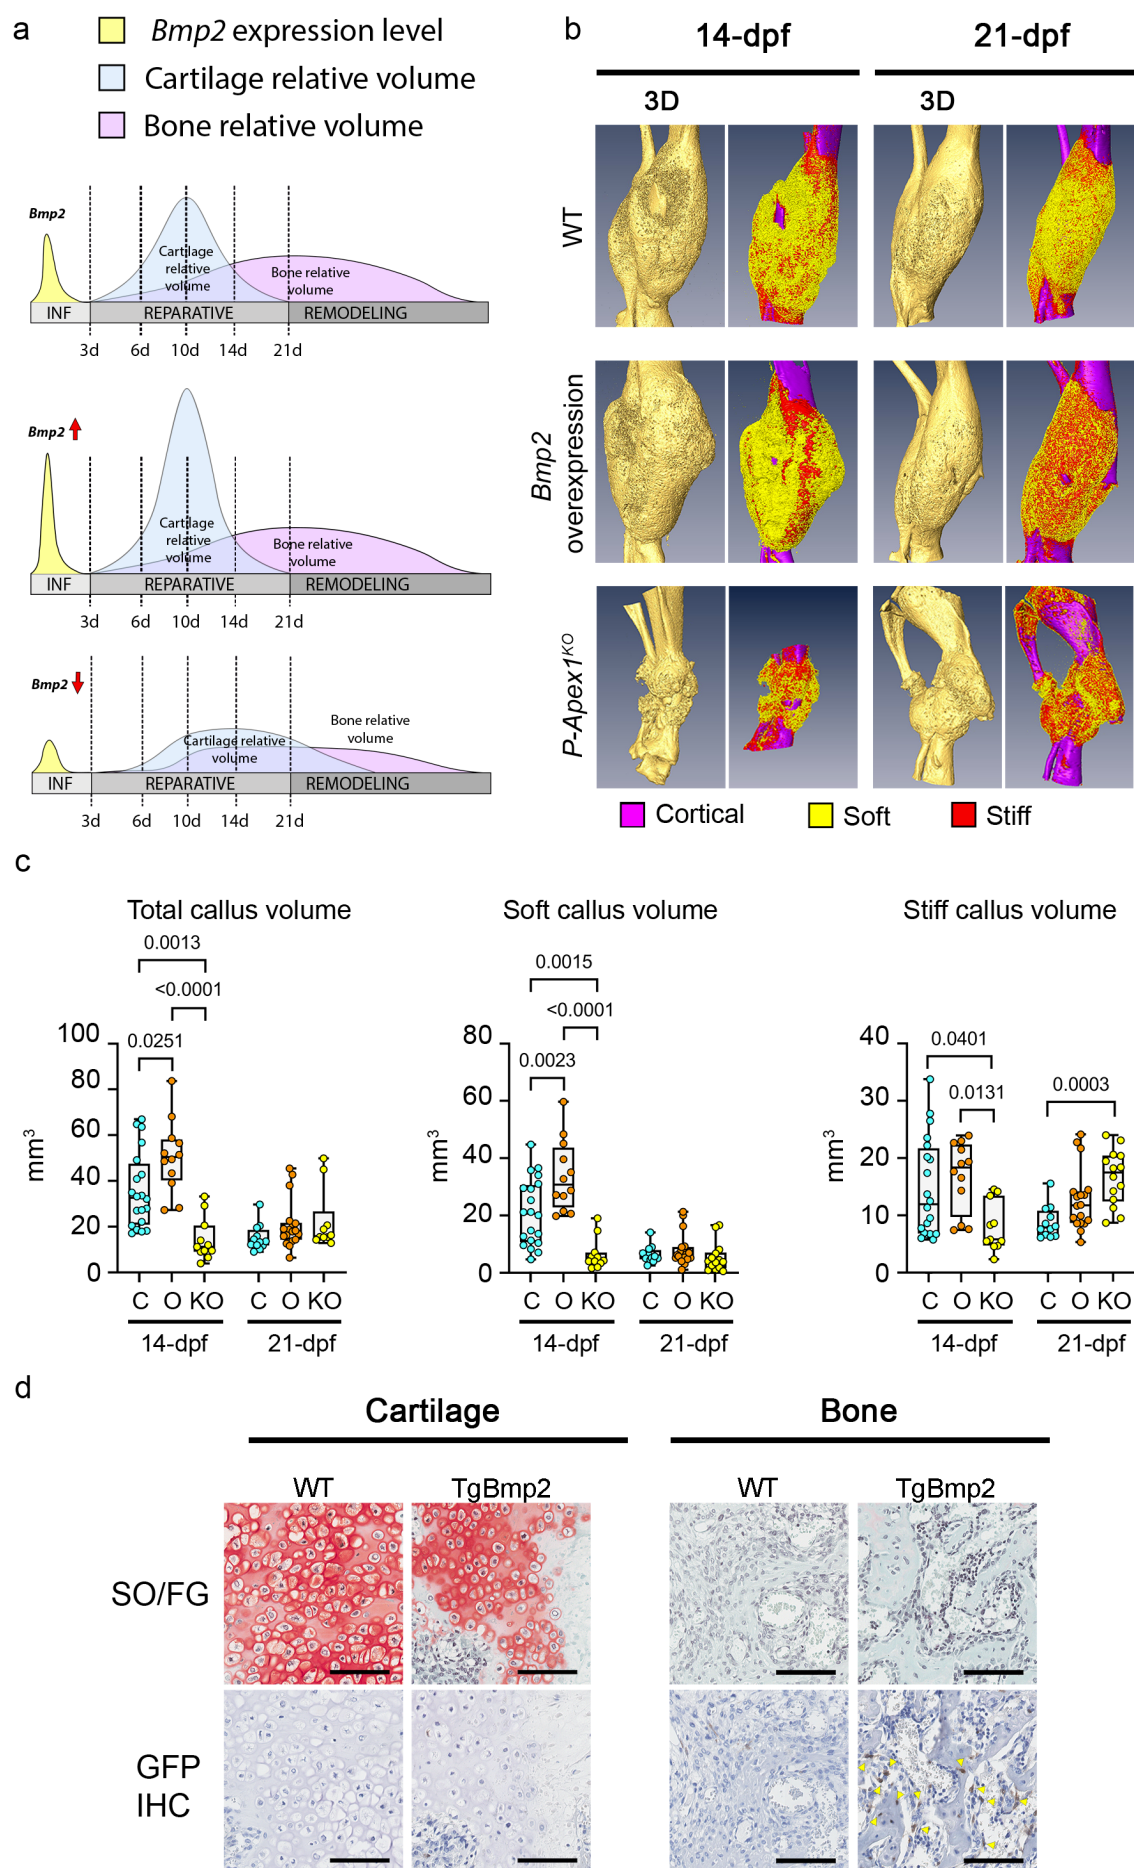

Supplemental figure 13

**Supplemental figure 13. *Bmp2* expression during the inflammatory phase impacts callus volume.** (a), Graphical representation of the relation between levels of *Bmp2* expression, callus volumen, and *Apex1* silencing phenotype. (b), Three-dimensional reconstruction and segmentation of the fracture calluses at 14-dpf ( WT (C), n = 20; *Bmp2* overexpression (O), n = 12; and P-*Apex1*<sup>KO</sup>(KO), n = 11) and 21-dpf (WT (C), n = 12; *Bmp2* overexpression (O), n = 18; P-*Apex1*<sup>KO</sup> (KO), n = 10). (c), Quantification of the total callus, soft (non-mineralized), and stiff (mineralized) callus volume. Results are expressed as median and interquartile range; whiskers represent maximum and minimum values. P values were determined by one way ANOVA (Total callus volume, p < 0.0001; Soft callus volume, p < 0.0001; Stiff callus volume, p = 0.0493) and Sidák's multiple comparisons test. (d), Immunohistological validation of the strategy for *Bmp2* overexpression. The presence of an internal ribosomal entry site in the Tg*Bmp2* mice allows GFP detection as reporter of *Bmp2* expression. The expression of GFP was assessed by immunohistochemistry at 14-dpf. Expression of *Bmp2* was detected in osteoblast/osteocytes along the callus (yellow arrowheads). Scale bar, 100  $\mu$ m.

# Supplementary material for: APEX1, a transcriptional hub for endochondral ossification and fracture repair
**Source:** Bone Res. 2026 Jan 16;14:7. doi: 10.1038/s41413-025-00486-1
**Supplement:** Supplementary file 2 — Supplemental methods

**Supplemental methods**

**X-gal staining**

The analysis of *Apex1* expression profile was performed using 9-weeks-old Apex1^tm1a/+^ mice.

To detect b-Galactosidase activity, whole mount Apex1^tm1a/+^ tibias were subjected to X-gal staining before histological processing and paraffin embedding as previously described^17^. After the incubation in X-gal solution, samples were fixed in 4% PFA and processed for histological analysis. Sections were counterstained with Nuclear Fast Red to allow histological evaluation and b-GAL profile analysis.

**Micro computed tomography (mCT) analysis**

For performing the μCT analysis, mice tibias 3D tomographic images were acquired using X-ray micro-CT (Quantum-GX, Perkin Elmer) with the following parameters: 90 kVp X-ray source voltage, 88 μA current and the high-resolution scan protocol for a total acquisition time of 14 minutes and a gantry rotation of 360 degrees. The plugins integrated in BoneJ were applied to the trabecular segmentation mask obtained. The tomographic three-dimensional images containing the whole bone had a total of 512 slices with isotropic 50 μm voxel size and a resolution of 512 pixels per slice. Histomorphometry analysis of the region of interest (ROI) containing the metaphysis (10 x 10 x 10 mm) was reconstructed from the original scan at a resolution of 20 microns per voxel using the Quantum 3.0 software. Trabecular histomorphometry parameters were calculated using BoneJ version 1.4.2.

**Bulk RNA-seq**

RNA quality was measured employing the kit “High Sensitivity RNA ScreenTape” and following manufacturer instruction. All RNA samples presented a high RNA quality (RNA integrity numbers between 7 and 9) and were adequate for further transcriptomic analysis. Roughly 150 ng of high-quality total RNA were used for transcriptomic interrogation of WT and P-Apex1^KO^ fracture calluses using Illumina’s Stranded Total RNA Prep Ligation with Ribo-Zero Plus (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Briefly, cytoplasmic and mitochondrial rRNAs, as well as beta globin transcripts, were depleted from the samples. The remaining RNA was fragmented and reverse transcribed. To preserve strand specificity, a second strand cDNA synthesis step removed the RNA template while incorporating dUTP in place of dTTP. Next, double-stranded cDNA was A-tailed, then ligated to Illumina anchors bearing T overhangs. PCR-amplification of the library allowed the barcoding of the samples with 10-bp dual indexes and the completion of Illumina sequences for cluster generation. Libraries were quantified with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and their profile was examined using Agilent’s HS D1000 ScreenTape Assay (Agilent, Santa Clara, CA). Sequencing was carried out in an Illumina NextSeq 2000 (Illumina) using paired-end, dual-index sequencing (Read 1: 59 cycles; i7: 10 cycles; i5: 10 cycles Read 2:59 cycles) at a depth of 50 million reads per sample. Samples were demultiplexed using Illumina bcl2fastq software (v.2.2.0) and aligned to the mouse genome (mm39) with STAR (V2.7.0d). Gene expression quantification was performed using the featureCounts function implemented in the R package Rsubread (v2.4.3) counting uniquely mapped reads with reverse strandness. The Ensembl v104 gene annotation was considered as the reference. The filterbyExpr function implemented in the edgeR package was used to filter out genes with low number of counts for downstream analyses. Differential expression analyses with the Wald test and an FDR of 0.05 were performed with DESeq2 (v1.32.0) including the effect of sex in the analysis model. Gene Set Enrichment analysis (GSEA) was performed with fgsea (v.1.18.0), ranking genes by the Wald statistic. For pathway enrichment, we considered the Hallmark, KEGG and Gene Ontology biological processes databases. The gene sets were obtained using msigdbr (v.7.4.1). The resulting p-values were corrected with Benjamini-Hochberg, setting a 0.05 cutoff.

**Supplemental table 3**: Taqman probes used in the study.

| **Gene** | **Reference** |
| --- | --- |
| *Sox9* | Mm00448840_m1 |
| *Col2a1* | Mm01309565_m1 |
| *Col10a1* | Mm00487041_m1 |
| *Col9a1* | Mm00483836_m1 |
| *Col11a1* | Mm00483387_m1 |
| *Acan* | Mm00545794_m1 |
| *Col1a1* | Mm00801666_g1 |
| *Dmp1* | Mm01208363_m1 |
| *Dlx3* | Mm00438428_m1 |
| *Sp7* | Mm04933803_m1 |
| *Satb2* | Mm00507337_m1 |
| *Acp5* | Mm00475698_m1 |
| *Ocstamp* | Mm00512445_m1 |
| *Mmp16* | Mm00490659_m1 |
| *Mmp13* | Mm00439491_m1 |
| *Mmp9* | Mm00442991_m1 |
| *Mmp10* | Mm01168399_m1 |
| *Smad6* | Mm00484738_m1 |
| *Smad9* | Mm00649885_m1 |
| *Hey1* | Mm00468865_m1 |
| *Heyl* | Mm00516558_m1 |
| *Tcf7* | Mm00493445_m1 |
| *Bmp2* | Mm01340178_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

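Bulk RNA sequencing of dissected fracture callus covered 30 mice at 4 time points: 4 WT and 4 P-Apex1 KO mice at 3-dpf, 5 WT and 3 P-Apex1 KO mice at 6-dpf, 4 WT and 3 P-Apex1 KO mice at 10-dpf and 4 WT and 3 P-Apex1 KO mice at 14-dpf. WT littermates include mice with Prrx1-Cre and one floxed *Apex1* allele. From total RNA depleted of rRNA and beta globin transcripts, the authors made stranded libraries, sequenced both ends of the fragments, aligned the reads to mm39 with STAR and counted uniquely mapped, reverse-stranded reads per gene with featureCounts on Ensembl v104. Values here were computed from the authors' deposited counts, which are raw whole-number read counts per gene and sample without normalization. The genotype, time point and sex of each sample were taken from the deposited labels. The alignment, the counting and the reads themselves were not analysed here.

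The count table holds 55416 gene IDs. Symbols, positions and gene types came from GENCODE M39 on GRCm39, the same build as the authors' and a later annotation, which holds 54749 of them. The other 667 stayed in the tests without a position. Counts on genes per library ran from 18334389 to 43111491. Genes of low abundance, such as *Ano3* in WT mice, carry counting error, and for the others the number of mice, 3 to 5 per group, limits the precision. Errors of log2 fold changes are standard errors, computed as the size of the change over the square root of the F statistic.

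Each time point was fitted on its own with edgeR 4.0.16 in R 4.3.3: filterByExpr with the design, TMM normalization, genotype and sex in the model, robust quasi-likelihood fits, F tests and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. Models of 2 time points with 4 groups and sex tested whether the genotype difference changed between 3- and 6-dpf or between 10- and 14-dpf, and the change from 10- to 14-dpf in each genotype. A comparison of 6- with 10-dpf was not made, because the sample names change there, which leaves a library batch open. At 14-dpf the P-Apex1 KO mice were all female and 1 WT mouse was, so with sex in the model the genotype difference rests on that mouse.

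Pathways and cell types were represented by gene lists, since MSigDB was not used here. There were 34 lists, written before the counts were seen and after reading the paper and its supplementary tables. The lists were for hedgehog, mitosis, DNA repair, oxidative phosphorylation, type I interferon, interferon gamma, lymphocytes, B cells, T and NK cells, macrophages, endothelium, erythroid and neutrophil precursors, skeletal muscle, cartilage, hypertrophic chondrocytes, osteoblasts, osteoclasts, TGF-β/BMP, NOTCH and WNT, and genes copied from the paper's text and figures. The headings over the NOTCH and WNT genes of Fig. S10a look exchanged, so these genes were assigned to the pathways by general knowledge. Of the genes of these lists, the paper's text or figures name 19 of 28 for cartilage, 11 of 16 for hypertrophic chondrocytes, 20 of 32 for osteoblasts, 9 of 24 for osteoclasts, 25 of 54 for TGF-β/BMP, 15 of 38 for NOTCH, 15 of 55 for WNT and 6 of 27 for hedgehog, so these lists are not independent of the paper. A list of p53 targets was added after the results were seen, and its p-values were adjusted over the 4 time points alone. The other lists of at least 5 genes were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over the lists of a time point. The score of a list in a mouse is its mean log2 CPM (prior count 2) minus the WT mean.

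The genes named were set by a rule: every gene the paper names for a time point in its text, volcano plots or heatmaps (heatmap genes as counts, and by name where direction or call differ from the paper's); the 3 largest positive and 3 largest negative log2 fold changes among protein-coding genes past the threshold with a mean of at least 1 CPM and no overlap between genotypes; *Apex1*, *Bmp2* and *Shh* at every time point; and genes that give the number for a list or for a test of an artefact. One item to which this rule applies is not reported here, and the counts of named genes, of their alternatives and of the groups examined for outliers leave it out.

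Alternatives were DESeq2 1.42.0 with its Wald test, no sex term, DESeq2's size factors or library size alone in place of TMM, the 20 most abundant genes left out, at least 10 counts in every sample or no filter, all samples in one model, the replicate number in place of sex, each mouse left out in turn, and for lists fry, fgsea 1.28.0 and camera with an estimated correlation. Chosen after the data were seen were libraries thinned to the smallest, a correction for GC content and length, the muscle score as a covariate, the neighbouring time point in the model with edgeR or DESeq2, DESeq2 without sex and 27 DESeq2 settings in all. Ranges given for the alternatives with all mice leave out the settings chosen after the data were seen. The methods were tested on simulated data, with 200 genes changed by a factor of 4 in every P-Apex1 KO library and no difference between the sexes. At 3-, 6-, 10- and 14-dpf edgeR called 154, 171, 174 and 126 of the 192, 198, 195 and 193 that passed the filter, with 10, 9, 13 and 8 false calls. Pairs of libraries of one group were checked for being technical copies, and the chi-square per degree of freedom was 5.65 to 127 over 43 pairs. No sample was left out of the reported fits.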

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

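In this part, the tests of a mislabelled sample, of fewer cells that had lost *Apex1* and of a p53 response, and the second of the 2 measures of spread for muscle genes, were chosen only after the results were seen.

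In 3 of the 115 groups of 4 or 5 mice examined, one mouse lay far from the others by Dixon's test, where chance gives about 5.75. The mean log2 CPM of the mitosis list at 3-dpf, set against the WT mean, was -0.70 in replicate 1 of the libraries labelled P-Apex1 KO, where the other 3 lay between 0 and 0.05. The same library had the highest skeletal muscle score of the libraries labelled P-Apex1 KO, 1.31. With each mouse's muscle score as a covariate the mitosis median changed from -0.09 to 0.27 (adjusted p = 4.87e-09, against 1.6e-06 to 0.849 under the alternatives with all mice). Replicate 3, with a muscle score of 1.08, was among those other 3, so a high muscle score did not go with a low mitosis score there, and the source of the value stays open. More skeletal muscle in the dissected tissue was tested for the muscle genes. More muscle would raise muscle transcripts of every kind by a similar factor. The medians of metabolic, calcium-handling and contractile genes spanned 0.13, which is less than the SD of 0.226 between genes over the whole list and of 0.26 within contractile genes, 33 of the list, and more than the SDs of 0.12 and 0.11 within the 7 metabolic and 6 calcium-handling genes. These are spreads of single genes and not of medians. More muscle and a change within muscle cells therefore cannot be told apart, because the verdict depends on the spread chosen, and the list itself did not pass under fry (adjusted p = 0.735). The most abundant genes of the muscle list had, in WT and the libraries labelled P-Apex1 KO, *Ttn* 3890 and 6250 CPM, *Acta1* 1470 and 2850 CPM and *Atp2a1* 1020 and 2170 CPM. Of its 46 genes in all, 0 were in another list and 0 were named in the paper's text or figures.

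The other 2 mice were WT. *Dlx3* at 6-dpf had 23.5 CPM in replicate 1, against 8.82 to 12.3 in the other 4. Without that mouse its 6-dpf log2 fold change was -1.33 in place of -1.49. The score of the endochondral panel of Fig. S8 at 14-dpf was -0.08 in replicate 3, against 0.02 to 0.04 in the other 3. No technical or biological explanation was tested for these 2 values.

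The genotype difference itself differed between 3- and 6-dpf for 267 genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 202 of them lower in P-Apex1 KO at 6-dpf relative to 3-dpf and 65 higher. Among named genes these were *Col2a1* (-4.58, adjusted p = 0.00277), *Col10a1* (-4.13, adjusted p = 0.00839), *Col9a3* (-2.67, adjusted p = 0.0312), *Col11a1* (-2.01, adjusted p = 0.047), *Fgfr3* (-1.91, adjusted p = 0.0345), *Wnt5b* (-1.67, adjusted p = 0.00367), *Nog* (-1.51, adjusted p = 0.0358), *Hey1* (-1.22, adjusted p = 0.0162) and *Bmp2* (-0.89, adjusted p = 0.012). Of the lists, cartilage (-2.14, adjusted p = 0.00568 under fry) and hypertrophic chondrocyte genes (-1.07, adjusted p = 0.00521) passed under camera and fry, as did T and NK cell genes, which were higher (1.04, adjusted p = 0.0483). With genotype labels redrawn within each time point, 3 of 100 draws, the real one included, gave as many genes, and the largest of the others gave 817. Redrawing takes away the genotype difference at each time point. The draws therefore set the count against no genotype difference at all, and cannot tell whether the difference changed with time. The number was 433 with library size as the sole scaling, 142 lower and 291 higher, so that the larger part was then higher. The median of all genes was 0.25 with this scaling, in place of 0.02. With DESeq2 there were 718 genes, 521 lower and 197 higher. Among technical explanations, library size and bias by GC content or length were tested within each time point and not for this difference. What stays open is a change with time after the fracture, which the design names, and the uncertain labels at 3-dpf described below, which could lower the 3-dpf difference.

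Between 10- and 14-dpf the genotype difference itself differed for 86 genes, 78 lower and 8 higher in P-Apex1 KO at 14-dpf relative to 10-dpf, by the same test. Named genes among them were *Col1a1* (-1.58, adjusted p = 0.0345), *Col1a2* (-1.47, adjusted p = 0.0304), *Smad6* (-1.23, adjusted p = 0.0485) and *Sp7* (-1.15, adjusted p = 0.0402). The osteoblast list (-0.75) and the NOTCH list (-0.19) passed under camera and under fry, with an adjusted p of 0.00778 for each under fry. Of 100 draws of redrawn labels, 4, the real one included, gave as many genes, and the largest of the others gave 2457. As above, these draws test for no genotype difference at either time point and not for an equal difference at both. With library size as the sole scaling 8 genes passed, where the median of all genes was 0.16 in place of 0.00, and DESeq2 gave 465, so the number depends on the scaling and the test. The progress of healing in WT mice between these time points, which the design names, stays open as an explanation and was not tested against others.

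A set of 174 genes, among them genes the paper's text does not name, showed the genotype at each later time point, with 71 higher and 103 lower in P-Apex1 KO mice. They were the genes that passed the threshold in the same direction and without overlap between genotypes at 6-, 10- and 14-dpf. The mean change of this set in the direction of the later time points, against the 3-dpf WT mean, was 0.62, 0.39, -0.06 and 0.07 log2 units in replicates 1 to 4 of the libraries labelled P-Apex1 KO at 3-dpf, and -0.02 to 0.07 in the WT libraries. *Apex1* had 19.8, 30.9, 29.6 and 37.1 CPM, against 28.5 to 36.1 in WT, *Ano3* 8.15, 4.85, 1.09 and 1.16 CPM against 0.416 to 1.18, and *Ephx1* 33.1, 24.9, 17.6 and 14.9 CPM against 12.7 to 15.5. Of the libraries labelled P-Apex1 KO, 2 did not pass the WT range in the direction of the later time points for both the set and *Apex1*, which leaves a mislabelled sample among the explanations. Fewer cells that had lost *Apex1* in the dissected tissue would lower the genes of the limb mesenchyme along with the score. Replicate 3, with the smallest score, had 284 CPM of *Prrx1*, against 218 to 283 in WT, while replicate 4 had 175 CPM and replicate 2, with a score above the WT range, 149 CPM. The 2 explanations, and a response that starts only after 3-dpf in some mice, cannot be told apart, because the genotype of a library can be read here only from genes that respond to it. Samples were used as labelled throughout.

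*Ano3*, which the paper's text does not name and which was chosen after its values were seen, was in that set, with log2 fold changes of 3.49, 3.61 and 5.50 at 6-, 10- and 14-dpf (adjusted p = 0.00041, 0.00032 and 0.0074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM were 0.717 in WT and 8.35 in P-Apex1 KO mice at 6-dpf, 0.802 and 9.86 at 10-dpf, and 0.321 and 11 at 14-dpf. The set also held targets of p53, *Ephx1* (1.20, 1.58 and 1.99), *Eda2r* (1.34, 1.54 and 2.10) and *Ccng1* (0.84, 0.92 and 0.93). Since APEX1 repairs DNA, a response of p53 to DNA damage was tested with a list of 28 target genes written after these results were seen and without *Ephx1*, *Eda2r* and *Cd80*. The p-values of this list were adjusted over the 4 time points and not over the other lists. Its median log2 fold change was 0.21, 0.45, 0.49 and 0.42 at 3-, 6-, 10- and 14-dpf, with 23, 27, 26 and 22 genes above 0. Under camera the adjusted p was between 2.39e-14 and 0.000273, under fry 0.262, 0.00182, 0.00182 and 0.0394, and with camera's estimated correlation 0.258, 0.0572, 0.0572 and 0.252, so the list did not pass the last test at any time point.

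At 6-, 10- and 14-dpf the median of the p53 list was 0.48, 0.50 and 0.32 without the sex term and 0.64, 0.57 and 0.69 with library size as the sole scaling. *Trp53* itself had -0.12, -0.11 and -0.15, and *Cdkn1a* passed the threshold at 10-dpf (0.85) and not at 6- or 14-dpf (0.44 and 0.78, adjusted p = 0.1 and 0.199). In the list, 1 gene (*Tap1*) was also in another list, and 0 were named in the paper's text or figures. A p53 response in the cells that lost *Apex1* may thus contribute (largest adjusted p under fry 0.0394), as a hypothesis found and tested on the same mice. A shift in cell types that raises these genes was not tested.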

How the results depend on the processing

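The alternatives in this part were set before the data were examined, except where they are said to be chosen after seeing the data. For each change below the cause was not tested, unless one is named.

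DESeq2's Wald test gave 85 genes at 3-dpf in place of 0 and 2187 at 10-dpf in place of 1221. It gave 718 and 465 genes whose genotype difference differed between 3- and 6-dpf and between 10- and 14-dpf, in place of 267 and 86, and 550 genes that changed from 10- to 14-dpf in P-Apex1 KO mice, in place of 51. In counts simulated for the 3-dpf design, with 200 changed genes, DESeq2 made 55 false calls and edgeR 10. Without a filter on low counts, 4 genes passed at 3-dpf. With all 30 samples in one model the numbers were 38 at 3-dpf, 6188 at 14-dpf in place of 2289, 410 for the difference between 3- and 6-dpf and 507 for the change in P-Apex1 KO mice. Without the sex term they were 750 at 10-dpf, 6849 at 14-dpf and 672 for the change in P-Apex1 KO mice, where at 14-dpf the term leaves a single WT female to carry the comparison. With library size as the sole scaling there were 3594 genes at 6-dpf in place of 2212, 433 for the difference between 3- and 6-dpf and 8 for that between 10- and 14-dpf. The median log2 fold change of all genes was 0.20 at 6-dpf and 0.31 at 14-dpf with this scaling, in place of 0.01 and 0.04.

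With the replicate number as a block in place of the sex term, 1 gene passed at 3-dpf and 677 at 6-dpf, and the 6-dpf medians were TGF-β/BMP (-0.08, 0.148) and NOTCH (-0.01, 0.0868), with the adjusted p second. Nothing in the labels or the paper says that equal numbers mark paired mice, and the block uses more degrees of freedom than sex.

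Of the settings chosen after seeing the data, DESeq2 with the neighbouring time point in the same model gave 118, 3353, 2380 and 6467 genes at 3-, 6-, 10- and 14-dpf, edgeR with the neighbouring time point gave 5922 at 14-dpf, and DESeq2 without sex gave 7340 there. With each mouse's muscle score as a covariate, 1 gene passed at 6-dpf and 7 at 10-dpf, and the lists that changed were, with median and adjusted p, at 3-dpf mitosis (0.27, 4.87e-09), DNA repair (0.11, 0.0419) and skeletal muscle (0.09, 0.0567), and at 10-dpf lymphocyte (0.09, 0.164), B cell (-0.02, 0.384), T and NK cell (0.08, 0.164), cartilage (0.43, 0.00556), TGF-β/BMP (-0.09, 0.332) and WNT (-0.10, 0.164). The muscle list loses its difference by construction. *Apex1* at 3-dpf had a log2 fold change of 0.29 in that fit (adjusted p = 0.49).

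Under fry, these of the lists put through the other alternatives no longer passed (median and adjusted p): at 3-dpf hedgehog (-0.15, 0.816), mitosis (-0.09, 0.816), DNA repair (-0.08, 0.816), skeletal muscle (0.93, 0.735) and type I interferon (1.05, 0.735), at 6-dpf TGF-β/BMP (-0.14, 0.284), NOTCH (-0.05, 0.192) and WNT (-0.22, 0.204), at 10-dpf interferon gamma (0.86, 0.0733), lymphocyte (0.76, 0.0909), B cell (0.64, 0.107), T and NK cell (0.85, 0.0849), TGF-β/BMP (-0.12, 0.117) and WNT (-0.07, 0.098), at 14-dpf lymphocyte (1.56, 0.137), B cell (1.96, 0.157), T and NK cell (1.18, 0.0714) and hypertrophic chondrocyte (-0.42, 0.0802). Under camera with the correlation of each list estimated, these of them no longer passed: at 3-dpf hedgehog (-0.15, 0.849), mitosis (-0.09, 0.849), DNA repair (-0.08, 0.849), skeletal muscle (0.93, 0.389) and type I interferon (1.05, 0.389), at 6-dpf hedgehog (-0.36, 0.248), interferon gamma (0.69, 0.163), lymphocyte (1.21, 0.187), macrophage (0.79, 0.0668), cartilage (-2.44, 0.062), hypertrophic chondrocyte (-1.37, 0.0668), osteoblast (-0.88, 0.0783), TGF-β/BMP (-0.14, 0.63), NOTCH (-0.05, 0.58) and WNT (-0.22, 0.58), at 10-dpf Fig. S8 endochondral (-0.69, 0.0626), Fig. S8 MMP and ADAMTS (-0.60, 0.0626), Fig. S8 osteoclast (-1.20, 0.0817), Fig. S10a TGF-β/BMP (-0.35, 0.105), Fig. S10a WNT (-0.44, 0.105), Fig. S10a NOTCH (-0.36, 0.0626), interferon gamma (0.86, 0.236), lymphocyte (0.76, 0.273), B cell (0.64, 0.274), T and NK cell (0.85, 0.273), hypertrophic chondrocyte (-0.65, 0.0626), osteoblast (-0.82, 0.0626), osteoclast (-0.92, 0.136), TGF-β/BMP (-0.12, 0.417), NOTCH (-0.21, 0.106) and WNT (-0.07, 0.314), at 14-dpf interferon gamma (0.64, 0.204), lymphocyte (1.56, 0.325), B cell (1.96, 0.321), T and NK cell (1.18, 0.289), hypertrophic chondrocyte (-0.42, 0.319), TGF-β/BMP (-0.39, 0.209) and WNT (-0.17, 0.209). Of the other lists not copied from the paper, those that passed camera and failed fry at the later time points were at 6-dpf B cell (1.29, 0.0583) and erythroid precursor (0.33, 0.284), at 10-dpf hedgehog (-0.28, 0.131), skeletal muscle (1.38, 0.122), type I interferon (0.61, 0.0767), neutrophil precursor (0.93, 0.0909) and erythroid precursor (0.43, 0.241), at 14-dpf hedgehog (-0.26, 0.207), skeletal muscle (0.89, 0.406) and oxidative phosphorylation (-0.21, 0.347). At 3-dpf they were, with the adjusted p under camera, interferon gamma (0.37, 6.96e-18), oxidative phosphorylation (0.14, 8.65e-07), endothelial (0.20, 0.000125), macrophage (0.26, 0.000259), B cell (-0.24, 0.00191), erythroid precursor (0.68, 0.00324) and cartilage (-0.26, 0.0486), and the smallest adjusted p of any list under fry was 0.735 there. Each of these also failed with the estimated correlation. The preset correlation treats the genes of a list as nearly independent, which these 2 tests do not.

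With library size as the sole scaling these medians changed sign, where the median of all genes had moved in the same direction (adjusted p second): at 6-dpf TGF-β/BMP (0.04, 0.0773) and NOTCH (0.13, 0.0773), at 10-dpf cartilage (0.07, 0.275) and WNT (0.01, 0.00142), at 14-dpf WNT (0.10, 6.96e-05). The 10-dpf cartilage median, -0.02 in the reported fit, was 0.05 without the sex term, 0.07 with library size alone, 0.03 without the 20 most abundant genes, and 0.02 with all samples in one model, so it had no direction.

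Across the fits that each left out one mouse, the number of genes ran from 0 to 10 at 3-dpf, 890 to 2359 at 6-dpf, 42 to 1827 at 10-dpf and 1206 to 6557 at 14-dpf, where the fits with sex gave 1206 to 3773 and those without it 4768 to 6557. The lowest came without replicate 4 of WT at 6-dpf, replicate 1 of P-Apex1 KO at 10-dpf and WT replicate 2 at 14-dpf. The 14-dpf fit without replicate 1 of WT and with sex was not run, since sex and genotype then coincide. List medians that changed a call ran from -0.33 to -0.11 for hedgehog, -0.17 to 0.05 for mitosis and -0.14 to 0.01 for DNA repair at 3-dpf, from -0.19 to -0.04 for TGF-β/BMP, -0.15 to -0.01 for NOTCH and -0.34 to -0.12 for WNT at 6-dpf, and from -0.25 to 0.26 for cartilage and -0.17 to -0.09 for TGF-β/BMP at 10-dpf. The 14-dpf log2 fold changes ran from -0.50 to 1.96 for *Col2a1* and -2.53 to 1.22 for *Mmp10*, with the lowest values in fits without sex.

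At 14-dpf *Col2a1*, 1.84 with sex in the model, was -0.18 without it, -0.39 with all samples in one model and -0.18 with DESeq2 without sex, a setting chosen after seeing the data. *Mmp10*, 0.80, was -1.22, -1.41 and -1.27 in these fits, -0.95 with the replicate number in place of sex, and, in fits chosen after seeing the data, -0.43 and -0.32 with the neighbouring time point in edgeR and DESeq2. Of the 94 gene values named, the numbers that kept direction and call, became weaker, became stronger and reversed were 92, 0, 2 and 0 with DESeq2, 76, 9, 7 and 2 without the sex term, 91, 2, 1 and 0 with library size alone, 81, 13, 0 and 0 without a filter, 78, 8, 6 and 2 with all samples in one model, 69, 20, 4 and 1 with the replicate number in place of sex, and 42, 51, 0 and 1 with the muscle score. With DESeq2's size factors 1 became weaker, and with at least 10 counts in every sample 1 of 84 tested became stronger, while without the 20 most abundant genes each of the 83 tested kept direction and call. In settings chosen after seeing the data, they were 79, 6, 8 and 1 with the neighbouring time point in edgeR and 82, 2, 9 and 1 in DESeq2, 1 became stronger in thinned libraries, each of 94 kept both after removal of the GC and length trends, and DESeq2 without sex gave 21, 6, 8 and 2 at 14-dpf. Over the 914 gene values of the fits that left out one mouse, they were 720, 142, 38 and 14.

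The lists for cartilage, osteoblasts, osteoclasts and NOTCH at 14-dpf, the Fig. S8 and Fig. S10a panels at 14-dpf and the Fig. 3f genes at 6-dpf kept direction and call under every alternative run on them. With median ranges over the alternatives with all mice of -1.46 to -1.16 for osteoblasts, -1.85 to -1.40 for osteoclasts, -0.51 to -0.20 for NOTCH and 1.00 to 2.97 for cartilage, the last list depended most on the setting in size. Under fgsea and with at least 10 counts in every sample, the lists put through the other alternatives kept direction and call. At 6-dpf the neutrophil precursor list, which did not pass camera (adjusted p = 0.0813), passed fgsea (adjusted p = 0.0155). Depth limits genes of low abundance, such as *Shh*, which was filtered out at each time point, more than the named genes. In the simulated counts, 154 of 192 changes by a factor of 4 were called at 3-dpf and 126 of 193 at 14-dpf.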

Differences from the paper's values

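The paper lists 122 differing genes at 3-dpf in Table S2, and 0 passed here (1216 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the following came within 1.5 times the paper's number: 85 with DESeq2's Wald test. The others did not, with numbers from 0 to 38. At 6-dpf the paper has 3329 genes, against 2212 here. The following came within 1.5 times: 3290 with DESeq2's Wald test, 2687 with no sex term, 3594 with library size as the sole scaling, 2299 with the 20 most abundant genes left out, 2257 with no filter, 3077 with all 30 samples in one model and 2359 without WT replicate 1. The others did not, with numbers from 677 to 2209.

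For 10-dpf the total printed in the paper's text is larger than the sum of the lower and higher genes it gives there, and that sum is the 2380 of Table S2. At 10-dpf the paper has 2380 genes in Table S2, against 1221 here, and the following came within 1.5 times: 2187 with DESeq2's Wald test, 1818 with no filter, 1603 with all 30 samples in one model and 1827 without WT replicate 4. The others did not, with numbers from 42 to 1387. At 14-dpf the paper has 6467 genes, against 2289 here. Those within 1.5 times were 6849 with no sex term and 6188 with all 30 samples in one model, and the 7 fits with no sex term that each left out one mouse (4768 to 6557). The others, from 1206 to 3773, were not.

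Among 27 DESeq2 settings tried only after seeing the values, the model of 10- and 14-dpf together with a shared sex term gave 2380 genes at 10-dpf, 1288 lower and 1092 higher, and 6467 at 14-dpf, 3184 lower and 3283 higher, which are the paper's numbers. The same model of 3- and 6-dpf gave 118 and 3353 genes. None of these settings gave the paper's number at 3-dpf (81 to 179) or at 6-dpf (3290 to 3606). The setting was not made the reported one.

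The paper states 50 M reads per sample (M for mega). The median library here had 25.6 M counts on genes, a different quantity, since reads outside genes or not uniquely mapped are not in the counts.

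The paper draws the genes of Fig. 3f as lower at 6-dpf. Here *Creb3l1* (-0.63, adjusted p = 0.0934) and *Tcf7l1* (-0.78, adjusted p = 0.0715) did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They passed with DESeq2 and the neighbouring time point in the model (adjusted p = 0.0139 and 0.00482), a setting chosen after seeing the values and the one alternative run on every gene of that figure. That setting called 47 of the 48 genes of the figure lower, so another gene lost its call. Of the 13 genes named in the 6-dpf text it called 12. Fig. S7b marks as higher at 14-dpf 6 genes that did not pass here. *Postn* (0.77, adjusted p = 0.385) passed with an adjusted p of 0.0462 with no sex term, 0.015 with all 30 samples in one model and 0.00721 with no sex term and without P-Apex1 KO replicate 2 and, in settings chosen after seeing the values, 0.0237 with the neighbouring time point in edgeR, 0.00246 with the neighbouring time point in DESeq2 and 0.00398 with DESeq2 without sex. *Nog* (0.88, adjusted p = 0.146) passed with an adjusted p of 0.00794 with no sex term, 0.00597 with all 30 samples in one model, 0.0284 without P-Apex1 KO replicate 2 and 0.00131 to 0.0273 in 7 fits with no sex term that left out one mouse and, in settings chosen after seeing the values, 0.00542 with the neighbouring time point in edgeR, 0.000383 with the neighbouring time point in DESeq2 and 0.000471 with DESeq2 without sex. *Pthlh* (0.50, adjusted p = 0.512) passed in settings chosen after seeing the values, with an adjusted p of 0.0388 with the neighbouring time point in edgeR and 0.0282 with the neighbouring time point in DESeq2. *Tnmd* (1.85, adjusted p = 0.0776) passed with an adjusted p of 0.000635 with DESeq2's Wald test, 0.00384 with no sex term, 0.0454 with library size as the sole scaling, 0.00335 with all 30 samples in one model, 0.00557 with the replicate number in place of sex and 0.00356 to 0.014 in 7 fits with no sex term that left out one mouse and, in settings chosen after seeing the values, 0.00497 with the neighbouring time point in edgeR, 8.04e-05 with the neighbouring time point in DESeq2 and 1.73e-08 with DESeq2 without sex. *Gdf6* (2.14, adjusted p = 0.119) passed with an adjusted p of 0.00262 with no sex term, 0.000221 with all 30 samples in one model, 0.0442 with the replicate number in place of sex and 0.00273 to 0.0113 in 7 fits with no sex term that left out one mouse and, in settings chosen after seeing the values, 0.00538 with the neighbouring time point in edgeR, 0.00179 with the neighbouring time point in DESeq2 and 0.000188 with DESeq2 without sex. *Dhh* (0.66, adjusted p = 0.437) passed with an adjusted p of 0.0448 with no sex term, 0.0183 with all 30 samples in one model and 0.0181 with no sex term and without P-Apex1 KO replicate 2 and, in settings chosen after seeing the values, 0.0303 with the neighbouring time point in edgeR, 0.0159 with the neighbouring time point in DESeq2 and 0.0293 with DESeq2 without sex.

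By RT-PCR the paper finds *Bmp2* lower at 3-dpf. Here its log2 fold change lay above 0 (0.37, adjusted p = 0.768), and it passed under no setting. The RT-PCR panel of Fig. 3b also draws *Apex1* as lower at 3-dpf, where it did not pass here under any setting (-0.15, adjusted p = 0.927).

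By RT-PCR the paper finds *Mmp13* and *Mmp10* lower. At 14-dpf *Mmp13* (-0.58, adjusted p = 0.476) passed with an adjusted p of 0.0262 without P-Apex1 KO replicate 1 and 0.00248 with no sex term and without P-Apex1 KO replicate 1 and, in settings chosen after seeing the values, 0.0442 with the neighbouring time point in DESeq2 and 0.013 with DESeq2 without sex. *Mmp10* at 14-dpf lay above 0 (0.80, adjusted p = 0.714) and passed under no setting. The RT-PCR genes also include *Col2a1*. At 10-dpf *Col2a1* (-1.62, adjusted p = 0.052) passed with an adjusted p of 0.00853 with DESeq2's Wald test, 0.0486 with at least 10 counts in every sample, 0.0349 with the replicate number in place of sex, 0.0107 without WT replicate 4, passed without P-Apex1 KO replicate 2 as well, and, in settings chosen after seeing the values, 0.0468 with thinned libraries, 0.0436 with the neighbouring time point in edgeR and 0.00513 with the neighbouring time point in DESeq2. At 14-dpf *Col2a1* passed above 0 with sex in the model (1.84, adjusted p = 0.0132). Its mean was 2140 CPM in WT and 1870 CPM in P-Apex1 KO mice, which is the other direction. Under the alternatives with all mice its log2 fold change ranged from -0.39 to 2.11 (largest adjusted p = 0.887). In WT mice the paper describes an increase of *Dmp1* and *Sp7* with healing. Between 10- and 14-dpf their log2 fold changes in WT mice were 0.89 and 0.28 (adjusted p = 0.0993 and 0.173), and the alternatives were not run on single genes of this comparison.

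Fig. S8 and Fig. S10a draw their genes as lower at 10- and 14-dpf. At 10-dpf these did not pass: in the endochondral genes (31 of 54 lower): *Mepe*, *Kdr*, *Grem1*, *Bglap*, *Vegfc*, *Cxcl12*, *Sost*, *Prrx1*, *Nf1*, *Sox4*, *Foxc1*, *Spp1*, *Col11a1*, *Loxl1*, *Shox2*, *Lox*, *Msx1*, *Atf4*, *Sparc*, *Sox18*, *Col1a2*, *Foxc2* and *Col11a2*, in the MMPs and ADAMTS (13 of 20 lower): *Mmp17*, *Mmp28*, *Mmp15*, *Mmp11*, *Mmp23*, *Furin* and *Adamts10*, in the osteoclast genes (6 of 10 lower): *Efna2*, *Calcr*, *Tnfrsf11a* and *Oscar*, in the TGF-β/BMP (8 of 25 lower): *Acvr1*, *Smad1*, *Smad5*, *Smad4*, *Bmpr2*, *Smurf1*, *Tgif1*, *Bambi*, *Tgfb1i1*, *Bmp2k*, *Bmp7*, *Grem1*, *Acvr2b*, *Bmp4*, *Tgfb1*, *Eng* and *Gdf11*, in the NOTCH (7 of 17 lower): *Hes1*, *Adam10*, *Gsap*, *Notch1*, *Maml1*, *Aph1b*, *Dll4*, *Furin*, *Aph1a* and *Dll1*, in the WNT (5 of 18 lower): *Porcn*, *Wnt7b*, *Dvl2*, *Ctnnb1*, *Smo*, *Tcf7l1*, *Lrp10*, *Wif1*, *Fzd3*, *Apc*, *Lrp4*, *Dkk1* and *Fzd5*. DESeq2 with the neighbouring time point in the model, chosen after seeing the values and the one alternative run on every gene of these panels, called 39, 14, 10, 13, 10 and 9 genes of these panels. Those with a log2 fold change above 0 were *Cxcl12* (0.25, adjusted p = 0.22), *Grem1* (0.16, adjusted p = 0.747), *Lox* (0.06, adjusted p = 0.851) and *Mmp28* (0.06, adjusted p = 0.843). *Dlx4* was filtered out before testing.

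Fig. S8 and Fig. S10a draw their genes as lower at 10- and 14-dpf. At 14-dpf these did not pass: in the endochondral genes (35 of 55 lower): *Dlx4*, *Bglap*, *Vegfc*, *Cxcl12*, *Prrx1*, *Nf1*, *Gli3*, *Arnt2*, *Epas1*, *Sox11*, *Flt1*, *Tnfsf11*, *Spp1*, *Mmp13*, *Vegfa*, *Loxl4*, *Loxl1*, *Lox*, *Atf4* and *Alpl*, in the MMPs and ADAMTS (13 of 20 lower): *Mmp17*, *Mmp28*, *Mmp15*, *Adamts18*, *Adamtsl2*, *Mmp10* and *Mmp13*, in the osteoclast genes (9 of 10 lower): *Tnfsf11*, in the TGF-β/BMP (16 of 25 lower): *Bmp2*, *Bmp8a*, *Acvr1*, *Smad4*, *Bmpr2*, *Tgif1*, *Tgfb1i1*, *Bmp2k* and *Acvr2b*, in the NOTCH (8 of 17 lower): *Hes1*, *Adam10*, *Gsap*, *Notch1*, *Maml1*, *Aph1b*, *Dll4*, *Jag1* and *Dll1*, in the WNT (11 of 18 lower): *Porcn*, *Wnt7b*, *Tcf7l2*, *Dvl2*, *Apc*, *Lrp4* and *Fzd5*. DESeq2 with the neighbouring time point in the model, chosen after seeing the values and the one alternative run on every gene of these panels, called 52, 18, 10, 24, 17 and 18 genes of these panels. Those with a log2 fold change above 0 were *Loxl4* (0.21, adjusted p = 0.78), *Mmp10* (0.80, adjusted p = 0.714) and *Vegfa* (0.26, adjusted p = 0.386).

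The paper reports pathways as changed from enrichment tests on rankings of genes. With fry, which lets the mice and not the genes carry the test, these lists did not pass: at 3-dpf hedgehog, mitosis, DNA repair, skeletal muscle and type I interferon, at 6-dpf TGF-β/BMP, NOTCH and WNT, at 10-dpf interferon gamma, lymphocyte, B cell, T and NK cell, TGF-β/BMP and WNT, and at 14-dpf lymphocyte, B cell, T and NK cell and hypertrophic chondrocyte. Each of them passed with camera at a preset correlation and with fgsea.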

Other observations

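In this part, the tests of bone marrow, of a lower share of cartilage cells, of low cartilage values in the single WT female, of RNA of another mouse and of a strain variant were chosen only after the results were seen.

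At 3-dpf, where 0 genes differed between genotypes and 1216 had an unadjusted p under 0.05, each of the 35 splits of the mice into groups of the same sizes gave as many genes, and the largest of the others gave 8. Thinning every library to the smallest and removing each library's trend over GC content and length left 0 and 0 genes there, which decides nothing from a count of 0. At 6-dpf 1 of 56 splits gave as many genes as the 2212 found, the real one included, and the largest other split gave 2. At 10-dpf it was 1 of 34, with 256 genes in the largest other split against 1221, and at 14-dpf 1 of 34, with 2 against 2289. At each of these 2 time points 1 further split made sex and group coincide and could not be fitted. After thinning, 2236, 1303 and 2190 genes differed at 6-, 10- and 14-dpf, and after removal of the trends 2409, 1091 and 2206. Each of these 6 numbers lay within 1.5 times the number found, which argues against library size and bias by GC content or length as the whole cause. The genotype, with what it changes in the cell types of the callus, stays open for these differences. The numbers depend on single mice, with 890 genes at 6-dpf without replicate 4 of WT and 42 at 10-dpf without replicate 1 of P-Apex1 KO.

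Between 10- and 14-dpf, 2190 genes changed in WT mice, 970 lower and 1220 higher at 14-dpf, and 1 of 35 splits of the WT mice gave as many, with 3 in the largest other split. In P-Apex1 KO mice 51 genes changed, 45 lower and 6 higher, and 1 of 10 splits gave as many, a number of splits too small to tell this count from chance. This comparison had 3 mice per time point, against 4 in WT. Its mice were 1 female and 2 males at 10-dpf and 3 females at 14-dpf, so sex goes with time there. Without the sex term 672 genes changed in P-Apex1 KO and 1740 in WT mice. The size of the gap between the genotypes therefore depends on the model. The log2 fold changes from 10- to 14-dpf in WT and P-Apex1 KO mice were *Col2a1* -3.21 and -0.85 (adjusted p = 0.00149 and 0.488), *Acp5* 1.67 and 0.56 (adjusted p = 0.00174 and 0.46), *Mmp9* 1.11 and 0.42 (adjusted p = 0.0224 and 0.635), *Col1a1* 1.01 and -0.58 (adjusted p = 0.00189 and 0.219) and *Sp7* 0.28 and -0.87 (adjusted p = 0.173 and 0.0368), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the genotypes in these changes passed for *Col1a1* and *Sp7* and not for *Col2a1*, *Acp5* or *Mmp9* (adjusted p = 0.218, 0.291 and 0.579).

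At 14-dpf the number of genes rose from 2289 to 6849 when the sex term was dropped and all 4 WT mice carried the comparison, and 2184 of the 2289 genes were among them. This fits a comparison whose precision is limited by the single WT female. In counts simulated for this design, 65.3% of the changed genes were called with sex in the model and 90.1% without it. The simulated mice had no difference between the sexes, so leaving out the term cost nothing there. How much of the rise to 6849 genes is precision, and how much is sex, therefore stays open. Without the term, differences between females and males at 14-dpf stay mixed with the genotype. For the cartilage list, low values of the single WT female were tested as the cause of its increase. Without the sex term its median was 1.00 in place of 2.7, and the list passed in that fit. The WT mean there still holds that female, so the fit alone cannot decide this. The cartilage scores of the WT males were 0.43, 0.60 and 0.15, below the 1.27, 0.99 and 1.04 of the P-Apex1 KO mice. Against the WT males the direction therefore does not rest on the WT female, though sex and genotype stay mixed there. The values of the WT female may account for the size of the increase. *Col2a1* changed sign without the sex term, to -0.18 from 1.84.

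Lymphocyte genes were higher in P-Apex1 KO mice at 6-, 10- and 14-dpf, and more bone marrow in the dissected tissue is a candidate source, tested with lists of erythroid and neutrophil precursor genes. The erythroid precursor list had a median log2 fold change of 0.43 at 10-dpf and 1.03 at 14-dpf, with 21 and 21 of 22 genes above 0. The neutrophil precursor list had 0.93 and 1.17, with 22 and 22 of 22 above 0. These rose together with the lymphocyte list (0.76 and 1.56), as more marrow would give. Without replicate 1 of P-Apex1 KO the lymphocyte median was 0.31 at 10-dpf, and without replicate 2 1.01 at 14-dpf. Under fry the adjusted p at 10- and 14-dpf was 0.241 and 0.00255 for the erythroid list and 0.0909 and 0.0194 for the neutrophil list. At 14-dpf the most abundant genes of these lists had, in WT and P-Apex1 KO mice, *Slc4a1* 467 and 1120 CPM, *Tfrc* 463 and 408 CPM and *Slc25a37* 251 and 609 CPM, and *Ngp* 447 and 869 CPM, *S100a8* 358 and 657 CPM and *Ltf* 264 and 507 CPM. *Tfrc*, which other dividing cells also express, did not rise. Those of the lymphocyte list had *Ighm* 129 and 538 CPM, *Igkc* 67.5 and 297 CPM and *Ebf1* 143 and 170 CPM. Of the 52 lymphocyte genes 1 was in another list and 1 was named in the paper's text or figures, and of the 23 erythroid and 22 neutrophil precursor genes 0 and 0 were. The beta globin genes were depleted before sequencing and are not in these lists. More immune cells in the callus itself stay open as well.

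At 6-dpf the erythroid and neutrophil precursor lists had medians of 0.33 and 0.18, against 1.21 for lymphocytes. The lymphocyte score minus the neutrophil precursor score was 0.76 log2 CPM larger in P-Apex1 KO than in WT mice, with 0.50 to 0.96 in P-Apex1 KO and -0.61 to 0.58 in WT mice (exact permutation p = 0.0714), and with the erythroid score it was 0.59 larger, with 0.36 to 0.93 and -0.65 to 0.34 (exact permutation p = 0.0357). A lower share of cartilage cells would raise the other cell types alike. The endothelial list had a median of -0.11, with 17 of 24 genes below 0, against 0.79 for macrophages. The macrophage score minus the endothelial score was 0.94 larger in P-Apex1 KO mice, with 0.68 to 1.24 in the 3 P-Apex1 KO mice (SD 0.28) and -0.28 to 0.35 in the 5 WT mice (SD 0.25). A lower share of cartilage cells alone would not give this difference, but the test takes endothelial cells as unchanged by the genotype. At later time points the paper reports fewer Endomucin positive cells and impaired vascular invasion in P-Apex1 KO calluses. A loss of endothelial cells would also widen the difference. For macrophage genes a lower share of cartilage cells and a change in macrophages themselves therefore cannot be told apart here. The exact permutation p of the macrophage minus endothelial difference was 0.0179, the smallest that 56 splits can give. Adjusted over 6 such differences it was 0.107, where the number of splits leaves a single difference no way to pass. For lymphocytes the difference from the endothelial score was 1.10, with 0.17 to 1.81 in P-Apex1 KO and -0.58 to 0.52 in WT mice (exact permutation p = 0.0536). The lowest P-Apex1 KO mouse lay within the WT range here and against the neutrophil precursors, so for lymphocyte genes more marrow, a lower share of cartilage cells and a rise of lymphocytes themselves cannot be told apart at 6-dpf. The most abundant genes had, in WT and P-Apex1 KO mice, *Lyz2* 1090 and 1670 CPM, *Csf1r* 149 and 258 CPM and *Mrc1* 138 and 223 CPM for macrophages and *Cdh5* 196 and 158 CPM, *Pecam1* 182 and 168 CPM and *Vwf* 132 and 151 CPM for endothelium. Of the 23 macrophage genes 0 were in another list or named in the paper's text or figures, and of the 24 endothelial genes 1 was in another list and 5 were named in the paper's text or figures.

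Skeletal muscle genes had medians of 1.33, 1.38 and 0.89 at 6-, 10- and 14-dpf, with 36, 1 and 0 genes higher over all genes tested and 40, 29 and 0 adjusted over the list alone (3 at 14-dpf had an unadjusted p under 0.05). The list's adjusted p was 3.62e-27, 4.95e-17 and 0.000885 under camera, 0.0258, 0.122 and 0.406 under fry, and 0.163, 0.273 and 0.588 with an estimated correlation, so it passed under fry at 6-dpf and not at 10- or 14-dpf. At 6-dpf the metabolic, calcium-handling and contractile genes had 1.43, 1.42 and 1.19. With each mouse's muscle score as a covariate, chosen after the data were seen, 1, 7 and 2254 genes differed at the 3 time points. The score goes with the genotype at 6- and 10-dpf, so this covariate also takes away the genotype difference there, and it does not separate muscle carried along with the callus from an effect of the genotype.

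Sex labels were checked on *Xist* and 4 Y-linked genes. The lowest female had 1140 CPM of *Xist* at 3-dpf and the highest male 96.9 CPM, or 7.11% of the female mean, and 2.6%, 2.26% and 1% at 6-, 10- and 14-dpf, so each label went with its sex. Of the 3-dpf females, WT replicates 2 and 3 had *Ddx3y* at 2.26% and 2.32% of the male level, and replicate 3 of the libraries labelled P-Apex1 KO at 0%. RNA of another mouse in the library would bring all Y-linked genes at one share. The largest share was 2.04 times the smallest in WT replicate 2 and 1.35 times in WT replicate 3. A factor of 2 had been set as the limit, so the first library lies just over it, on counts as low as 17. Reads assigned to the wrong library would also come at one share. This test therefore cannot tell them from RNA of another mouse.

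*BC018473* was present in some mice and nearly absent from others. It lay above 1 CPM in 3 of 17 WT and 7 of 13 P-Apex1 KO mice, with 9.74 CPM in the lowest of these mice and 0.374 CPM in the highest of the others. This gap in mice of each genotype is consistent with a strain variant against the reference (3 WT mice with the transcript), which may also apply to *H4c17*, the gene with the largest increase at 10-dpf. *H4c17* lay above 1 CPM in 9 of 17 WT and 11 of 13 P-Apex1 KO mice, without such a gap (1.12 and 0.881 CPM). Neither difference is therefore assigned to *Apex1* here.

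At 3-dpf the 37 type I interferon genes had a median log2 fold change of 1.05 in the libraries labelled P-Apex1 KO, with 37 above 0, 0 past the threshold over all genes tested (32 at an unadjusted p under 0.05) and 29 adjusted over the list alone. The adjusted p was 2.14e-43 under camera, 0.735 under fry and 0.389 with an estimated correlation. The score was 1.49, 1.59, 0.90 and -0.02 log2 CPM against the WT mean in replicates 1 to 4 of the libraries labelled P-Apex1 KO, and -0.24 to 0.35 in WT. At 6-, 10- and 14-dpf the medians were 0.62, 0.61 and 0.72. The B cell list had 0.64 at 10-dpf and 1.96 at 14-dpf, the T and NK cell list 0.85 and 1.18, the macrophage list 0.75 and 1.07, the endothelial list -0.28 and -0.53, the hedgehog list -0.28 and -0.26, the mitosis list 0.05 and 0.61, the DNA repair list 0.00 and 0.19, and the oxidative phosphorylation list 0.06 and -0.21. The 10-dpf median without replicate 1 of P-Apex1 KO was 0.19 for the B cell list and 0.35 for the T and NK cell list, and without replicate 2 of P-Apex1 KO the 14-dpf medians were 1.24 and 0.88. The 14-dpf mitosis list had 43 of 43 genes above 0 (adjusted p = 0.00948 under fry and 0.202 with an estimated correlation). The DNA repair list had 40 of 54 above 0 (adjusted p = 0.0277 and 0.265). Their medians at 3-dpf lay below 0. With sex in the model these 14-dpf values rest on the single WT female.

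Lists copied from the paper, which were chosen on these samples and are not independent evidence, gave the following medians. The cartilage genes of the 6-dpf text had -2.63 at 6-dpf and 2.21 at 14-dpf, and the osteoblast genes there -1.30 at 6-dpf and -2.45 at 14-dpf. The genes marked as increased in Fig. S5b had 1.89 at 6-dpf, and those in Fig. S7b 2.24 at 14-dpf. The genes of the RT-PCR panels of Fig. 5c had -1.68 at 10-dpf and -2.45 at 14-dpf, and those of Fig. S10b -1.24 at 10-dpf and -2.06 at 14-dpf. *Shh* was not tested, since it had between 0 and 11 counts in each of the 30 libraries.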
